# Metabolic regulation of telomere silencing by SESAME complex-catalyzed H3T11 phosphorylation

**DOI:** 10.1038/s41467-020-20711-1

**Published:** 2021-01-26

**Authors:** Shihao Zhang, Xilan Yu, Yuan Zhang, Xiangyan Xue, Qi Yu, Zitong Zha, Madelaine Gogol, Jerry L. Workman, Shanshan Li

**Keywords:** Multienzyme complexes, Autophagy, Gene silencing, Telomeres

## Abstract

Telomeres are organized into a heterochromatin structure and maintenance of silent heterochromatin is required for chromosome stability. How telomere heterochromatin is dynamically regulated in response to stimuli remains unknown. Pyruvate kinase Pyk1 forms a complex named SESAME (Serine-responsive SAM-containing Metabolic Enzyme complex) to regulate gene expression by phosphorylating histone H3T11 (H3pT11). Here, we identify a function of SESAME in regulating telomere heterochromatin structure. SESAME phosphorylates H3T11 at telomeres, which maintains SIR (silent information regulator) complex occupancy at telomeres and protects Sir2 from degradation by autophagy. Moreover, SESAME-catalyzed H3pT11 directly represses autophagy-related gene expression to further prevent autophagy-mediated Sir2 degradation. By promoting H3pT11, serine increases Sir2 protein levels and enhances telomere silencing. Loss of H3pT11 leads to reduced Sir2 and compromised telomere silencing during chronological aging. Together, our study provides insights into dynamic regulation of silent heterochromatin by histone modifications and autophagy in response to cell metabolism and aging.

## Abstract (web summary)

Pyruvate kinase phosphorylates histone H3T11 (H3pT11) and represses gene expression by forming a large complex SESAME (Serine-responsive SAM-containing Metabolic Enzyme). Here the authors show that SESAME-catalyzed H3pT11 regulates telomere silencing by promoting Sir2 binding at telomeres and preventing autophagy-mediated Sir2 degradation.

## Introduction

The eukaryotic genome is organized into distinct euchromatin and heterochromatin domains, which contain the bulk of actively transcribed regions and transcriptionally silent regions, respectively. Maintaining the integrity of euchromatin and heterochromatin within the nucleus is required for cell development and differentiation^1,2^. In budding yeast, heterochromatin is localized at three major sites, including silent mating-type loci (*HML* and *HMR*), telomeres, and ribosomal DNA (rDNA). Genes near these regions are subject to transcriptional repression, also known as position-effect variegation, which is highly conserved in higher organisms^3,4^. The proper organization of this transcriptionally silent heterochromatin is important to maintain telomere length, genome integrity, and chromosome segregation fidelity^5,6^. Disruption or loss of silent chromatin may lead to chromosomal instability, a hallmark and causal factor of tumorigenesis and cell aging^6–10^.

The silent heterochromatin at yeast telomeres is formed by assembly of Silent Information Regulator (SIR) complex (Sir2/Sir3/Sir4) and their spread along chromatin in a stepwise manner^11–13^. During this process, Sir4 is recruited by Rap1 and the yeast Ku complex to *cis*-acting silencer elements^14,15^. Sir4 then recruits Sir2, a highly conserved NAD^+^-dependent histone deacetylase (HDAC) to deacetylate H4K16^16^. Deacetylation of H4K16 generates a high-affinity binding site for Sir3, which then recruits more Sir4 and Sir2^17^. The cycles of Sir2-mediated H4K16 deacetylation and Sir3 recruitment allow the formation of SIR complex and its propagation along the telomere regions, which shields the telomere-proximal DNA from the transcription machinery, leading to transcription repression^4,11,18^. The spread of SIR complex to transcriptionally active chromatin is antagonized by H4K16ac, which acts as the heterochromatin–euchromatin boundary^19^. In addition to H4K16ac, Dot1-catalyzed H3K79me3 and Set1-catalyzed H3K4me3 have been shown to inhibit the spread of SIR complex into euchromatin regions^20,21^. These modifications occur predominantly in euchromatin regions and thus affect heterochromatin structure in an indirect manner^22^.

The silent heterochromatin is dynamically regulated in response to external and internal stimuli^2^. During the aging process, the global loss of heterochromatin was observed in *Drosophila*, *Caenorhabditis elegans*, and mammalian stem cells^6^. The telomere silencing is enhanced by increasing the temperature within the range of 23–37 °C in budding yeast^23^. Telomere silencing is also affected by cell metabolic states. During the aging process when carbon source is exhausted, the long-lived quiescent cells group their telomeres into a unique focus or hypercluster localized in the center of the nucleus, which correlates with more stable telomere silencing^24,25^. Changing carbon source from glucose to galactose induces telomere silencing defects, whereas switching from glucose to glycerol enhances telomere silencing by affecting the redox status^26,27^. Calorie restriction (CR) by glucose depletion has been proposed to increase NAD^+^/NADH and enhance Sir2 activity, which promotes telomere silencing^28^. However, glucose deficiency has also been shown to have no significant effect on Sir2 activity and telomere silencing^29,30^. These results suggest the relationship between glucose metabolism and telomere silencing is complex.

Some metabolic enzymes have been reported to translocate into the nucleus, where they regulate telomere silencing. For example, the glyceraldehyde 3-phosphate dehydrogenase (Tdh3) enhances telomere silencing by maintaining the nuclear NAD^+^ levels, suggesting that it is nuclear NAD^+^ instead of global NAD^+^ changes that regulate telomere silencing^31^. The glutamate dehydrogenase 1 (Gdh1) can translocate into the nucleus and maintain telomere silencing likely by reducing nuclear α-ketoglutarate levels^32^. All these results emphasize the importance of examining the nuclear functions of metabolic enzymes in modulating telomere silencing.

We have previously found that the glycolytic enzyme, pyruvate kinase (Pyk1), can translocate into the nucleus, where it exerts non-metabolic functions. Pyk1 phosphorylates histone H3T11 (H3pT11) to repress the expression of a subset of genes as a part of a 400 kDa complex, Serine-responsive SAM-containing Metabolic Enzyme (SESAME), which contains serine metabolic enzymes, SAM synthetases, and an acetyl-CoA synthetase^33^. Glycolysis and serine metabolism stimulate SESAME to phosphorylate H3T11 and confer cell resistance to oxidative stress^33,34^. In this study, by examining the genome-wide binding profiles for SESAME and H3pT11, we unexpectedly discovered that SESAME binds at telomeres to phosphorylate H3T11. SESAME-catalyzed H3pT11 maintains telomere silencing, promotes SIR complex binding at telomeres, and prevents autophagy-mediated Sir2 degradation. Our study also reveals a dynamic regulation of silent heterochromatin assembly at telomeres by SESAME-phosphorylated H3T11 in response to cell metabolism and aging.

## Results

### H3T11 phosphorylation is enriched at gene promoters and telomere-proximal regions

To determine the genome-wide localization of H3T11 phosphorylation (H3pT11), we performed chromatin immunoprecipitation followed by high-throughput sequencing (ChIP-seq) of H3pT11 in yeast cells grown in glucose-containing rich media and compared it with the positions of H3K4me3, a histone marker associated with active gene transcription. Figure 1a shows a metagene profile and Fig. 1b shows a browser track of representative genes. These data illustrate that H3pT11 is highly enriched upstream of the transcription start site (TSS) and flanks the peaks of H3K4me3 (Fig. 1a, b), consistent with the localization of H3pT11 at the *PYK1* gene promoter^33^. We also classified RNA polymerase II-regulated genes into five groups based on their transcription levels and then compared H3pT11 levels among these groups. The H3pT11 signals were positively correlated with gene transcription levels (Fig. 1a). Like the occurrence of repressive histone markers, H3K36 methylation and H3K9 methylation at active gene regions^35–37^, the enrichment of H3pT11 at highly expressed genes may fine-tune their expression. Moreover, H3pT11 was enriched at 541 genes, among which 408 genes were co-occupied by SESAME subunits, Pyk1 and Ser33 (Fig. 1c). Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis revealed that these 408 genes were involved in pathways such as ribosome, metabolism, longevity regulating pathways, phagosome, autophagy, protein export, etc. (Supplementary Fig. 1a).

**Fig. 1:**
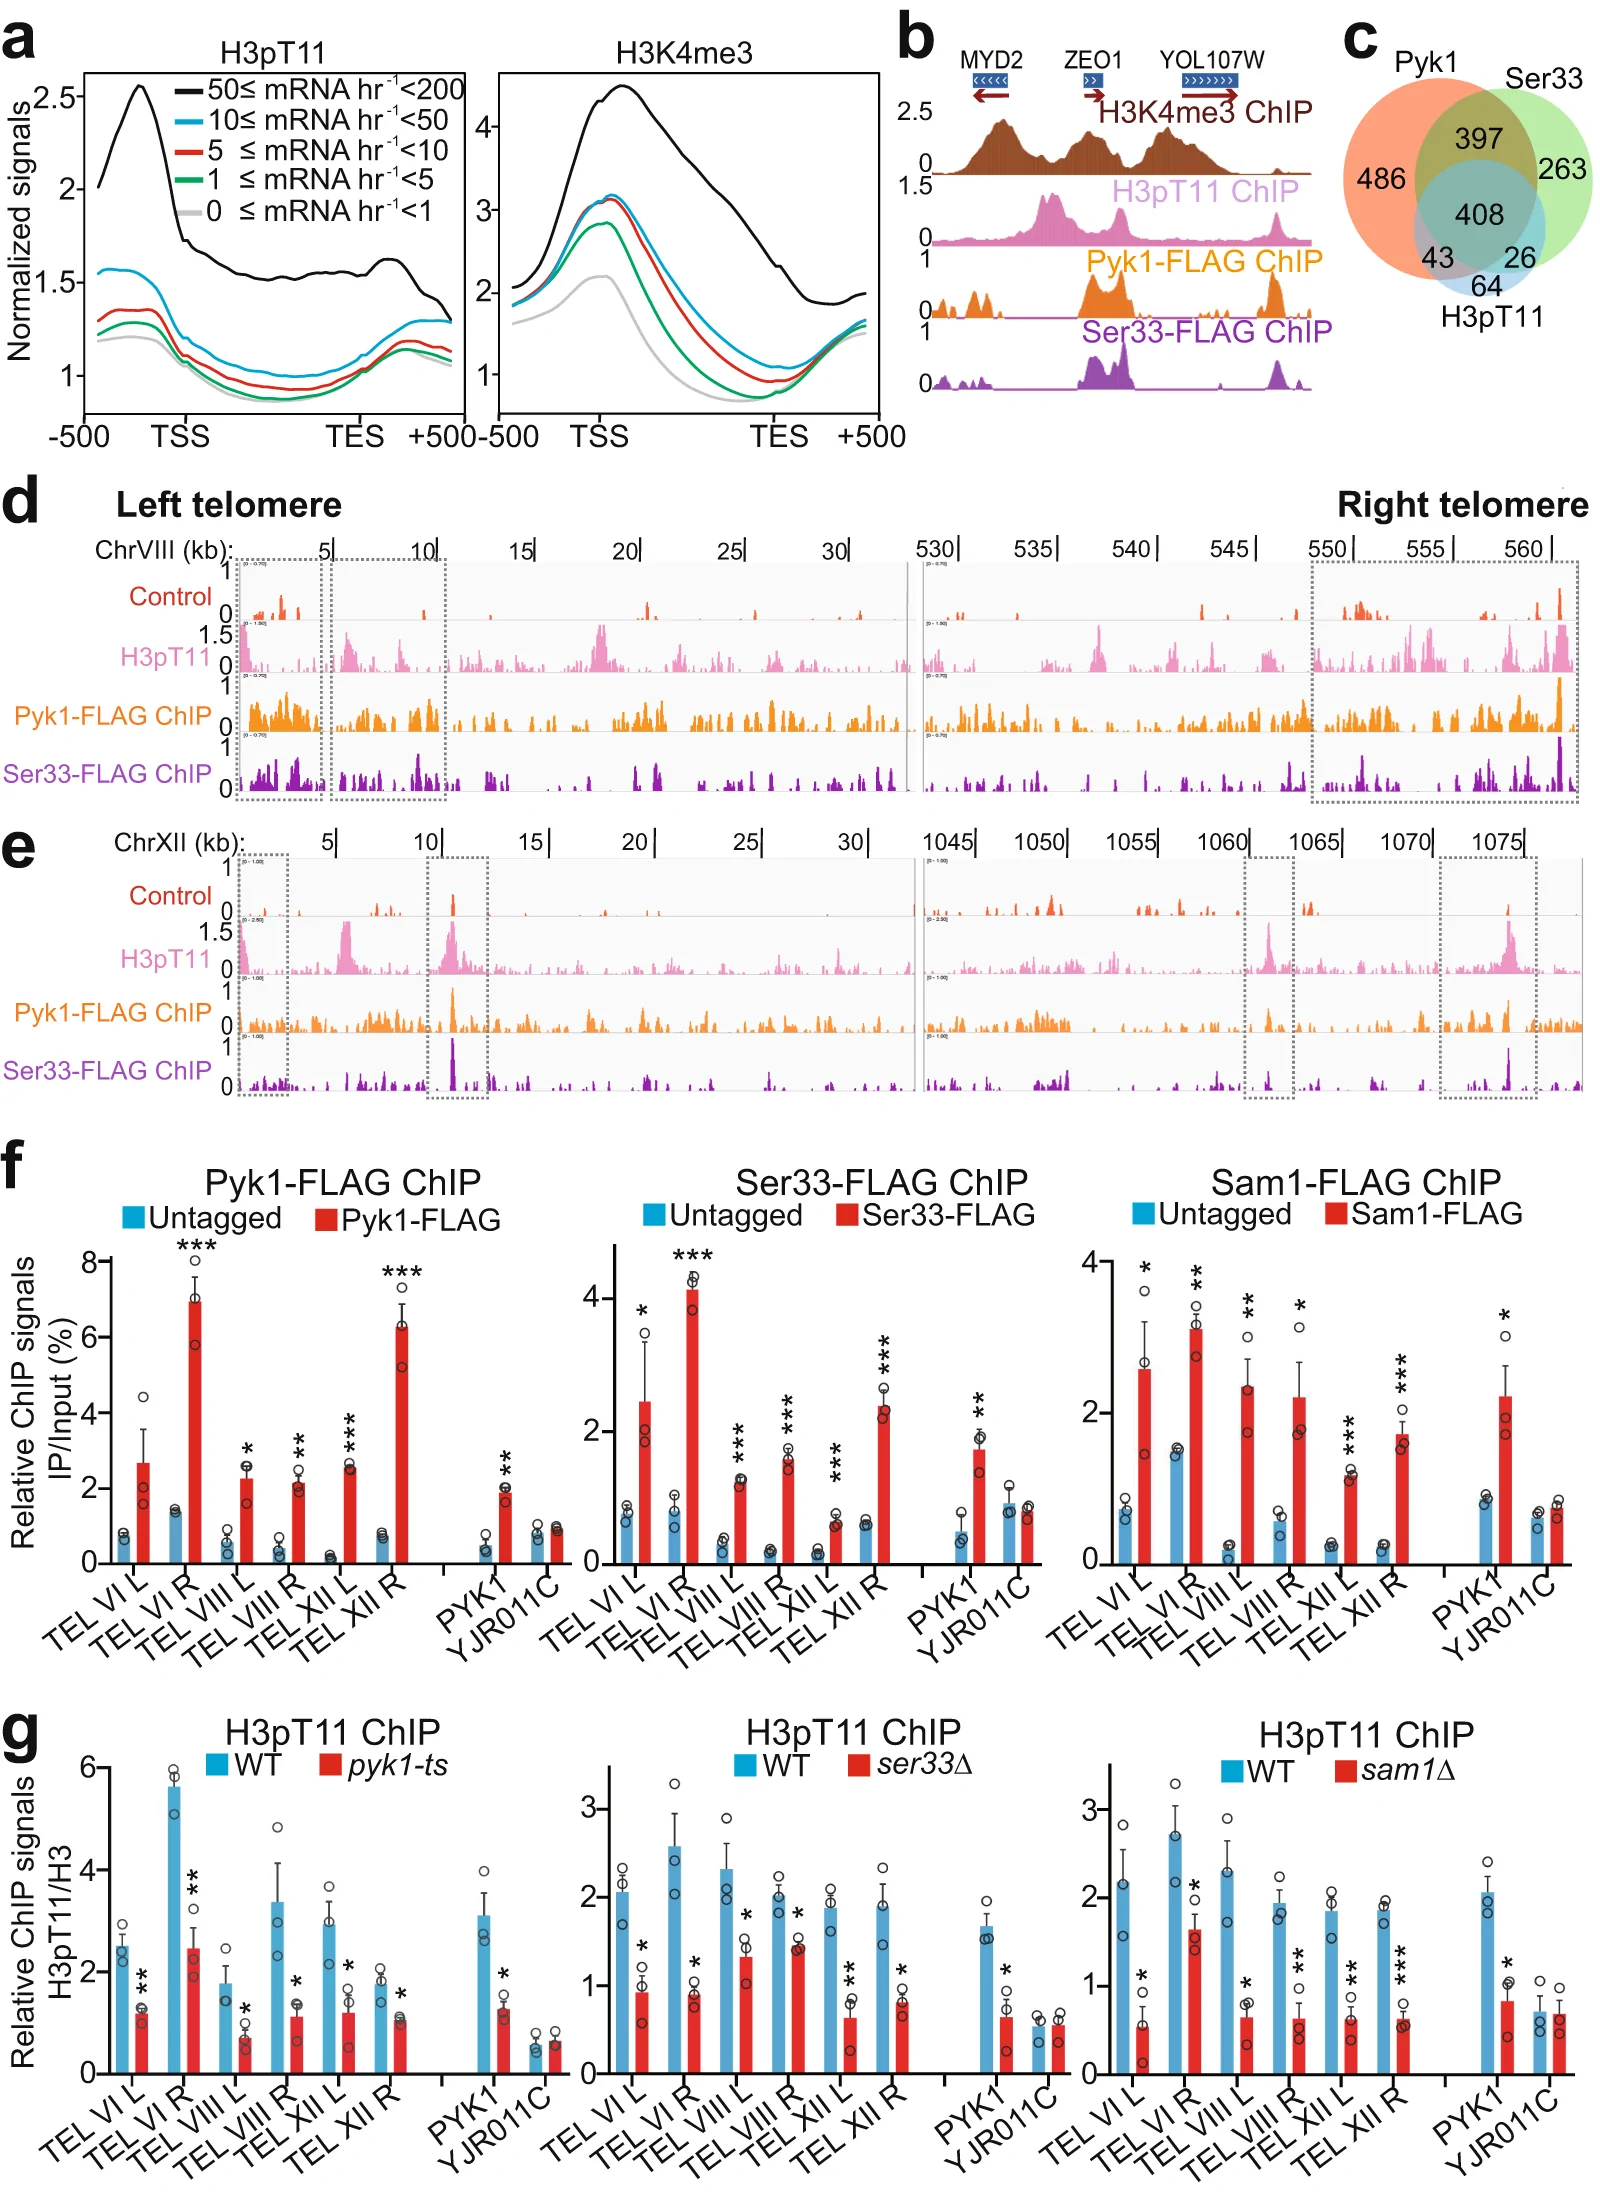
SESAME phosphorylates H3T11 at gene promoters and telomere regions. **a** The composite binding profile of H3pT11 at 5065 genes which were divided into five groups according to their transcription rates. The log_2_ ratio of normalized enrichment (H3pT11/H3, H3K4me3/H3) for each gene region, including 500 bp upstream and downstream regions from the gene, were used for average gene analysis. The transcription start site (TSS) and termination site (TES) are indicated. **b** ChIP-seq tracks showing the occupancy of H3K4me3/H3, H3pT11/H3, Pyk1, and Ser33 at representative genes. **c** Venn diagram of genes that overlap among the Pyk1-peak, Ser33-peak, and H3pT11-peak gene sets as determined by ChIP-seq. The numbers of binding sites are represented. **d**, **e** ChIP-seq tracks showing the occupancy of H3pT11/H3, Pyk1, and Ser33 at the left and right telomere regions of chromosome VIII (TEL VIII) (**d**) and chromosome XII (TEL XII) (**e**). The control tracks were generated using untagged BY4741 strain with anti-FLAG antibody. **f** ChIP-qPCR analysis of Pyk1, Ser33, and Sam1 at telomeres of chromosome VI (TEL VIL and TEL VIR), chromosome VIII (TEL VIIIL and TEL VIIIR), and chromosome XII (TEL XIIL and TEL XIIR). The *YJR011C* was used as a non-target region. **g** ChIP-qPCR analysis of H3pT11 at telomeres in WT, *pyk1-ts*, *ser33Δ*, and *sam1Δ* mutants. Pyk1 was inactivated by growing *pyk1-ts* mutant at non-permissive temperature (37 °C) for 2 h. H3pT11 was normalized to histone H3 level. For Fig. 1f, g, the quantitative data represent the mean ± SE; n = 3 biological independent experiments. Statistical significance was tested using two-sided Student’s *t* test. *p < 0.05; **p < 0.01; ***p < 0.001.

Interestingly, we noticed a significant number of peaks for H3pT11 in the vicinity of the telomeres (unique subtelomeric sequences) (Fig. 1d, e and Supplementary Fig. 1b). We also observed the binding of SESAME subunits, Pyk1 and Ser33 at these regions (Fig. 1d, e and Supplementary Fig. 1b). The occupancy of Pyk1, Ser33, and Sam1 at subtelomere regions was confirmed by ChIP followed by quantitative real-time PCR (qPCR) (Fig. 1f). Compared to non-target gene *YJR011C*, there is a 2.01-, 2.16-, 2.95-fold enrichment of Pyk1, Ser33, and Sam1 at the non-telomeric *PYK1* gene (Fig. 1f). Compared to *YJR011C*, there is a 2.29–7.38-fold, 1.55–5.15-fold, 1.57–4.13-fold enrichment of Pyk1, Ser33, and Sam1 at telomere regions (Fig. 1f), suggesting that SESAME has similar occupancy at telomere regions and euchromatin target regions. The localization of H3pT11 at these regions was also confirmed by ChIP-qPCR (Fig. 1g). The H3pT11/H3 ChIP signal at the *PYK1* gene was 2.81–5.37-fold higher than that at *YJR011C* (Fig. 1g). The H3pT11/H3 ChIP signals at telomere regions was 2.53–9.71-fold higher than that at *YJR011C* (Fig. 1g). The variability of SESAME and H3pT11 occupancy at telomeres could be due to genetic diversity and irregularity of native repressed chromatin at telomeres^38^. Moreover, the enrichment of H3pT11 at these regions was significantly reduced in SESAME mutants, including *pyk1-ts*, *ser33Δ*, and *sam1Δ* mutants (Fig. 1g). The loss of H3pT11 occupancy at different telomere regions is variable, which could be caused by the different binding affinity of SESAME complex at different regions and Pyk1 is partially inactivated at 37 °C. These results indicate that the SESAME complex phosphorylates H3T11 at telomere-proximal regions.

Set1 and H3K4me3 are required to recruit SESAME to phosphorylate H3T11 at active genes, i.e., *PYK1* and *PMA1*^33^. We then examined the effect of Set1 and H3K4me3 on the occupancy of SESAME and H3pT11 at telomeres. In *set1Δ* and H3K4A mutants, H3pT11 occupancy at the *PYK1* gene was significantly reduced but its occupancy at telomeres was unaffected (Supplementary Fig. 1c). Similarly, loss of Set1 did not reduce the occupancy of SESAME complex at telomeres despite reduced SESAME enrichment at the *PYK1* gene (Supplementary Fig. 1d), indicating that the binding of SESAME at telomeres is independent of Set1-catalyzed H3K4me3.

### SESAME-catalyzed H3pT11 maintains telomere-specific transcription silencing

To examine the effect of SESAME-catalyzed H3pT11 on telomere silencing, the H3T11A mutation was introduced into a telomere silencing reporter strain, which has the *URA3* reporter gene inserted adjacent to the left telomere of chromosome VII (Tel VII-L) (Fig. 2a)^39^. In this reporter assay, telomere silencing is reflected by cell growth on medium containing 5-fluoroorotic acid (5-FOA), a suicide substrate for cells expressing *URA3*. The growth of H3T11A mutant on 5-FOA plate was reduced when compared to its wild-type counterpart cells (Fig. 2a). Similar impaired growth on 5-FOA plate was also observed in SESAME mutants, *sam1Δ* and *shm2Δ* (Fig. 2a). The reduced growth of H3T11A, *sam1Δ*, and *shm2Δ* mutants on 5-FOA plates was caused by increased transcription of *URA3* as determined by quantitative reverse transcription PCR (qRT-PCR) (Fig. 2b), indicating telomere silencing defects in SESAME and H3T11A mutants. We further confirmed this result in another telomere silencing reporter strain, harboring the *ADE2* reporter gene inserted adjacent to the right telomere of chromosome V (Tel V-R). Cells with normal silenced *ADE2* are red after grown for 4–6 days but will become white once *ADE2* is derepressed^39^. In agreement with the results with the *URA3* reporter assay, we observed that H3T11A mutant cells became white (Supplementary Fig. 2a) and this color change was due to increased *ADE2* expression in the H3T11A mutant (Supplementary Fig. 2b).

**Fig. 2:**
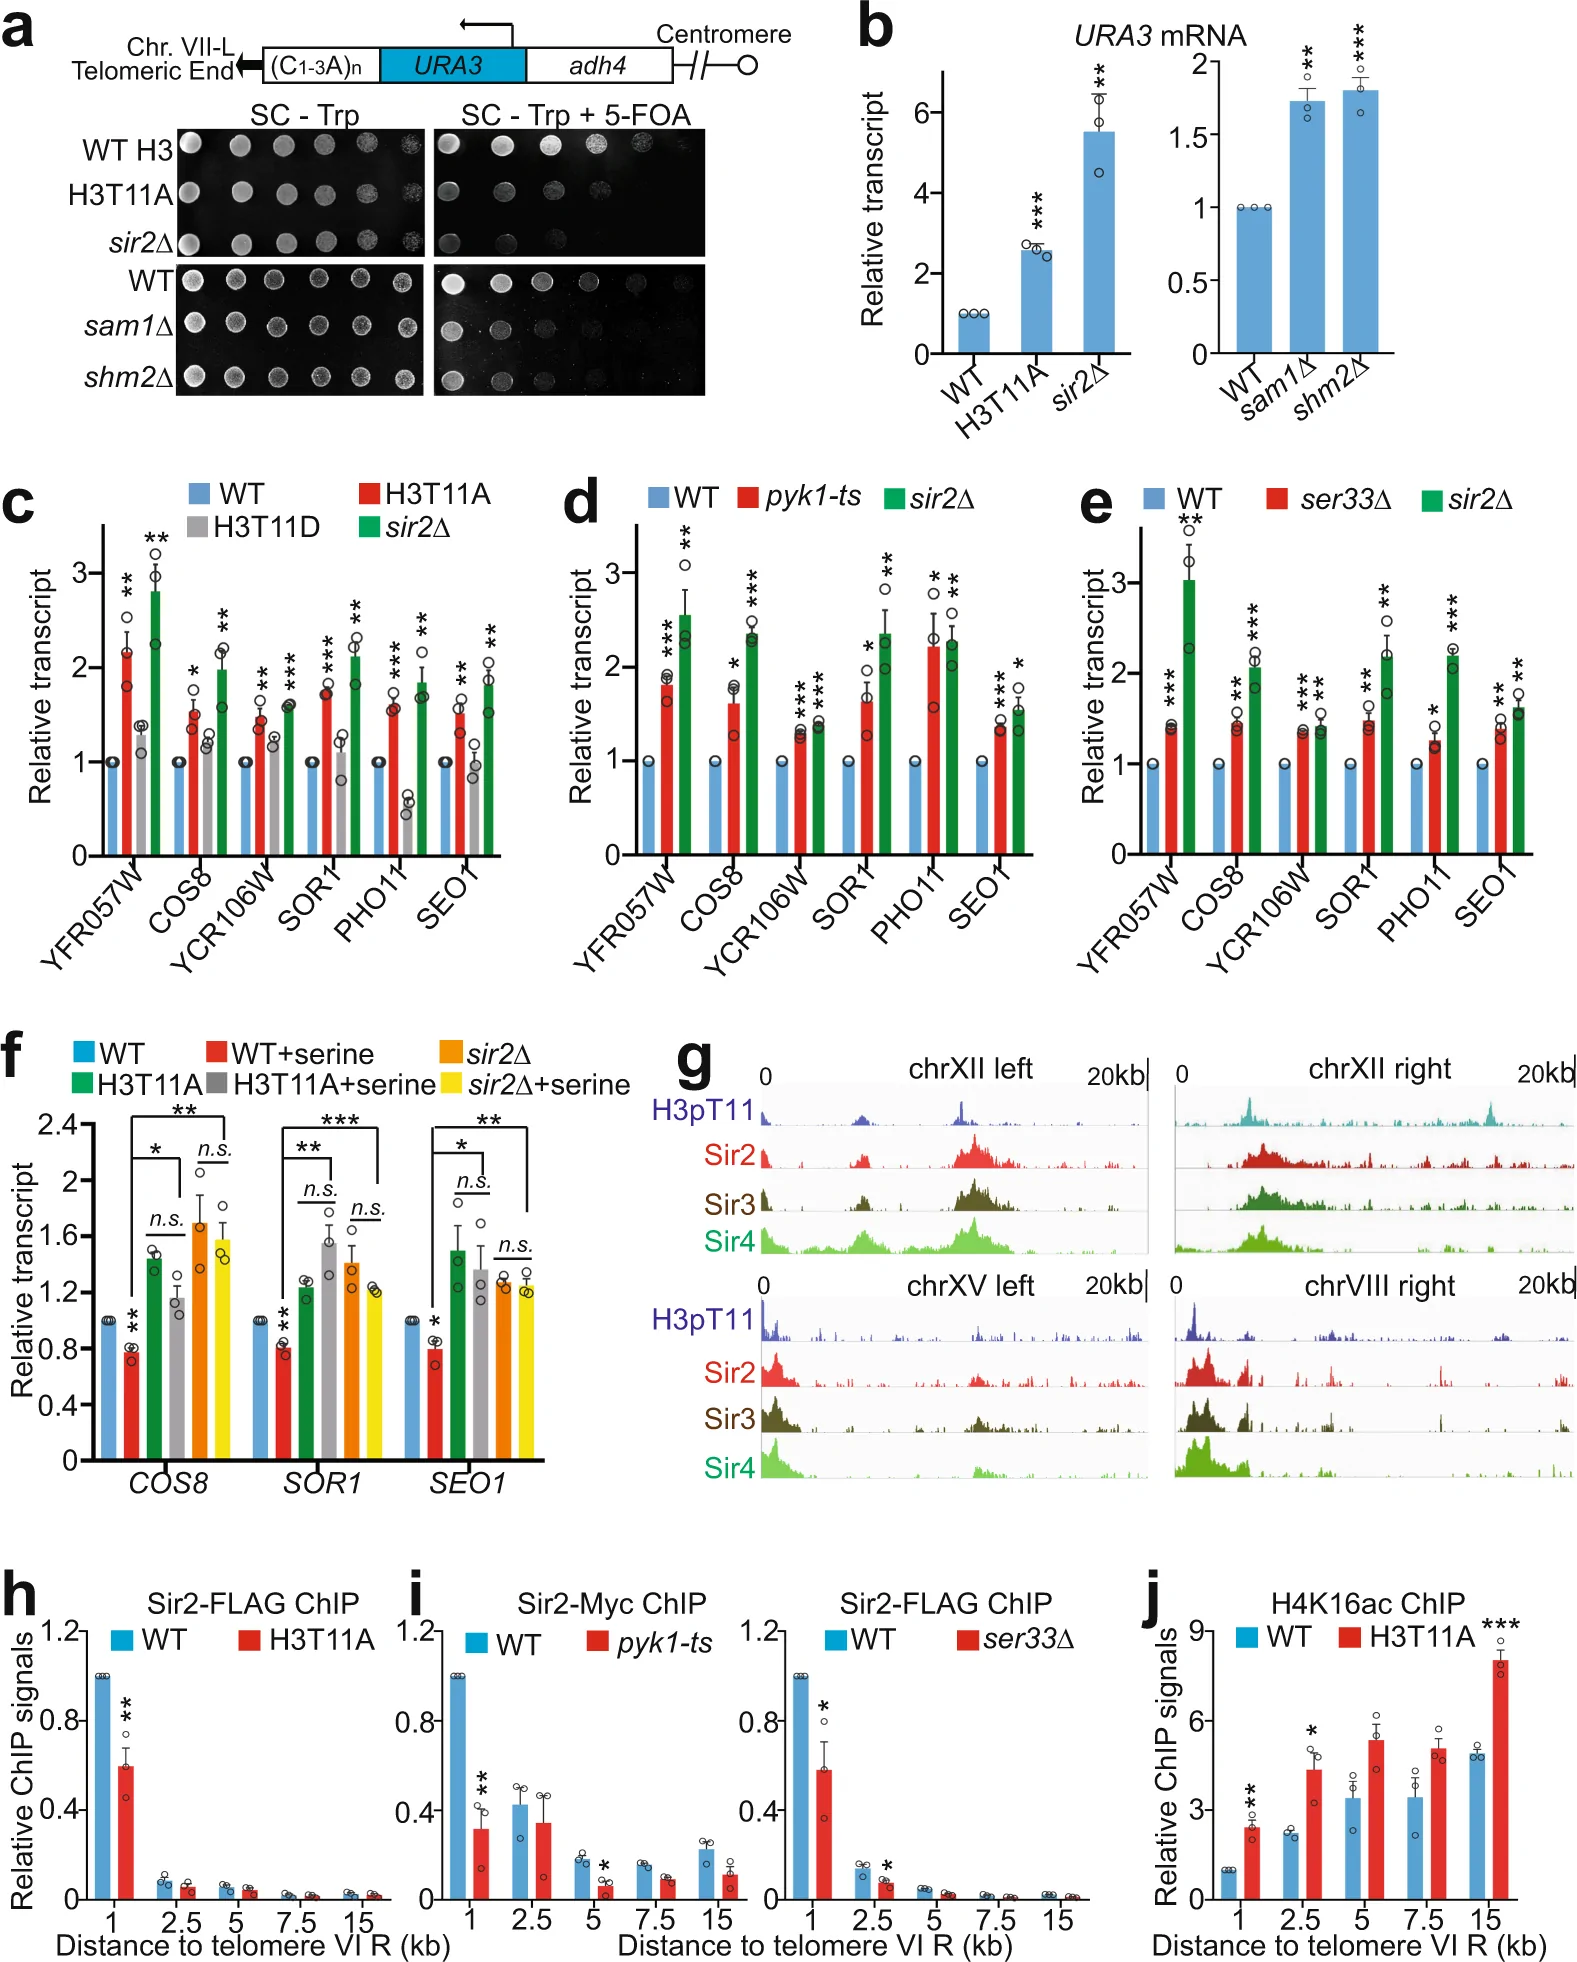
SESAME-catalyzed H3pT11 promotes SIR complex binding at telomeres and is required to maintain normal telomere silencing. **a** SESAME-catalyzed H3pT11 is required to maintain telomere silencing. Top panel: Diagram of the position of *URA3* inserted near the telomere VII-L in the telomere silencing reporter strain. Bottom panel: WT, H3T11A, *sir*2Δ, *sam1Δ*, and *shm2Δ* cells bearing *URA3* adjacent to Tel VII-L were grown to saturation, normalized for OD_600_, 3-fold serially diluted and spotted on SC - Trp and SC - Trp + 5-FOA plates. Impaired growth on 5-FOA plates indicates diminished silencing of *URA3*. **b** qRT-PCR analysis of *URA3* in WT, H3T11A, *sir*2*Δ*, *sam1Δ*, and *shm2Δ* mutants. **c**–**e** qRT-PCR analysis of native telomere-proximal genes (*YFR057W*, *COS8*, *YCR106W*, *SOR1*, *SEO1*) in WT, H3T11A (**c**), H3T11D (**c**), *pyk1-ts* (**d**), *ser33Δ* (**e**), and *sir*2*Δ* mutants. **f** Effect of serine on the transcription of native telomere-proximal genes (*COS8*, *SOR1*, and *SEO1*) in WT, H3T11A, and *sir*2*Δ* mutants as determined by qRT-PCR analysis. **g** ChIP-seq tracks showing the enrichment of H3pT11/H3, Sir2, Sir3, and Sir4 at regions within 20 kb of representative telomeres. **h**, **i** ChIP analysis of Sir2 occupancy at regions with different distance (1, 2.5, 5, 7.5, and 15 kb) to telomere VI-R in WT, H3T11A (**h**), *pyk1-ts* (**i**), and *ser33Δ* (**i**) mutants. **j** ChIP analysis of H4K16ac at regions with different distance (1, 2.5, 5, 7.5, and 15 kb) to telomere VI-R in WT and H3T11A mutant. H4K16 acetylation was normalized to its input. For Fig. 2b–f, h–j, the quantitative data represent the mean ± SE; *n* = 3 biological independent experiments. Statistical significance was tested using two-sided Student’s *t* test. *p < 0.05; **p < 0.01; ***p < 0.001. For Fig. 2a, shown are the typical example of three biological independent biological replicates.

In addition to telomere silencing reporter assays, we examined the effect of H3pT11 on the transcription of naturally occurring telomere-linked genes by qRT-PCR. The typical example is *YFR057W*, which is located near the right telomere of chromosome VI (Tel VI-R) and subject to transcriptional silencing in a SIR-dependent manner (Fig. 2c). *YFR057W* was upregulated in H3T11A mutant but not in H3T11D mutant, which mimics H3T11 phosphorylation (Fig. 2c). We also investigated the transcription of genes near other telomeres, including *COS8*, *YCR106W*, *SOR1*, *PHO11*, and *SEO1*, which locate 6.4 kb from Tel VIII-L, 3.2 kb from Tel III-R, 8.6 kb from Tel X-R, 3.4 kb from Tel I-L, and 7.2 kb from Tel I-L, respectively. Similar to *YFR057W* derepression, the transcription of these genes was increased in H3T11A but not in H3T11D mutant (Fig. 2c), indicating that the transcriptional silencing defects occur at multiple telomeres and is gene independent. Similar derepression of these genes was observed in *pyk1-ts*, *ser33Δ*, *sam1Δ*, and *shm2Δ* mutants (Fig. 2d, e and Supplementary Fig. 2c). Moreover, deletion of *SER33* or *SHM2* in H3T11A mutant did not further increase the transcription of telomere-proximal genes when compared with H3T11A mutant (Supplementary Fig. 2d). These two independent assays indicate that SESAME-catalyzed phosphorylation of H3T11 is required for maintenance of natural telomere silencing.

Serine has been shown to stimulate SESAME complex to phosphorylate H3T11^33^. Indeed, serine treatment significantly increased the global levels of H3pT11 (Supplementary Fig. 2e). We thus examined the effect of serine on telomere silencing. Serine but not glycine treatment repressed the transcription of genes near the telomeres (Supplementary Fig. 2f) and this enhanced silencing effect by serine was not observed in the H3T11A and *sir2Δ* mutants (Fig. 2f), indicating that H3pT11 is required for serine to enhance telomere silencing.

We also examined the effect of SESAME-catalyzed H3pT11 on transcriptional silencing at *HM* loci by the reporter assay with *URA3* integrated near the silent mating loci, *HML* or *HMR*. The SESAME mutants showed no detectable defects in *HM* silencing (Supplementary Fig. 2g, h), suggesting that SESAME-phosphorylated H3T11 represses transcription of genes near telomeres but not *HM* loci. The ChIP-seq data for H3pT11 also showed very low signals of H3pT11 at *HM* loci (Supplementary Fig. 2i). This locus-specific silencing effect has also been observed in the mutants of the Mediator complex and H3K79 methyltransferase Dot1, which have reduced natural telomere silencing but intact *HM* silencing^40,41^.

### Loss of SESAME-catalyzed H3pT11 leads to reduced occupancy of SIR complex at telomere regions

By comparing our ChIP-seq data of H3pT11 to those of known telomere regulating proteins, we found that H3pT11 has a similar distribution pattern at telomere regions with the SIR (Sir2/Sir3/Sir4) complex (Fig. 2g and Supplementary Fig. 3a), suggesting that H3pT11 could be functionally related to the SIR complex in regulation of telomere silencing.

We first examined whether H3pT11 is dependent on SIR complex. Depletion of SIR proteins had no significant effect on global H3pT11 levels as well as H3pT11 at telomere regions (Supplementary Fig. 3b, c). We then examined the effect of H3T11A mutation on SIR binding at telomeres by ChIP-qPCR. Loss of H3pT11 led to reduced Sir2 occupancy at telomeres (Tel VI, Tel VIII, Tel XII) (Fig. 2h and Supplementary Fig. 3d). The Sir2 levels were also significantly reduced at telomere-proximal genes in H3T11A mutant (Supplementary Fig. 3e), consistent with their derepression in H3T11A mutant (Fig. 2c). In contrast, loss of H3pT11 had no significant effect on Sir2 binding at *HML* and rDNA loci (Supplementary Fig. 3f), consistent with no significant effect of SESAME on *HM* loci silencing (Supplementary Fig. 2g, h). Similar reduced Sir2 occupancy at telomeres and telomere-proximal genes was observed in *pyk1-ts* and *ser33Δ* mutants (Fig. 2i and Supplementary Fig. 3d, e). As Sir2 specifically deacetylates H4K16 at telomere proximity regions^42^, we thus asked whether loss of H3pT11 would affect H4K16ac as a result of Sir2 dissociation from telomeres. Indeed, H4K16ac was significantly increased at these regions in H3T11A mutant (Fig. 2j), consistent with reduced Sir2 occupancy in H3T11A mutant (Fig. 2h). In addition, the occupancy of Sir3 and Sir4 at telomeres was significantly reduced in H3T11A mutant (Supplementary Fig. 3g, h), suggesting that H3pT11 promotes SIR complex binding at telomeres.

### SESAME-catalyzed H3pT11 is required to maintain normal Sir2 protein levels

We then examined the effect of H3pT11 on the expression of SIR proteins. Although the transcription of *SIR2*, *SIR3*, and *SIR4* was not significantly changed in H3T11A and SESAME mutants (Fig. 3a and Supplementary Fig. 4a), Sir2 protein levels were significantly reduced in H3T11A mutant but not in H3T11D mutant (Fig. 3b). Sir2 protein levels were also significantly reduced in H3T11A mutant in different strain backgrounds (Supplementary Fig. 4b). In contrast, Sir3 and Sir4 were not significantly changed in H3T11A mutant (Fig. 3b and Supplementary Fig. 4c).

**Fig. 3:**
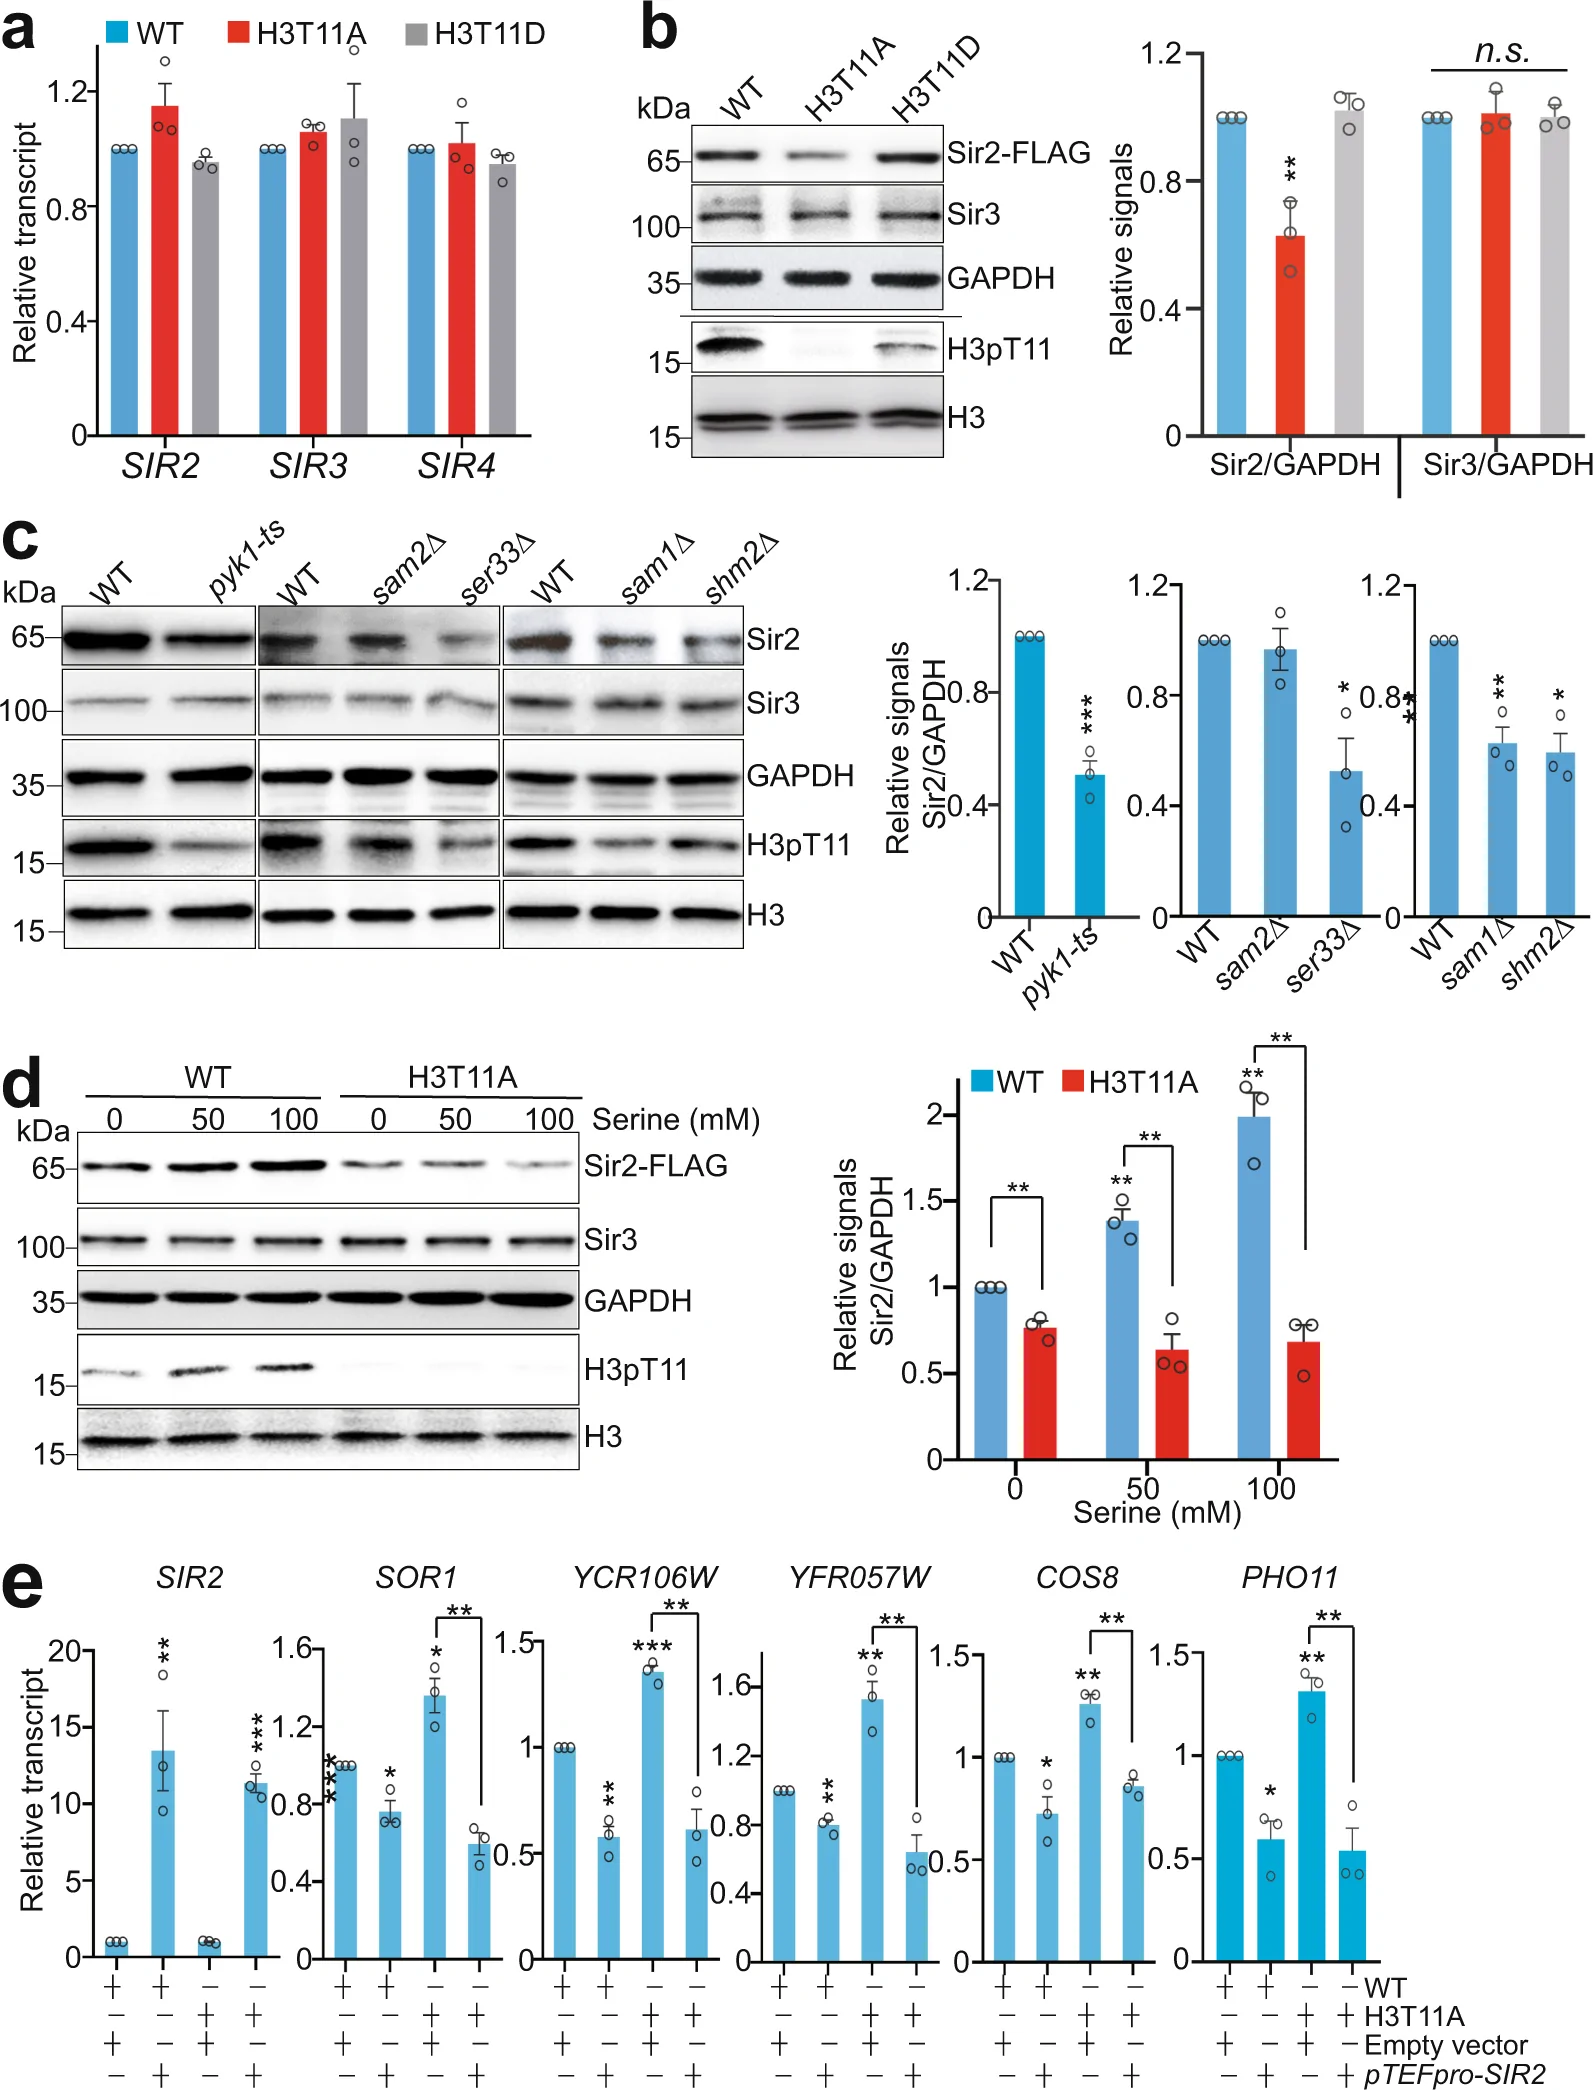
SESAME-catalyzed H3pT11 is required to maintain global Sir2 protein levels. **a** qRT-PCR analysis of *SIR2*, *SIR3*, and *SIR4* expression in WT, H3T11A, and H3T11D mutants. **b** Left panel: Western blots analysis of Sir2 and Sir3 in WT, H3T11A, and H3T11D mutants. The H3pT11 antibody can recognize the phosphomimic site (aspartate) at H3T11D with low efficiency. Right panel: The relative intensities of Sir2/GAPDH and Sir3/GAPDH in left panel were quantified using ImageJ with standard error (SE). Data represent the mean ± SE of three biological independent experiments. **c** Sir2 protein levels were significantly reduced in WT, *pyk1-ts*, *ser33Δ, sam1Δ*, and *shm2Δ* mutants with the exception of *sam2Δ* as determined by Western blots analysis. **d** Serine significantly increased the global Sir2 protein levels in WT but not H3T11A mutant. **e** qRT-PCR analysis of *SIR2*, *SOR1*, *YCR106W*, *YFR057W*, *COS8*, and *PHO11* in WT and H3T11A mutant transformed with empty vector or vector that overexpresses Sir2 (*pTEFpro-SIR2*). For Fig. 3a–e, the quantitative data represent means ± SE; *n* = 3 biological independent experiments. Statistical significance was tested using two-sided Student’s *t* test. *p < 0.05; **p < 0.01; ***p < 0.001; n.s. no significance.

To confirm it is SESAME-catalyzed H3pT11 that regulates the steady-state level of Sir2, we examined Sir2 protein levels in SESAME mutants, including *pyk1-ts*, *sam1Δ*, *sam2Δ*, *ser33Δ*, and *shm2Δ*. Similar to the H3T11A mutant, Sir2 but not Sir3 was significantly reduced in these mutants with the exception of *sam2Δ* (Fig. 3c). The reduced Sir2 in *sam1Δ* mutant but not *sam2Δ* mutant could be caused by the fact that their expression is regulated differently^43^. As serine stimulates SESAME complex to phosphorylate H3T11 and enhance telomere silencing (Fig. 2f and Supplementary Fig. 2e), we also examined the effect of serine on Sir2 protein levels. Serine treatment significantly increased the global levels of H3pT11 and Sir2 (Supplementary Fig. 4d). As a control, glycine did not increase H3pT11 and Sir2 protein levels (Supplementary Fig. 4d). Moreover, this stimulatory effect of serine on Sir2 protein levels was observed in WT but not in H3T11A mutant (Fig. 3d), consistent with the enhanced effect of serine on telomere silencing in WT but not in H3T11A mutant (Fig. 2f).

To examine whether SESAME-catalyzed H3pT11 regulates telomere silencing by maintaining Sir2 protein levels, we examined whether overexpression of Sir2 can rescue the telomere silencing defects in H3T11A mutant. We transformed WT and H3T11A mutant with the construct that overexpresses Sir2 under the constitutive strong *TEF1* promoter (*pTEFpro-SIR2*). The transcription of telomere proximity genes was significantly increased in H3T11A mutant; however, overexpression of Sir2 abrogated the increased transcription of these genes in H3T11A mutant (Fig. 3e), suggesting that the telomere silencing defects in H3T11A mutant can be rescued by Sir2 overexpression. Together, these results indicate that SESAME-catalyzed H3pT11 is required to maintain Sir2 homeostasis and telomere silencing.

### Loss of H3pT11 leads to Sir2 degradation by autophagy

In eukaryotic cells, there are two major protein degradation systems to regulate protein stability: the 26S proteasome and the lysosome pathways^44^. To identify the mechanism(s) responsible for Sir2 degradation in H3T11A mutant, we treated WT and H3T11A cells with the proteasome inhibitor, MG132 and found that the reduced Sir2 in H3T11A mutant was unaffected by MG132 treatment (Fig. 4a), suggesting that Sir2 protein in H3T11A mutant was degraded independent on the proteasome pathway.

**Fig. 4:**
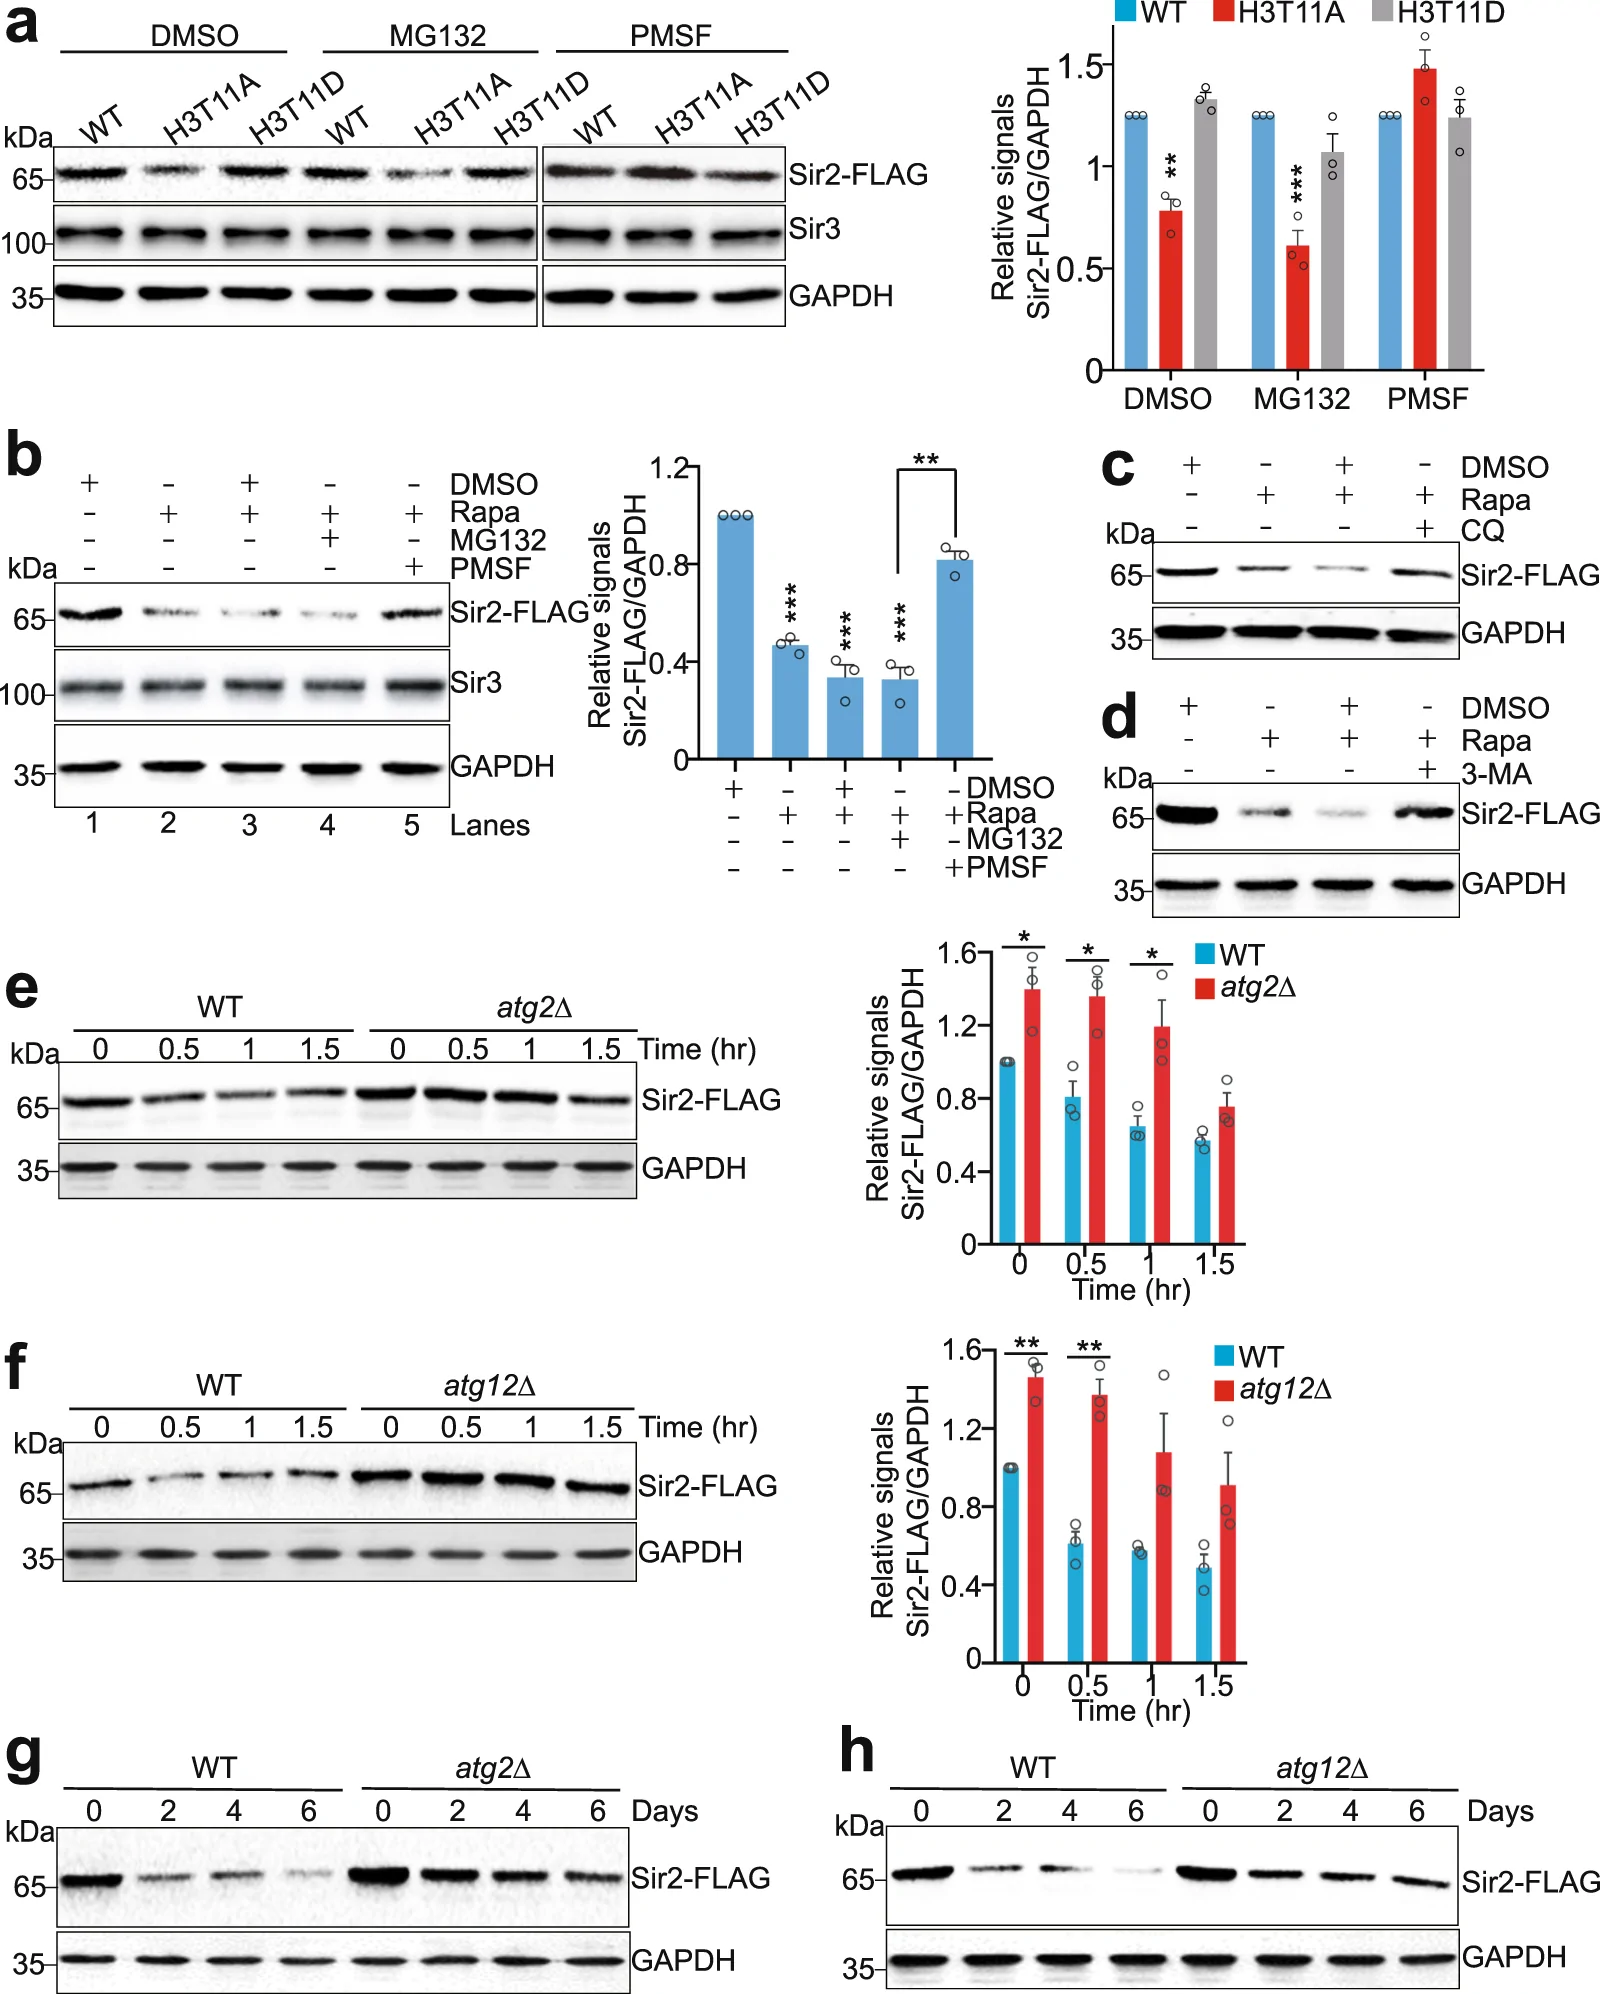
Sir2 is degraded by the autophagy pathway. **a** Western blots showing PMSF but not MG132 treatment rescued the reduced Sir2 proteins in the H3T11A mutant. The endogenously expressed Sir2-FLAG and Sir3 in WT, H3T11A, and H3T11D mutants were examined with anti-FLAG and anti-Sir3 antibodies, respectively. **b** Rapamycin-reduced Sir2 protein levels were partially rescued by PMSF treatment as determined by Western blots. Rapa rapamycin. **c**, **d** Representative Western blots showing rapamycin-reduced Sir2 protein levels were partially rescued by chloroquine (CQ) and 3-MA. **e**, **f** Western blots showing the global Sir2 protein levels were significantly higher in *atg2Δ* (**e**) and *atg12Δ* (**f**) mutants than in WT when treated with rapamycin. WT, *atg2Δ*, and *atg12Δ* mutants were treated with 1 μg/ml rapamycin for 0–1.5 h. **g**, **h** The global Sir2 protein levels were significantly higher in *atg2Δ* and *atg12Δ* mutants than in WT when aged for 0–6 days in YPD medium as determined by Western blots. For Fig. 4a, b, e, f, the quantitative data represent means ± SE; *n* = 3 biological independent experiments. Statistical significance was tested using two-sided Student’s *t* test. *p < 0.05; **p < 0.01; ***p < 0.001. For Fig. 4c, d, g, h, shown are the typical example of three biological independent experiments.

Autophagy is a lysosome-dependent process that degrades cell components, proteins, and damaged organelles to maintain cell homeostasis^45^. Autophagy includes a stepwise process including autophagosome formation, fusion of the autophagosome with a lysosome, and cargos degradation, which requires a set of autophagy-related (ATG) proteins that coordinately function at different stages^46,47^. To test whether autophagy regulates Sir2 degradation, we treated cells with Phenylmethanesulfonyl fluoride (PMSF), an inhibitor for lysosomal proteases^48^. The reduced Sir2 proteins in H3T11A mutant were restored by PMSF treatment (Fig. 4a). When cells were treated with rapamycin (Rapa), an mTOR kinase inhibitor to induce autophagy, the Sir2 protein levels were significantly reduced (Fig. 4b, lane 2 vs lane 1). As a control, Sir3 and Sir4 were not degraded by rapamycin treatment (Supplementary Fig. 5a–c). Rapamycin-induced Sir2 degradation was ameliorated by adding PMSF but not MG132 (Fig. 4b, lane 4 vs lane 5). We also treated cells with rapamycin along with autophagy inhibitors, chloroquine (CQ) and 3-methyladenine (3-MA) and found that both CQ and 3-MA can prevent rapamycin-induced Sir2 degradation (Fig. 4c, d). These data further support that Sir2 is degraded by autophagy.

To determine whether autophagy proteins regulate Sir2 degradation, we examined the global Sir2 protein levels in autophagy gene deletion mutants in the presence or absence of rapamycin treatment (Supplementary Fig. 5d). In particular, deletion of *ATG2* and *ATG12* significantly inhibited rapamycin-induced Sir2 degradation (Fig. 4e, f), whereas no rescue effect was observed in *atg5Δ*, *atg7Δ*, and *atg9Δ* mutants (Supplementary Fig. 5d), suggesting that different autophagy pathways could be responsible for Sir2 degradation.

The above data suggest that Sir2 is degraded by the short-term (0–1.5 h) autophagy process. As heterochromatin is gradually lost during aging^6^ and SESAME-catalyzed H3pT11 is enriched in genes regulating longevity pathways (Supplementary Fig. 1a), we thus examined the effect of aging-induced long-term autophagy on Sir2 status (Supplementary Fig. 5e). When cells were aged for 0, 2, 4, and 6 days, Sir2 protein levels were significantly reduced during chronological aging (Fig. 4g). Notably, the overall levels of Sir2 in *atg2Δ* and *atg12Δ* mutants were higher than those in WT during aging process (Fig. 4g, h), suggesting that Sir2 is degraded by autophagy during chronological aging.

### SESAME-catalyzed H3pT11 prevents Sir2 nuclear export and inhibits autophagy-mediated Sir2 degradation

Sir2 is known as a silencing protein in the nucleus^49^, while the autophagy is a cytoplasmic process. To be degraded in the vacuole, Sir2 needs to be transported from the nucleus into the cytoplasm. We thus examined the localization of Sir2 in WT and the H3T11A mutant expressing a Sir2-GFP fusion protein. Monitoring GFP by fluorescence microscopy showed that Sir2 was localized primarily in the nucleus in WT cells with only 25.08% cells having cytoplasmic-localized Sir2 (Fig. 5a, b). However, in H3T11A mutant, there was a significant increase (68.09%) of cells that have cytoplasmic-localized Sir2 (Fig. 5a, b), suggesting that H3T11A mutation accelerates the nuclear export of Sir2.

**Fig. 5:**
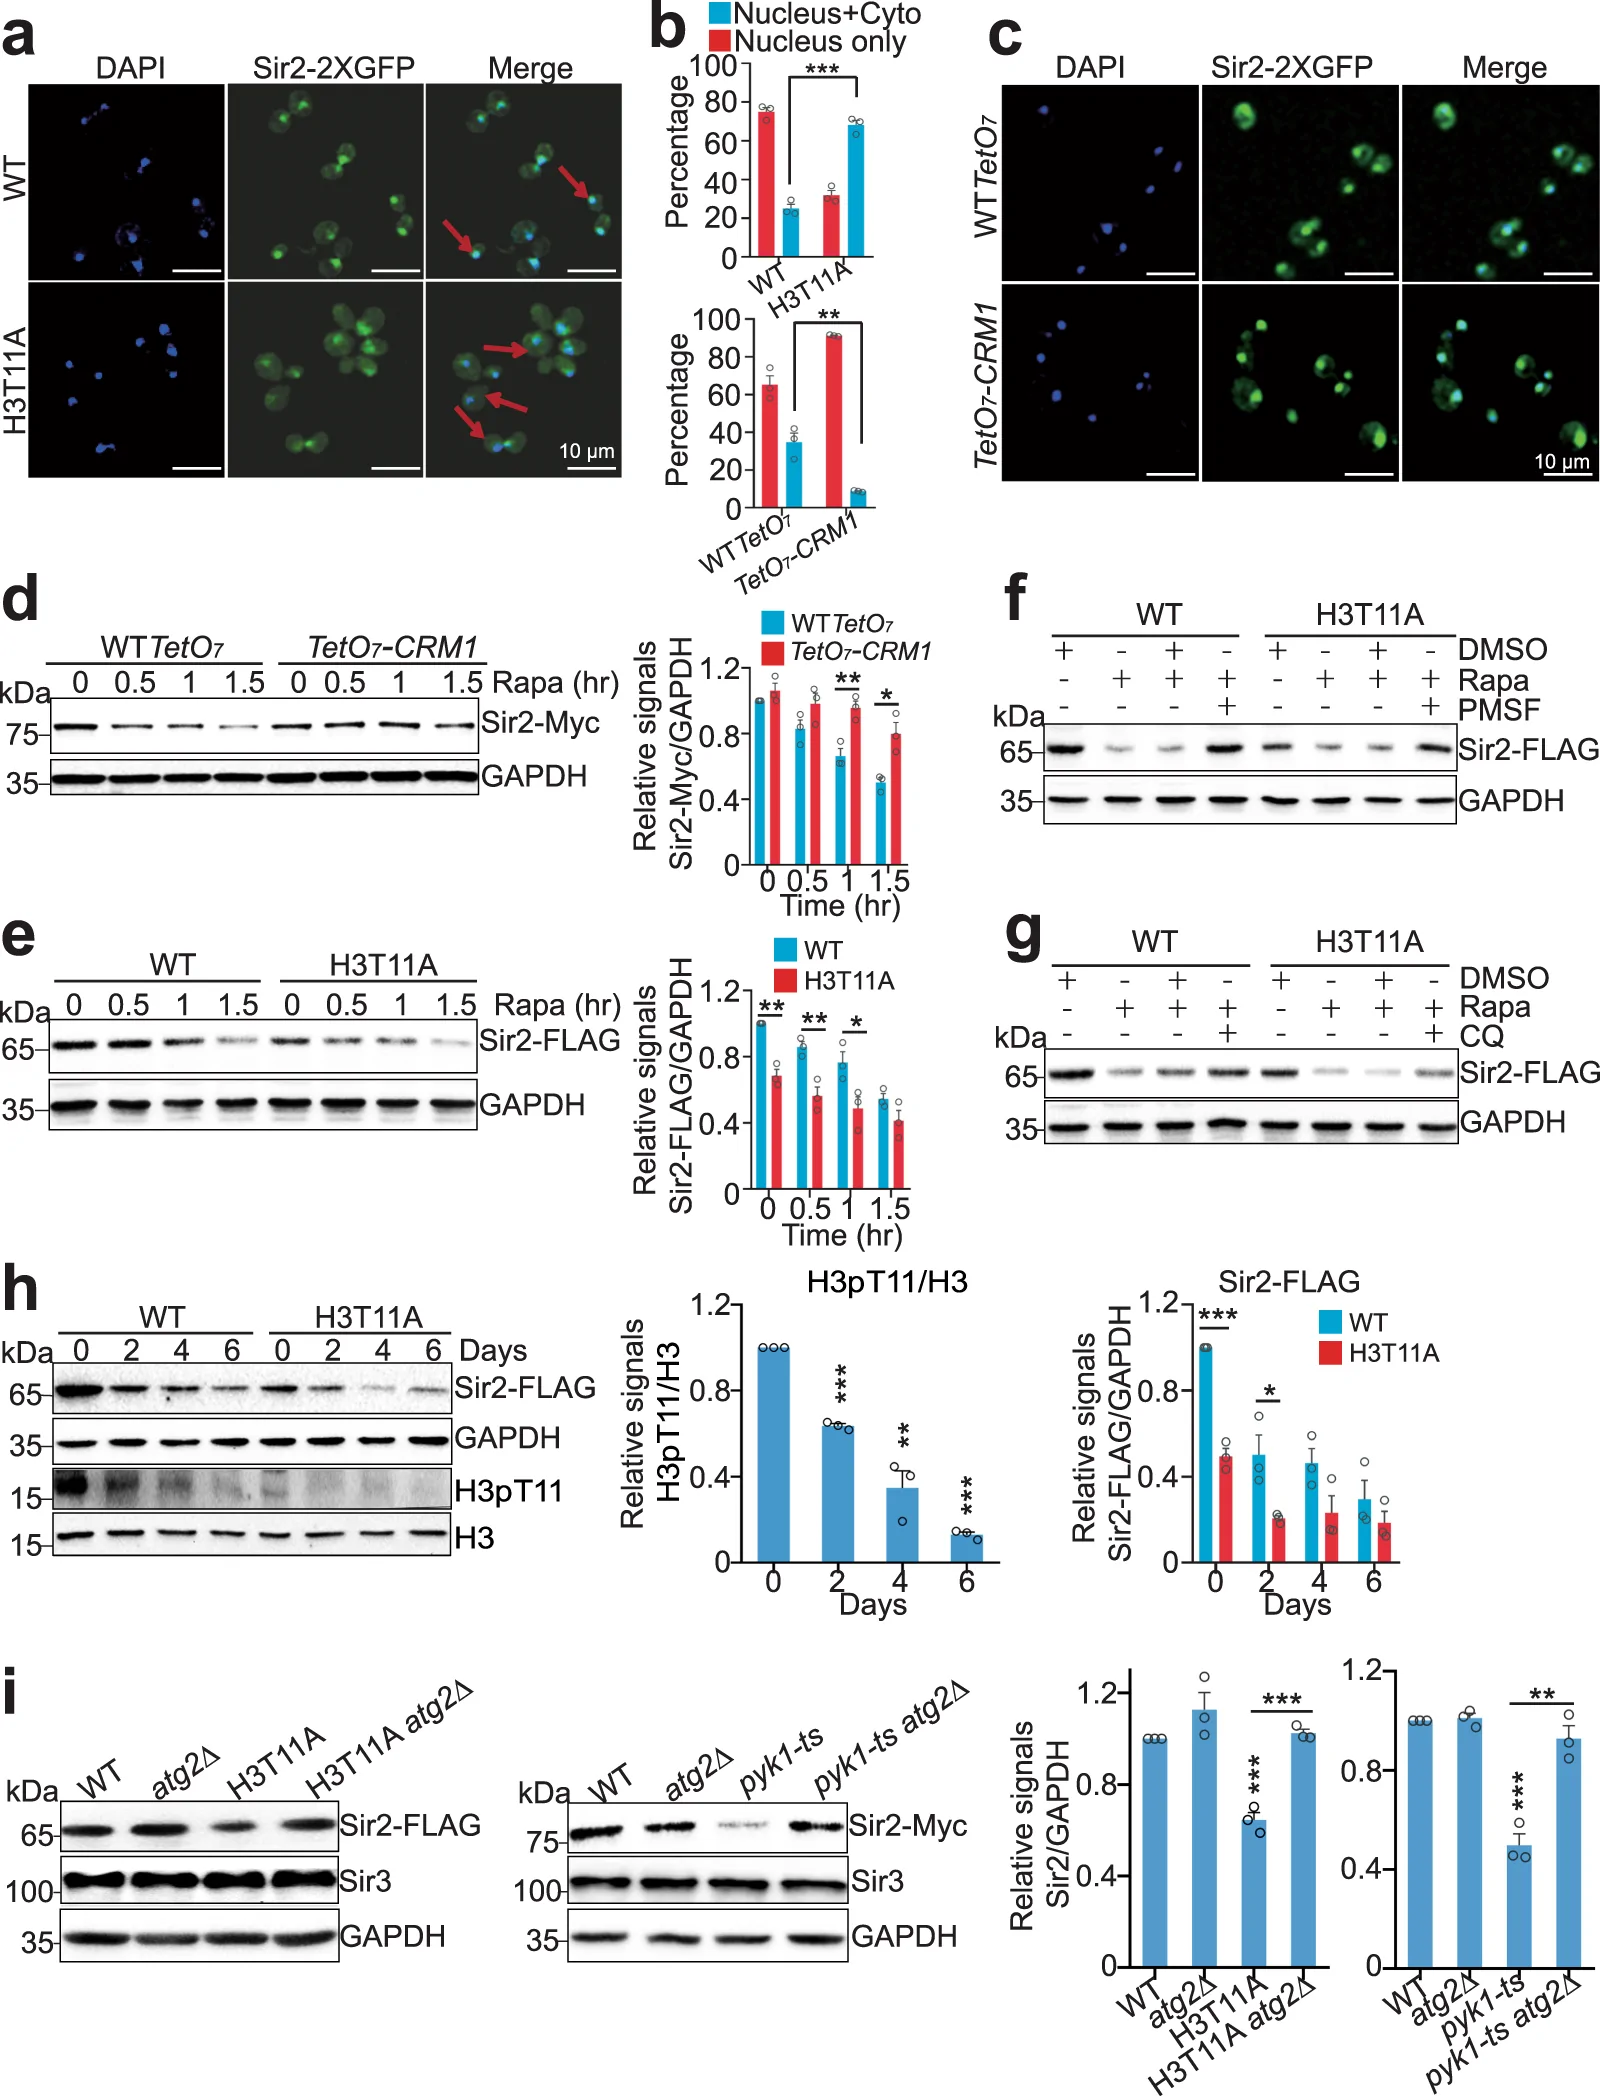
SESAME-catalyzed H3pT11 prevent the nuclear export of Sir2 and autophagy-mediated Sir2 degradation. **a** Representative fluorescence images showing the distribution of Sir2-2xGFP (green) in WT and H3T11A cells expressing Sir2-2xGFP from the native *SIR2* locus. The nucleus DNA was stained with 4’,6-diamidino-2-phenylindole (DAPI) as shown in blue. There was more Sir2 diffuse throughout the cell in H3T11A mutant compared with WT. Arrows indicate the nucleus-localized Sir2 in WT and cytoplasm-localized Sir2 H3T11A mutant, respectively. Bar, 10 μm. **b** Quantification of Sir2-2xGFP localization in cells displayed in Fig. 5a, c, respectively. The bar graphs represent the percentages of cells exhibiting Sir2-2xGFP localized in the nucleus (Nucleus only), or exported to the cytoplasm (Nucleus + Cyto). Data show mean ± SE from at least three biological independent experiments, with ∼350 cells counted for each strain per experiment. **c** Knockdown of *CRM1* expression retained most Sir2 in the nucleus. WT *TetO*_*7*_ and *TetO*_*7*_*-CRM1* cells grown in YPD medium were treated with 6.25 μg/ml doxycycline for 1.5 h followed by fluorescence microscopy. Bar, 10 μm. **d** Knockdown of *CRM1* expression partly rescued rapamycin-reduced Sir2. WT *TetO*_*7*_ and *TetO*_*7*_*-CRM1* cells grown in YPD medium were treated with 6.25 μg/ml doxycycline and rapamycin for 0–1.5 h. **e** The global Sir2 protein levels in H3T11A mutant were significantly lower than those in WT when treated with rapamycin. **f**, **g** Rapamycin-reduced Sir2 in H3T11A mutant was partly rescued by PMSF (**f**) and CQ (**g**) treatments. **h** Western blots analysis of Sir2 and H3pT11 in WT and H3T11A mutant when aged for 0–6 days in YPD medium. **i** Western blots showing deletion of *ATG2* rescued the reduced Sir2 in H3T11A and *pyk1-ts* mutants. For WT, *atg2Δ*, *pyk1-ts*, and *pyk1-ts atg2Δ* mutants, these four strains were treated at 37 °C for 2 h. For Fig. 5b, d, e, h, i, the quantitative data represent means ± SE; *n* = 3 biological independent experiments. Statistical significance was tested using two-sided Student’s *t* test. *p < 0.05; **p < 0.01; ***p < 0.001. For Fig. 5f, g, shown are the typical example of three biological independent experiments.

Analysis of Sir2 sequence revealed a consensus leucine (L)-rich nuclear export sequence (NES), LPEDLNSLYI, for the exportin chromosomal region maintenance 1 (Crm1). We thus examined Sir2 localization and protein levels in *TetO*_*7*_*-CRM1* mutant, where the *CRM1* promoter was replaced with TetO_7_ and *CRM1* transcription was shut off by doxycycline (Dox) treatment (Supplementary Fig. 6a)^34,50^. Knockdown of *CRM1* led to accumulation of Sir2 in the nucleus and impeded rapamycin-induced degradation of Sir2 (Fig. 5b–d and Supplementary Fig. 6a), indicating that the nuclear export of Sir2 is a prerequisite for its degradation by autophagy. By contrast, no consensus NES sequence was found in Sir3 and Sir4, which could explain why Sir2 but not Sir3 and Sir4 was degraded by autophagy.

We treated WT and H3T11A mutant with rapamycin and found that rapamycin treatment resulted in less Sir2 protein remaining in H3T11A compared to WT cells (Fig. 5e). To show that Sir2 degradation in H3T11A mutant is mediated by autophagy, WT and H3T11A mutant were treated with rapamycin along with PMSF or CQ. Rapamycin-induced Sir2 degradation in the H3T11A mutant can be restored by treatment with PMSF (Fig. 5f) and CQ (Fig. 5g). We also determined the effect of H3pT11 on Sir2 protein levels during chronological aging. H3pT11 levels were significantly reduced during chronological aging (Fig. 5h). The global levels of Sir2 were not only reduced during aging, but also significantly lower in H3T11A mutant when compared to WT (Fig. 5h). These data suggest that during chronological aging, H3T11 phosphorylation is reduced, which accelerates Sir2 degradation by autophagy.

We also deleted *PEP4*, which encodes a major vacuolar protease, in the H3T11A mutant. Loss of Pep4 restored Sir2 levels in the H3T11A mutant (Supplementary Fig. 6b). Similarly, the reduced Sir2 in *pyk1-ts* mutant was recovered in *pyk1-ts pep4Δ* mutant (Supplementary Fig. 6c). Moreover, the reduced Sir2 protein in the H3T11A mutant was increased to normal levels in H3T11A *atg2Δ* and H3T11A *atg12Δ* mutants (Fig. 5i and Supplementary Fig. 6d). The reduced Sir2 level was also recovered in *pyk1-ts atg2Δ* and *pyk1-ts atg12Δ* mutants (Fig. 5i and Supplementary Fig. 6e). Overall, these data indicate that SESAME-catalyzed H3pT11 prevents the nuclear export of Sir2 and inhibits autophagy-mediated Sir2 degradation.

### SESAME-catalyzed H3pT11 represses the transcription of autophagy genes and prevents the autophagic flux

To examine the effect of H3pT11 on autophagy, we employed a GFP (green fluorescent protein) liberation assay, which detects free GFP that is liberated upon the delivery of endogenous promoter-driven Atg8 with an N-terminal GFP tag (GFP-Atg8) to the vacuole and subsequent proteolysis of the Atg8 portion of the fusion protein^51^. The GFP liberation assay demonstrated significantly increased autophagic flux with active vacuolar proteolysis in H3T11A mutant compared to its WT counterpart as assessed by increased ratio of free GFP/GFP-Atg8 in H3T11A cells (Fig. 6a). Moreover, the amount of free GFP and GFP-Atg8 (total Atg8) was significantly higher in H3T11A mutant than that in WT, suggesting that H3pT11 could repress the expression of Atg8 (Fig. 6a). Consistently, there were much more free GFP proteins in H3T11A mutant than in WT during chronological aging (Supplementary Fig. 7a). We also noticed that the autophagy flux was significantly induced in *pyk1-ts* mutant (Fig. 6b). To strengthen these findings, we used a complementary assay by assessing the autophagy-dependent translocation of GFP-Atg8 to the vacuole by fluorescence microscopy. The percentage of autophagic cells that displayed clearly vacuolar localization of GFP, was significantly increased in H3T11A and *pyk1-ts* mutants (Fig. 6c, d). These data indicate that SESAME-catalyzed H3pT11 represses the autophagy pathway.

**Fig. 6:**
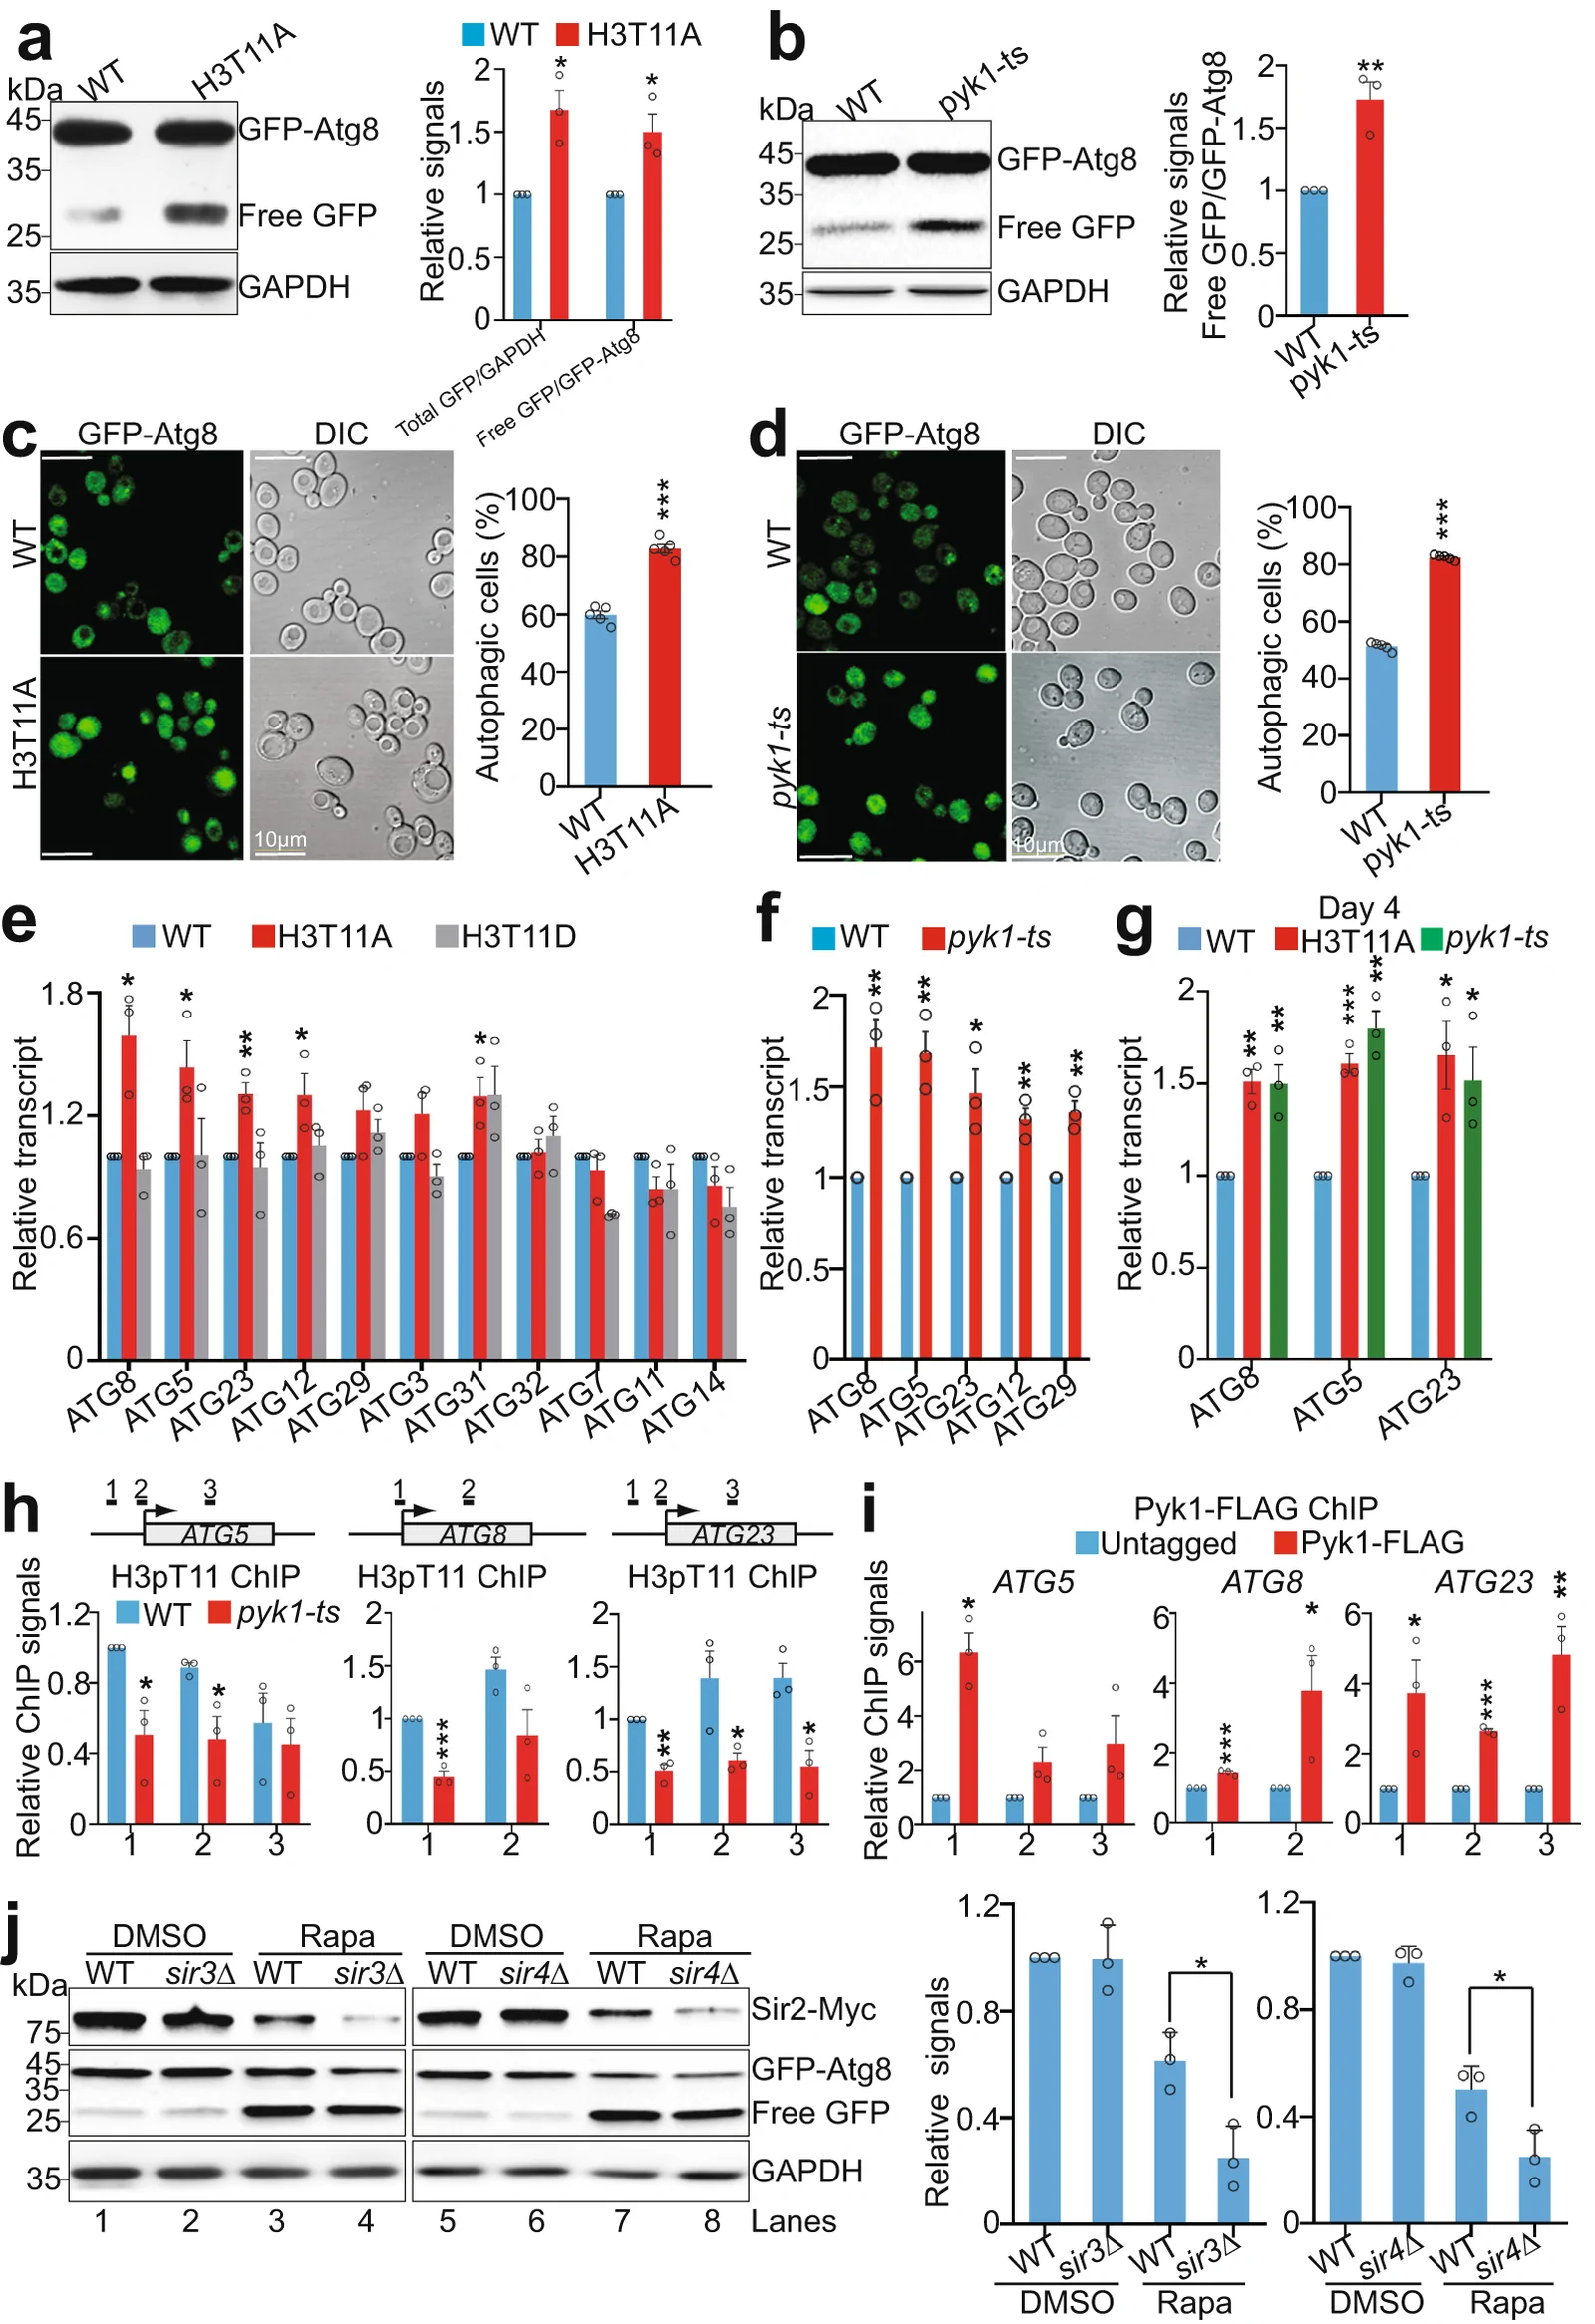
SESAME-catalyzed H3pT11 prevents the autophagy flux. **a** Representative immunoblot analysis of GFP-Atg8 and free GFP in WT and H3T11A mutant expressing the endogenous *ATG8* promoter-driven *GFP-ATG8* with anti-GFP antibody. GAPDH was used as a loading control. **b** GFP-Atg8 processing assays were performed in WT and *pyk1-ts* mutant expressing the endogenous *ATG8* promoter-driven *GFP-ATG8*. **c**, **d** Representative fluorescence microscopy images showed the distribution of GFP-Atg8 (green) in WT, H3T11A (**c**) and *pyk1-ts* (**d**) mutants. The autophagic cells were defined as cells with clear vacuolar GFP fluorescence. Quantification of autophagic cells depicted in Fig. 6c, d with 200–300 counts (blinded) for each replicate. **e**, **f** qRT-PCR analysis of the transcription of autophagy-related genes in WT, H3T11A (**e**), H3T11D (**e**), and *pyk1-ts* (**f**) mutants. **g** qRT-PCR analysis of the transcription of autophagy-related genes in WT, H3T11A, and *pyk1-ts* mutants when aged for 4 days in YPD medium. **h** Reduced H3pT11 enrichment at *ATG5*, *ATG8*, and *ATG23* in *pyk1-ts* mutant as determined by ChIP-qPCR using the amplicons at each gene as indicated at the top panel. **i** ChIP analysis of Pyk1 occupancy at *ATG5*, *ATG8*, and *ATG23*. **j** Loss of Sir3 and Sir4 accelerated rapamycin-induced Sir2 degradation. WT, *sir3Δ*, and *sir4Δ* mutants were treated with DMSO or rapamycin. The endogenously expressed Sir2 was detected with anti-Myc antibody. The autophagy activity was assessed by immunoblot analysis of GFP-Atg8 and free GFP. For Fig. 6a, b, e–j, the quantitative data represent means ± SE; *n* = 3 biological independent experiments. For Fig. 6c, d, the quantitative data represent means ± SE; *n* = 5 biological independent experiments. Statistical significance was tested using two-sided Student’s *t* test. *p < 0.05; **p < 0.01; ***p < 0.001.

Previous studies showed that histone acetylation can modulate autophagy by regulating the expression of *ATG* genes^52^. Analysis of our ChIP-seq data showed that H3pT11 was enriched at *ATG* genes, especially *ATG31, ATG23, ATG8, ATG3,* and *ATG5* (Supplementary Figs. 1a, 7b). We therefore determined the relative mRNA abundance of *ATG* genes in WT and H3T11 mutants (H3T11A, H3T11D). The transcription of *ATG8*, *ATG5*, *ATG23*, *ATG12*, and *ATG31* was significantly increased in H3T11A but not in H3T11D mutants (Fig. 6e). Meanwhile, these genes were significantly induced in *pyk1-ts* mutant (Fig. 6f). Moreover, some of these *ATG* genes were significantly increased in H3T11A and *pyk1-ts* mutants when aged for 4 days (Fig. 6g). Thus, transcriptional control of the autophagy-relevant proteome may be crucial for enduring autophagic activity in H3T11A and SESAME mutants.

To test if SESAME-catalyzed H3pT11 was indeed causally linked to the transcriptional repression of *ATG* genes, we examined whether SESAME phosphorylates H3T11 at autophagy genes. As exemplified by *ATG5*, *ATG8*, *ATG23*, our ChIP-qPCR data confirmed that H3pT11 is enriched at these three genes (Fig. 6h). In *pyk1-ts* mutant, H3pT11 at these three genes was significantly reduced (Fig. 6h). We also detected significant binding of Pyk1 and Ser33 at these genes by ChIP-qPCR (Fig. 6i and Supplementary Fig. 7c), suggesting that SESAME phosphorylates H3T11 at *ATG* genes to repress their transcription and inhibit the autophagy flux.

Both Sir3 and Sir4 are required for Sir2 recruitment to telomeres and loss of Sir3 and Sir4 causes dissociation of Sir2 from telomeres^16^. We thus examined Sir2 protein levels in WT, *sir3Δ*, and *sir4Δ* mutants. Loss of Sir3 or Sir4 had no significant effect on autophagy as determined by the similar ratio of free GFP/GFP-Atg8 in WT, *sir3Δ*, and *sir4Δ* mutants (Fig. 6j, lanes 1 and 2, lanes 5 and 6). Accordingly, no significant difference was observed for Sir2 proteins in WT, *sir3Δ*, and *sir4Δ* mutants (Fig. 6j, lanes 1 and 2, lanes 5 and 6). However, when treated with rapamycin to induce autophagy, Sir2 was reduced to a significantly lower level in *sir3Δ* and *sir4Δ* mutants when compared with WT (Fig. 6j, lanes 3 and 4, lanes 7 and 8). Collectively, the above data suggest that both Sir2 dissociation and autophagy activation are required for efficient Sir2 degradation.

### SESAME-catalyzed H3pT11 regulates telomere silencing by promoting Sir2 binding at telomeres and preventing Sir2 degradation by autophagy

As H3pT11 prevents autophagy-mediated Sir2 degradation, we thus investigated whether blocking the autophagy pathway can restore the telomere silencing defects in H3T11A mutant. We examined the transcription of telomere-proximal genes in WT, H3T11A, *atg12Δ*, and H3T11A *atg12Δ* mutants. Although Sir2 protein levels were restored to normal levels in H3T11A *atg12Δ* mutant (Supplementary Fig. 6d), the transcription of telomere-proximal genes was significantly increased in both H3T11A and H3T11A *atg12Δ* mutants (Fig. 7a), indicating that blocking the autophagy pathway is not sufficient to rescue telomere silencing defects in H3T11A mutant. We then examined the occupancy of Sir2 at these genes in WT, H3T11A, *atg12Δ*, and H3T11A *atg12Δ* mutants. The Sir2 binding at these telomere-proximal genes was significantly reduced in both H3T11A and H3T11A *atg12Δ* mutants (Fig. 7b). These data suggest that H3T11 phosphorylation maintains telomere silencing both by promoting SIR complex binding at telomeres and preventing autophagy-mediated Sir2 degradation.

**Fig. 7:**
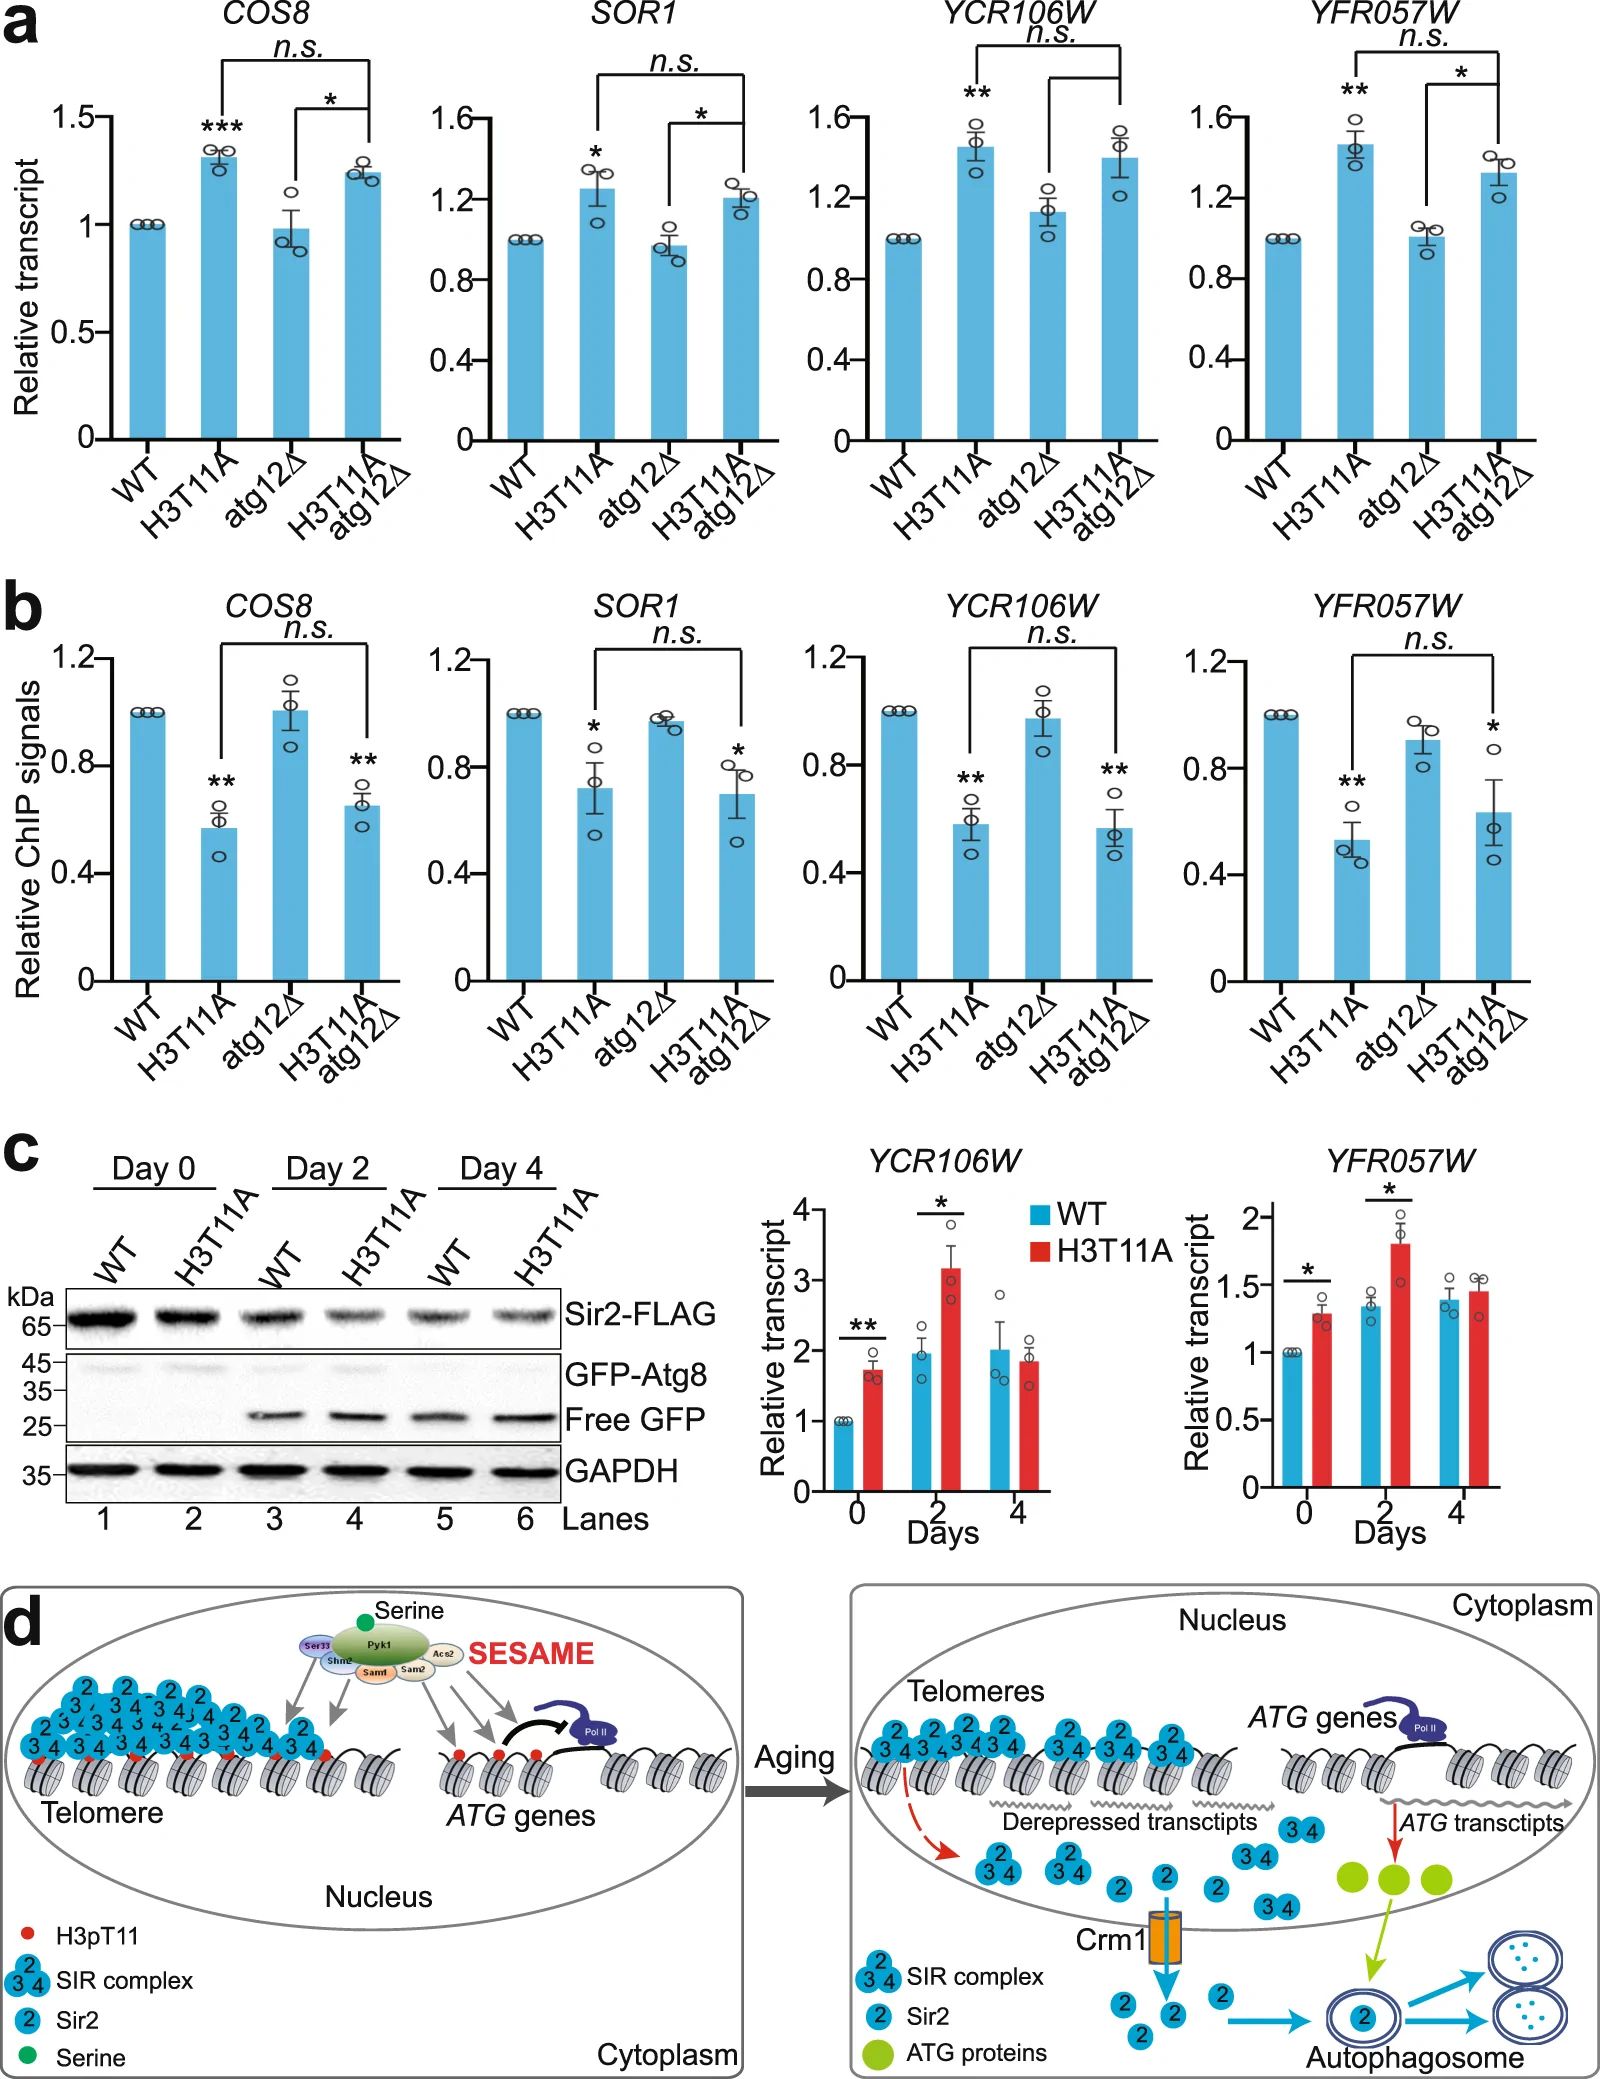
H3T11 phosphorylation maintains telomere silencing by promoting Sir2 binding at telomeres and preventing autophagy-mediated Sir2 degradation. **a** qRT-PCR analysis of *COS8*, *SOR1*, *YCR106W*, and *YFR057W* in WT, H3T11A, *atg12Δ*, and H3T11A *atg12Δ* mutants. **b** ChIP-PCR analysis of Sir2 occupancy at *COS8*, *SOR1*, *YCR106W*, and *YFR057W* in WT, H3T11A, *atg12Δ*, and H3T11A *atg12Δ* mutants. **c** Left panel: Western blots analysis of Sir2 and autophagy activity in WT and H3T11A mutant when aged for 0–4 days in YPD medium. Right panel: qRT-PCR analysis of *YCR106W* and *YFR057W* in WT and H3T11A mutant when aged for 0–4 days in YPD medium. For Fig. 7a–c, the quantitative data represent means ± SE; *n* = 3 biological independent experiments. Statistical significance was tested using two-sided Student’s *t* test. *p < 0.05; **p < 0.01; n.s. no significance. **d** Proposed model for SESAME-catalyzed H3pT11 maintains telomere silencing, promotes SIR complex binding at telomere regions, and prevents autophagy-mediated Sir2 degradation.

As Sir2 and H3pT11 levels were reduced during chronological aging, we thus examined the effect of H3pT11 on telomere silencing during chronological aging. WT and H3T11A mutant were aged for 0, 2, and 4 days in YPD media. During chronological aging, the autophagic activity was enhanced and the Sir2 protein levels were reduced in aging cells (Fig. 7c, lanes 3 and 5 vs lane 1). Accordingly, the transcription of telomere-proximal genes was significantly increased in both WT and H3T11A mutant (Fig. 7c), indicating a loss of telomere silencing during aging. Moreover, the Sir2 protein levels in H3T11A mutant was remarkably lower than those in WT when aged for 2 days (Fig. 7c, lane 3 vs lane 4). In parallel with Sir2 change, the transcription of these genes was significantly higher in H3T11A than that in WT when aged for 2 days (Fig. 7c). These data suggest that during chronological aging, the H3pT11 levels were reduced, which led to reduced Sir2 binding at telomeres, accelerated Sir2 degradation by autophagy, and compromised telomere silencing.

## Discussion

Telomere silencing in budding yeast is mediated by the assembly and spread of SIR complex. Heterochromatin assembly and transcription silencing are dynamically regulated by environmental stimuli, such as aging and cell metabolism^2,31,53^. How transcriptional silencing is dynamically regulated at telomeres remains largely unknown. Here, we show that the metabolic enzyme complex, SESAME regulates SIR complex occupancy at telomeres and transcriptional silencing in response to cell metabolism and chronological aging. Specifically, SESAME phosphorylates H3T11 at telomere regions, where it promotes the binding of SIR complex at telomeres and contributes to repression of subtelomeric genes. During chronological aging, H3pT11 is reduced, leading to dissociation and nuclear export of Sir2 to the cytoplasm in a Crm1-dependent manner. The cytoplasmic Sir2 is degraded by autophagy. Meanwhile, loss of H3pT11 upregulates the transcription of autophagy-related genes, i.e., *ATG5*, *ATG8*, and *ATG23* to increase the autophagy flux. As a consequence, Sir2 is degraded by autophagy machinery and telomere silencing is compromised. Moreover, serine stimulates SESAME to phosphorylate H3T11 to increase Sir2 and enhance telomere silencing. Thus, our study reveals a function of SESAME-catalyzed H3pT11 in maintenance of Sir2 homeostasis and telomere silencing in response to cell metabolism and aging (Fig. 7d).

Histone modifications play important roles in regulation of telomere silencing by restricting the spread of SIR complex into euchromatic regions in budding yeast, including Sas2-catalyzed H4K16ac^54^, Dot1-catalzyed H3K79me3^20^, and Set1-catalyzed H3K4me3^21^. These modifications occur predominantly in euchromatin regions and thus affect heterochromatin in an indirect manner^22^. The silent heterochromatin contains histone H2AS129 phosphorylation, H3R2 asymmetrical demethylation (H3R2me2a), H4K20 monomethylation (H4K20me1) and H4K12ac^12,55–58^. However, their functions at telomeres have not been explored extensively. Here, we identified H3pT11 as a histone marker that is enriched in telomere regions and promotes SIR complex occupancy at telomeres. The function of SESAME and H3pT11 at telomere heterochromatin regions is independent on Set1-catalyzed H3K4me3. As SESAME-catalyzed H3pT11 regulates telomere silencing but has no effect on silencing at mating-type loci, it is possible that H3pT11 could indirectly regulate telomere silencing. Our ChIP-seq data also showed that at some silent loci, the localization of H3pT11 is immediately adjacent to SIR binding sites, suggesting that H3pT11 may function as a boundary like other histone modifications, i.e., H3K4me3 and H3K79me3 to block the spread of SIR complex. Moreover, H3pT11 is highly enriched at the transcription start site (TSS) of highly transcribed genes and Gcn5 has a preference towards H3T11 phosphorylation^59^. It is likely that H3T11A mutant strongly affects highly active promoters across the genome, which then indirectly lead to shifting of SIR complex to other sites across the genome and altered telomere structure. In addition, some factors have been reported to indirectly regulate the binding of active histone modifiers at heterochromatin. For example, loss of H3K79 methylase Dot1 leads to rearrangement of heterochromatin and one plausible mechanism is promoting the binding of histone acetyltransferase Gcn5 at heterochromatin^60^. Moreover, MRG1, which a factor exclusively bound at euchromatin in *Caenorhabditis elegans*, promotes the anchoring of heterochromatin at the nuclear periphery^61^. Loss of MRG1 increases the occupancy of histone acetyltransferase CBP-1 and H3K27ac at heterochromatin^61^. Hence, it is possible that SESAME and H3pT11 may prevent the mislocalization of euchromatic factors and/or histone modifications at telomere heterochromatin.

Telomere silencing is regulated by cell metabolism. Although the relationship between glucose deficiency, NAD^+^, and telomere silencing is complex, recent studies emphasize the importance of examining the nuclear functions of metabolic enzymes in modulating telomere silencing. For example, the glyceraldehyde 3-phosphate dehydrogenase (Tdh3) and glutamate dehydrogenase 1 (Gdh1) regulate the activity of Sir2 and telomere silencing by affecting the nuclear NAD^+^ and α-ketoglutarate levels, respectively^31,32^. In addition, Gas1, a β-1,3-glucanosyltransferase, has been shown to regulate telomere silencing by interacting with Sir2 and perhaps adding β-1,3-glucan to Sir2^62^. Unlike these enzymes, pyruvate kinase-containing SESAME complex epigenetically regulates telomere silencing independent of NAD^+^ and α-ketoglutarate. SESAME directly binds to telomeres, phosphorylates H3T11, and maintains telomere silencing by promoting SIR complex occupancy and preventing autophagy-mediated Sir2 degradation. The homolog of pyruvate kinase in mammals, PKM2 has been shown as a telomere-binding protein by tandem affinity purification coupled with the label-free comparative mass spectrometry despite little being known about its effect on telomere structure^63^. Given the high similarity between PKM2 and Pyk1, it is possible that PKM2 may regulate telomere silencing in mammals like Pyk1. Moreover, we found a function of serine and serine metabolic enzymes (Ser33 and Shm2) in regulating telomere silencing by stimulating Pyk1-catalyzed H3pT11 and preventing Sir2 degradation. Hence, serine metabolism enhances telomere silencing by inducing SESAME-catalyzed H3pT11 and maintaining Sir2 homeostasis.

During carbon source exhaustion in the aging process, the long-lived quiescent cells group their telomeres into a unique focus or hypercluster localized in the center of the nucleus^24^. The telomere hyperclusters correlate with more stable telomere silencing^25^. Although we observed that H3pT11 prevents the nuclear export of Sir2 during the aging process (Extended Data Fig. 8a), H3pT11 has no clear effect on telomere hyperclustering (Extended Data Fig. 8b). These data suggest that H3pT11 does not maintain telomere silencing by promoting the formation of telomere hyperclusters. This could be explained by the fact that telomere hyperclustering in quiescent cells is not driven by an increase of Sir3 spreading and gene silencing is not necessary for telomere hyperclustering^24,25^.

Autophagy is an evolutionarily conserved cellular process that primarily participates in lysosome-mediated protein degradation. It has been reported that SIRT1, the Sir2 homolog in mammals, promotes autophagy^64^; however, little is known about the effect of autophagy on SIRT1 (Sir2) protein level. We find that Sir2 protein stability is controlled by autophagy, which interestingly is regulated by H3pT11. Our findings thus establish autophagy as an important regulator of telomere silencing. Notably, autophagy is responsible for the loss of Sir2 and transcriptional silencing during chronological aging. By focusing on SESAME and H3pT11, we not only link autophagy and telomere silencing but also show how they are dynamically controlled: during the aging process, H3pT11 is reduced, which leads to reduced Sir2 binding and accelerated nuclear export of Sir2; meanwhile, reduced H3pT11 induces autophagy to degrade Sir2. By analyzing the global genetic interaction network generated by Costanzo et al.^65^, we find a negative genetic interaction between *PYK1* and autophagy-related genes (*ATG3*, *ATG4*), consistent with our findings that Pyk1 represses autophagy. Knockdown of pyruvate kinase PKM2 has been shown to induce autophagy in mammalian cells^66^. As PKM2 has also been shown to phosphorylate H3T11^67^, it is possible that PKM2-phosphorylated H3T11 may prevent autophagy-degradation of Sir2 homologs in mammals. In agreement with the role of Pyk1 and H3pT11 in autophagy, the SESAME subunit, Acs2 has also been reported to repress autophagy-related gene transcription^52^, suggesting the concerted function of SESAME subunits in regulation of autophagy.

We identified a histone modification that prevents autophagy flux by repressing *ATG* gene expression. Autophagy has been reported to be regulated by few histone modifications. Under starvation conditions, the reduced H2B monoubiquitination (H2Bub1) results in the activation of autophagy by controlling the transcription of autophagy regulatory genes^68^. Rpd3-mediated histone deacetylation represses autophagy^69^. The acetyltransferase hMOF catalyzed H4K16ac is involved in autophagy regulation^70^. Here, we show that H3pT11 inhibits autophagy by directly repressing the transcription of autophagy genes. It remains unclear how H3pT11 represses the transcription of autophagy genes.

Together, our study reveals a pathway by which metabolism can influence SIR-mediated silencing through the SESAME complex. We identify SESAME-catalyzed H3pT11 as an epigenetic regulator of telomere heterochromatin structure. Our results also reveal functions of autophagy in regulating telomere silencing.

## Methods

### Materials

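RNA sequencing (RNA-seq), an experiment that the paper's text does not describe, was performed on SESAME mutants and their wild-type strains. RNA-seq measures the transcript level of each gene by the number of sequenced RNA fragments that match it. The mutants were acs2-ts, a temperature-sensitive strain of the acetyl-CoA synthetase subunit, and sam1, ser33, shm2 and pyk1. The acs2-ts and pyk1 mutants each had their own wild-type strain, and the sam1, ser33 and shm2 mutants shared BY4741, a common laboratory strain of Saccharomyces cerevisiae. Each strain was grown as 2 biological replicates in YPD, a rich medium with glucose, and collected at an OD600 between 0.7 and 1.0. The growth temperature is not stated for this experiment. After depletion of ribosomal RNA, stranded Illumina libraries were made, with a second library from the same RNA (a technical replicate) for every strain except pyk1 and its wild type, which gave 28 libraries. The authors deposited 1 table with the RPKM of 7125 genes in each library, that is, its reads scaled to the length of the gene and to the reads of the library, and no read counts. Their aligner, annotation and read totals are not stated. For genes with 1 exon, RPKM multiplied by the length of the gene in the R64 reference genome came out as a whole multiple of 1 step in each library for 99.5% to 100% of low values, against 15.7% to 18% with a wrong step, so the read total of each library could be worked out. These totals ranged from 4330000 to 36520000 reads, with a median of 14820000. The median was 16330000 in BY4741 (13950000 to 36520000), 14790000 in sam1 (9610000 to 17550000), 15250000 in ser33 (4330000 to 21200000) and 15710000 in shm2 (9900000 to 19110000). It was 14740000 in the wild type of acs2-ts (13720000 to 15640000), 13600000 in acs2-ts (10630000 to 15470000), 15320000 in the wild type of pyk1 (14820000 to 15820000) and 13480000 in pyk1 (13040000 to 13930000). Any 2 libraries of 1 culture differed by more than sampling noise, with a chi-square per degree of freedom of at least 26.5, so no library was counted as a copy of another.
The transcripts of the targeted genes were examined first. SAM1 (YLR180W) had 0.254 ± 0.0615 RPKM (SD, n = 2) in sam1, between 1 and 6 reads per library, and 61.2 ± 38.2 RPKM (SD, n = 2) in BY4741. SER33 (YIL074C) had 0.335 ± 0.024 RPKM (SD, n = 2) in ser33 and 32 ± 4.33 RPKM (SD, n = 2) in BY4741. SHM2 (YLR058C) had 0.182 ± 0.0424 RPKM (SD, n = 2) in shm2 and 221 ± 136 RPKM (SD, n = 2) in BY4741. The log2 fold changes of log2(RPKM + 1) were -5.47 for SAM1, -4.66 for SER33 and -7.40 for SHM2, with adjusted p-values of 0.0198, 0.047 and 0.0359 from limma's moderated test with Benjamini-Hochberg adjustment. With a pseudocount of 0.1 in place of 1, the setting that moved them most, the same changes were -7.38, -6.73 and -9.50. With the replicate number as a block in the same limma model, they were -5.83, -4.66 and -7.04 with adjusted p-values of 0.107, 0.207 and 0.559. Over all settings these adjusted p-values ranged from 0.00292 to 0.107 for SAM1, from 0.00394 to 0.727 for SER33 and from 0.00239 to 0.814 for SHM2. The deviations of same-numbered BY4741 and ser33 cultures from their strain means had a correlation of -0.17 across genes, which are not independent replicates. For acs2-ts and pyk1 the level of the gene cannot check the labels, since its transcript was present in both, and the labels give no allele for pyk1. ACS2 (YLR153C) had 531 ± 36.6 RPKM (SD, n = 2) in acs2-ts and 233 ± 19.8 RPKM (SD, n = 2) in its wild type, a log2 fold change of 1.19 (standard error 0.116, adjusted p = 0.000231 from the same limma test). CDC19 (YAL038W), which encodes Pyk1, had 4020 ± 177 RPKM (SD, n = 2) in pyk1 and 3620 ± 644 RPKM (SD, n = 2) in its wild type, a difference smaller than the spread between the wild-type cultures. The spread between BY4741 cultures was large for SAM1 and SHM2. A change of another gene in these strains was tested in the same limma model against the spread of that gene between cultures. All 4 strains shared 1 estimate of this spread for each gene.

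**Figure D1:**
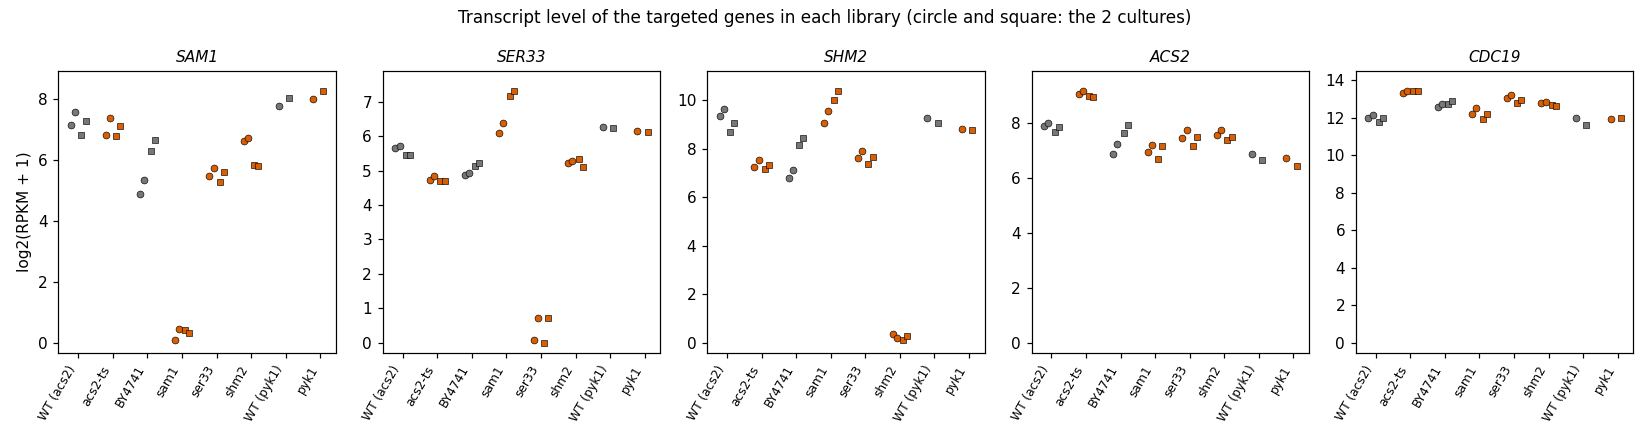
Transcript level of the 5 targeted genes as log2(RPKM + 1) on the vertical axis in each of the 28 libraries, grouped by strain on the horizontal axis. Circles and squares are the 2 cultures of a strain, points of the same shape are technical replicates, and wild-type strains are gray. SAM1, SER33 and SHM2 lie near 0 only in the strain named after them.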

All yeast strains used in this study are described in Supplementary Table 1. The gene deletion mutants and genomic integration of C-terminal tags were constructed by homologous recombination of PCR fragments^71^. Fusion of the tags (FLAG, Myc) to individual SESAME subunits and Sir2 does not interfere with the functions of the proteins studied as no defects in cell growth, histone modifications, and telomere silencing were observed. All yeast strains were verified by colony PCR, DNA sequencing, qRT-PCR, and/or Western blots before used for experiments. The sequence of primers used for qPCR is listed in Supplementary Table 2.

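The primers of Supplementary Table 2 were matched to the R64 reference genome of Saccharomyces cerevisiae to place each amplicon. Of the 33 ChIP primer pairs, 20 gave 1 exact amplicon of at most 5000 bp, 9 gave more than 1, and 4 gave none with the sequences as printed. Chromosome VI is 270161 bp long in R64, and its right telomere is annotated from 269731 to 270161. The TEL VIR 1kb amplicon lies at 269163 to 269567 and covers most of the open reading frame of YFR057W and sequence beyond its end. The 2.5kb amplicon lies at 267402 to 267759, between genes, 1302 bp from YFR057W. The 5kb amplicon lies at 265061 to 265282 and overlaps the end of IRC7, whereas the 7.5kb amplicon at 262426 to 262774 lies between genes, 1430 bp from IRC7. The 15kb amplicon lies at 254894 to 255167 and partly overlaps HXK1. Measured from the near edge of the amplicon to the end of the chromosome, the 5 amplicons are 0.59, 2.4, 4.88, 7.39 and 14.99 kb away. The TEL VIII-L and TEL XII-R primers are printed with the same sequences and match 17 sites of 123 bp in R64. These sites include positions 621 to 743 on chromosome VIII and 1077600 to 1077722 on chromosome XII, and each lies within an annotated subtelomeric gene such as YHL050C or YRF1-5. The TEL VIII -R primers gave 2 amplicons of 127 bp, at 562340 to 562466 on chromosome VIII and at 42 to 168 on chromosome XIII. The TEL XII-L primers gave 4 amplicons, on chromosomes VIII, XII and XV. The PHO11 primers also match PHO12 on chromosome VIII, and the SOR1 primers also match SOR2 on chromosome IV. On chromosome II, the TEL II 0.2kb amplicon lies at 12712 to 12785 within SRO77, the 2.8kb amplicon at 10026 to 10146 within MIX23 and the 5.7kb amplicon at 7204 to 7347, 258 bp from PAU9. The TEL II 9.7kb primers gave 19 amplicons of 150 bp, of which 1 lies on chromosome II at 3209 to 3358. In R64 these 4 amplicons are 12.71, 10.03, 7.2 and 3.21 kb from the left end of chromosome II. The YJR011C amplicon, used by the paper as a non-target region, lies at 458987 to 459127 on chromosome X within the open reading frame that R64 names CAL4, 286.62 kb from the nearest chromosome end.

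**Figure D2:**
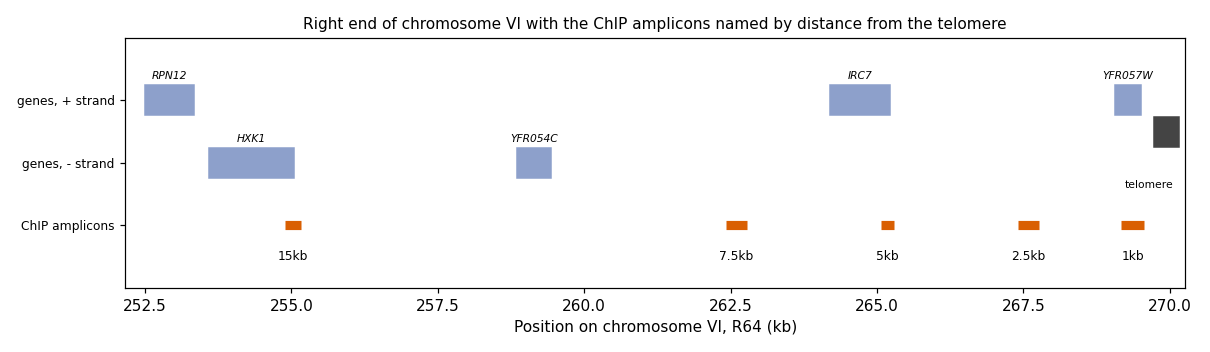
Right end of chromosome VI in R64, with the position in kb on the horizontal axis. Blue boxes are genes on each strand, the dark box is the annotated telomere, and orange bars are the 5 ChIP amplicons labelled with the names given in Supplementary Table 2. The amplicons named 1kb and 5kb overlap YFR057W and IRC7.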

### Constructs and cloning

The plasmid that overexpresses Sir2 (*pTEFpro-SIR2*) was constructed as follows: *SIR2* was amplified by primers (Forward: 5′-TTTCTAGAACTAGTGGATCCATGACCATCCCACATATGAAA-3′; Reverse primer 5′-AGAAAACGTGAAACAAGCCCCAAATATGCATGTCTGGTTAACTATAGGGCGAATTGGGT-3′ in Supplementary Table 2 using yeast genomic DNA as the template. The amplified *SIR2* fragment was digested with T5 exonuclease and then ligated into the *pTEF* vector using the seamless cloning followed by verification by DNA sequencing.

### Cell growth and treatment

The concentration of rapamycin, PMSF, CQ, and 3MA used is 1 μg/ml, 5 mM, 10 mM, and 50 μM, respectively. For Fig. 4a, cells were grown in YPD medium to OD_600_ of 0.5 and treated with 5 mM MG132 or 5 mM PMSF for 2 h. For Fig. 4b–d, cells were treated with 50 μM 3-MA, 5 mM PMSF, 10 mM CQ, and 5 mM MG132 along with 1 μg/ml rapamycin for 2 h. For Fig. 4e, f, cells were treated with 1 μg/ml rapamycin for 0–1.5 h. For Supplementary Fig. 5a–d, cells were treated with 1 μg/ml rapamycin for 1 h. For Fig. 5c, d, cells were treated with 6.25 μg/ml doxycycline for 1.5 h.

### Immunoblot analysis

Proteins were extracted from exponentially growing yeast cells^33,72^. Cells were grown in 5 ml YPD (Yeast Extract Peptone Dextrose) or selective medium as indicated until OD_600_ of 0.7–1.0. Cells were harvested and lysed in alkaline lysis buffer (2 M NaOH, 8% (v/v) β-mercaptoethanol) on ice for 15 min. After centrifugation, the protein pellet was resuspended in 150 μl 2×SDS-sample buffer. Protein samples were separated by 8–15% SDS-PAGE and transferred to Immobilon-P PVDF membrane. The blots were probed with primary antibodies followed by incubation with horseradish peroxidase-labeled IgG secondary antibodies. The protein bands were visualized using the ECL Chemiluminescence Detection Kit (Bio-Rad, 170–5061) and quantified with Image J software (v.1.8.0) (https://imagej.en.softonic.com/). All Western blots were performed at least three times and one typical example was shown.

### Chromatin immunoprecipitation (ChIP) assay

Yeast cells were grown in 200 ml YPD media at 30 °C until OD_600_ of ~0.7–1.0. The crosslinking was performed in 1% formaldehyde and quenched by adding 10 ml of 2.5 M glycine. Harvested cells were washed once with TBS + PMSF pre-chilled to 4 °C, lysed with glass beads in FA-SDS lysis buffer (0.1% SDS, 40 mM HEPES-KOH, pH7.5, 1 mM EDTA pH 8.0, 1% Triton X-100, 0.1% Na deoxycholate, 1 mM PMSF, 2 μg/ml leupeptin, 1 μg/ml pepstatin A, protease inhibitor cocktail, phosphatase inhibitor cocktail). DNA was sonicated to an average size of 500 bp and subjected to immunoprecipitation with anti-H3 (2 μl; ab1791, Abcam), anti-H3pT11 (3 μl; ab5168, Abcam), anti-FLAG antibody (5 μl, F1804, Sigma), anti-H4K16ac (2 μl) pre-bound to Protein G Dynabeads (Invitrogen) at 4 °C overnight. The beads were subsequently washed with FA lysis buffer, FA buffer + 1 M NaCl, FA buffer + 0.5 M NaCl, TEL buffer (10 mM Tris pH 8.0, 1 mM EDTA, 0.25 M LiCl, 1% NP-40, 1% Na deoxycholate), and TE (10 mM Tris pH 7.4, 1 mM EDTA). The eluted DNA/protein complexes were treated with 20 µg Proteinase K at 55 °C for 1 h and then treated at 65 °C overnight. The DNA was digested by RNase (Roche), purified with ethanol precipitation and quantitated by qPCR with primers listed in Supplementary Table 2. For ChIP-qPCR in Figs. 2h–j, 6h, i and 7b, Supplementary Figs. 1c, d, 3c–h, 7c, the percentage IP was calculated and values were then plotted with wild-type or untagged cells normalized to 1.

ChIP-seq was done for four biological replicates with anti-H3pT11 and anti-H3 antibodies^33^. Library was constructed and sequenced on an Illumina platform^33^. Data was aligned to yeast genome sacCer3 from UCSC using bowtie2 version 2.1.0 with parameter -k 1. As the telomere repeated sequences cannot be mapped to specific telomeres, they were excluded for further analysis. Data was read into R (3.1.0) for further analysis. Peaks were called using MACS2 (v.2.1.1, macs2 callpeak) with parameter -t -c -g 1.2e7 -n -B -q 0.01–nomodel. Peaks annotation was performed on a website service (https://manticore.niehs.nih.gov/pavis2/). Tracks was smoothed by deepTools2 (v.2.0) and visualized by IGV software (v.2.0) with a reference genome of *S. cerevisiae* (sacCer3). The control tracks were generated using untagged BY4741 strain with anti-FLAG antibody. The raw ChIP-seq dataset for Sam1 and Pyk1 is derived from GSE72972. The raw ChIP-seq dataset for Sir2, Sir3, and Sir4 is derived from SRP030670. Raw data were downloaded by SRA toolkit (v.2.9.2). Files were unzipped and filtrated by Fastqc (v.0.11.9) and Trim Galore (v.2.11).

### Quantitative reverse transcription PCR (qRT-PCR)

Total RNA was isolated from exponentially growing yeast cells by standard phenol-chloroform extraction procedures. The purified RNA was digested with DNase I (RNase-free) (Takara catalog no. 2270A) at room temperature for 30 min and quantified by Nanodrop 2000 (Thermo scientific). The integrity of RNA was assessed by agarose gel electrophoresis. 500 ng total RNA was used for reverse transcription PCR (RT-PCR) in a 10 μl reaction volume with Reverse Transcriptase Kit (M-MLV) (ZOMANBIO)^33,72^. qPCR was carried out on a Bio-Rad real-time PCR machine with iTaq™ Universal SYBR^®^ Green Supermix (Bio-Rad, Cat: 1725121). Primers used for qRT-PCR are described in Supplementary Table 2. 

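Of the 24 qRT-PCR primer pairs, 16 matched R64 at 1 site, 2 at more than 1 site, and 6 at none with the sequences as printed. YFR057W is annotated on chromosome VI from 269061 to 269516, and its qRT-PCR amplicon lies at 269062 to 269136. COS8 (YHL048W) lies on chromosome VIII from 6401 to 7546, with the amplicon at 6474 to 6647. YCR106W, named RDS1 in R64, lies on chromosome III from 310958 to 313456, and SOR1 (YJR159W) on chromosome X from 736044 to 737117. PHO11 (YAR071W) lies on chromosome I from 225460 to 226863, 3355 bp from the right end. SEO1 (YAL067C) lies on chromosome I from 7235 to 9016, 7234 bp from the left end. SOR1 and PHO11 are near-identical to SOR2 and PHO12, so that their reads could be split between the copies in any count and the primers cannot tell them apart.
The RNA-seq libraries give the abundance of these transcripts in YPD. YFR057W was close to the limit of detection, with at most 4 reads in any library of the wild type of acs2-ts, at most 2 in acs2-ts, at most 1 in BY4741, shm2 and the wild type of pyk1, and 0 in sam1, ser33 and pyk1. As 3 reads are the smallest number taken as detected, no fold change is given for it. COS8 had 43.4 ± 10.9 RPKM (SD, n = 2) in BY4741, 37.1 ± 14.7 (SD, n = 2) in sam1, 97.8 ± 4.55 (SD, n = 2) in ser33 and 73.6 ± 0.633 (SD, n = 2) in shm2. It had 58.2 ± 7.64 RPKM (SD, n = 2) in pyk1 and 41.5 ± 25.7 (SD, n = 2) in its wild type. The log2 fold change of COS8 in ser33 was 1.18 (standard error 0.292), and both ser33 cultures were above both BY4741 cultures, but the adjusted p was 0.619 in limma over all genes. With the replicate number as a block, this change was 1.18 with an adjusted p of 0.841 in limma (0.429 to 0.981 over all settings). The log2 fold changes of COS8 in shm2 (0.77), pyk1 (0.62) and sam1 (-0.26) had adjusted p-values of 0.685, 0.623 and 0.535 in limma. In sam1, SOR1 fell from 1.03 ± 0.0894 RPKM (SD, n = 2) in BY4741 to 0.372 ± 0.0491 RPKM (SD, n = 2), a log2 fold change of -0.58 on the log2(RPKM + 1) scale (standard error 0.0968, adjusted p = 0.0368 in limma), with 2 to 13 reads per sam1 library. The adjusted p of this limma test was 0.166 with the replicate number as a block and 0.101 relative to ACT1, and it ranged from 0.0368 to 0.166 over all settings that kept this gene. SEO1 was also low, at 0.653 ± 0.137 RPKM (SD, n = 2) in BY4741, 0.272 ± 0.0894 (SD, n = 2) in ser33, 3.33 ± 0.772 (SD, n = 2) in pyk1 and 3.35 ± 0.725 (SD, n = 2) in the wild type of pyk1. PHO11 had 15.3 ± 2.98 RPKM (SD, n = 2) in BY4741 and 16.1 ± 0.0672 (SD, n = 2) in ser33, and YCR106W had 20.6 ± 4.05 (SD, n = 2) and 13.4 ± 4.65 (SD, n = 2), and limma did not separate either difference from the spread between cultures (adjusted p = 1 and 0.79), although both ser33 cultures were below both BY4741 cultures for YCR106W. IRC7 had 44.6 ± 21.9 RPKM (SD, n = 2) in BY4741 and 88.8 ± 1.12 RPKM (SD, n = 2) in sam1, with an adjusted p of 0.117 in limma. It had 21 ± 1.15 RPKM (SD, n = 2) in ser33 and 49 ± 23.8 (SD, n = 2) in shm2. SIR2 (YDL042C) had 13.4 ± 0.827 RPKM (SD, n = 2) in BY4741, 13.2 ± 2.25 (SD, n = 2) in sam1, 10 ± 1.16 (SD, n = 2) in ser33 and 14.4 ± 1.94 (SD, n = 2) in shm2, and none of these changes had an adjusted p under 0.05 in limma. SIR2 had 29.3 ± 0.177 RPKM (SD, n = 2) in pyk1 and 32.9 ± 0.375 (SD, n = 2) in its wild type (adjusted p = 0.387 in limma). It had 5.29 ± 0.365 RPKM (SD, n = 2) in acs2-ts and 21.2 ± 2.23 (SD, n = 2) in its wild type, a log2 fold change of -1.82 (adjusted p = 0.000152 in limma), where the median of all genes was -1.27.

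**Figure D3:**
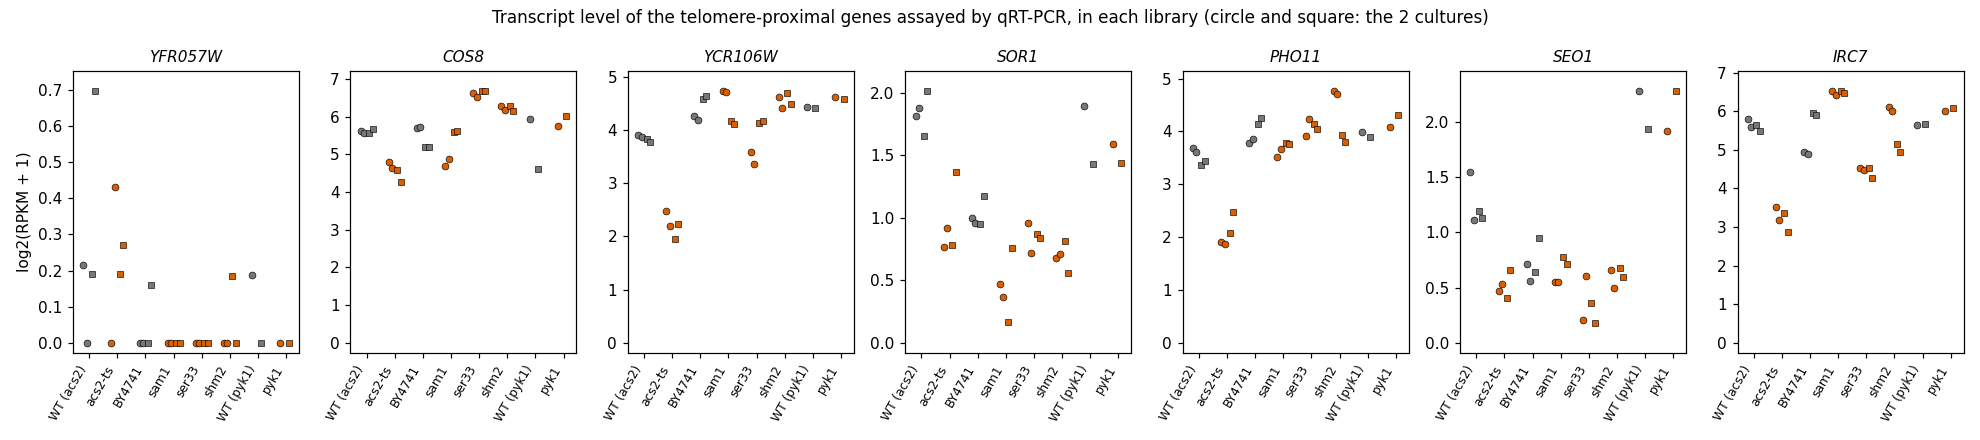
Transcript level of 7 telomere-proximal genes as log2(RPKM + 1) on the vertical axis in each of the 28 libraries, grouped by strain on the horizontal axis. The vertical scale differs between genes, circles and squares are the 2 cultures of a strain, and wild-type strains are gray. YFR057W is at 0 in all libraries of sam1, ser33 and pyk1.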

We used 2^(-ΔΔCt)^ to determine the quantity of relative transcription level. The mRNA level of the gene of interest was normalized to that of beta-actin.

### Microscopy analysis

Yeast cells were cultured in YPD or selective medium until OD_600_ of 1.0. After washing with cold phosphate buffered saline once, the cells were resuspended in phosphate buffered saline. Cells were fixed with 4% formaldehyde in phosphate buffered saline for 30 min and treated with DAPI for 15 min at room temperature. Cells were then washed with cold phosphate buffered saline. The cell morphology was visualized using a ZEISS LSM710 microscope (Germany) with a 100× oil immersion objective by fluorescent microscopy. Images were acquired using ZEN Imaging Software ZEN 2.1 (ZEISS). DAPI was used to indicate the nucleus. The merged color Images were generated by Image J.

### Antibodies

All antibodies used in this study were listed in Supplementary Table 3. Antibodies against anti-H3 (1: 5000; ab1791) and H3T11 phosphorylation (1:5000; ab5168) were purchased from Abcam; antibodies against Sir2 (1:500; sc-6667), and Sir3 (1:500; sc-101612) were purchased from Santa Cruz Biotechnology; antibodies against GAPDH (1:10000; 10494-1-AP), GFP (1:5000; 66002-1-1g), Myc (1:5000; 60003-2-1g), goat polyclonal anti-mouse IgG (1:5000; SA00001-1), and goat polyclonal anti-rabbit IgG (1:5000; SA00001-2) were obtained from proteintech; antibody against histone H3 (1:3000; 9715S) was purchased from Cell Signaling Technology; antibody against FLAG M2 (1:3000; F1804-1MG) was obtained from Sigma-Aldrich; antibody against H4K16ac (1:2000; 07-329) was obtained from EMD Millipore.

### Statistics and reproducibility

Representative results of at least three biological independent experiments were performed in all of the figure panels. The two-sided Student’s *t* test in Microsoft Excel (professional Plus2013) was used for comparison between two groups and a *p*-value <0.05 was considered statistically significant. *p < 0.05; **p < 0.01; ***p < 0.001; n.s. no significance. For all error bars, data are mean ± standard error (SE).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting summary

## Source data

Source Data

## Data Availability

The accession code for ChIP-seq of H3 and H3pT11 is GSE147050. The accession code for ChIP-seq of control, Ser33, and Pyk1 is GSE72972. The accession code for ChIP-seq of H3 and H3K4me3 is GSE115910. The accession code for ChIP-seq of Sir2, Sir3, and Sir4 is SRP030670. All data supporting the findings of this study are included in the manuscript and its supplementary files or are available from the corresponding author upon request. Source data for the figures and supplementary figures are provided as a Source Data file.

# Supplementary material for: Metabolic regulation of telomere silencing by SESAME complex-catalyzed H3T11 phosphorylation
**Source:** Nat Commun. 2021 Jan 26;12:594. doi: 10.1038/s41467-020-20711-1
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

### **Metabolic regulation of telomere silencing by SESAME complex-catalyzed H3T11 phosphorylation**

Shihao Zhang<sup>1,4</sup>, Xilan Yu<sup>1,4</sup>, Yuan Zhang<sup>1</sup>, Xiangyan Xue<sup>1</sup>, Qi Yu<sup>1</sup>, Zitong Zha<sup>2</sup>, Madelaine Gogol<sup>3</sup>, Jerry L. Workman<sup>3</sup>, Shanshan Li<sup>1,\*</sup>

<sup>4</sup>These authors contribute equally to this work

Supplementary Fig. 1

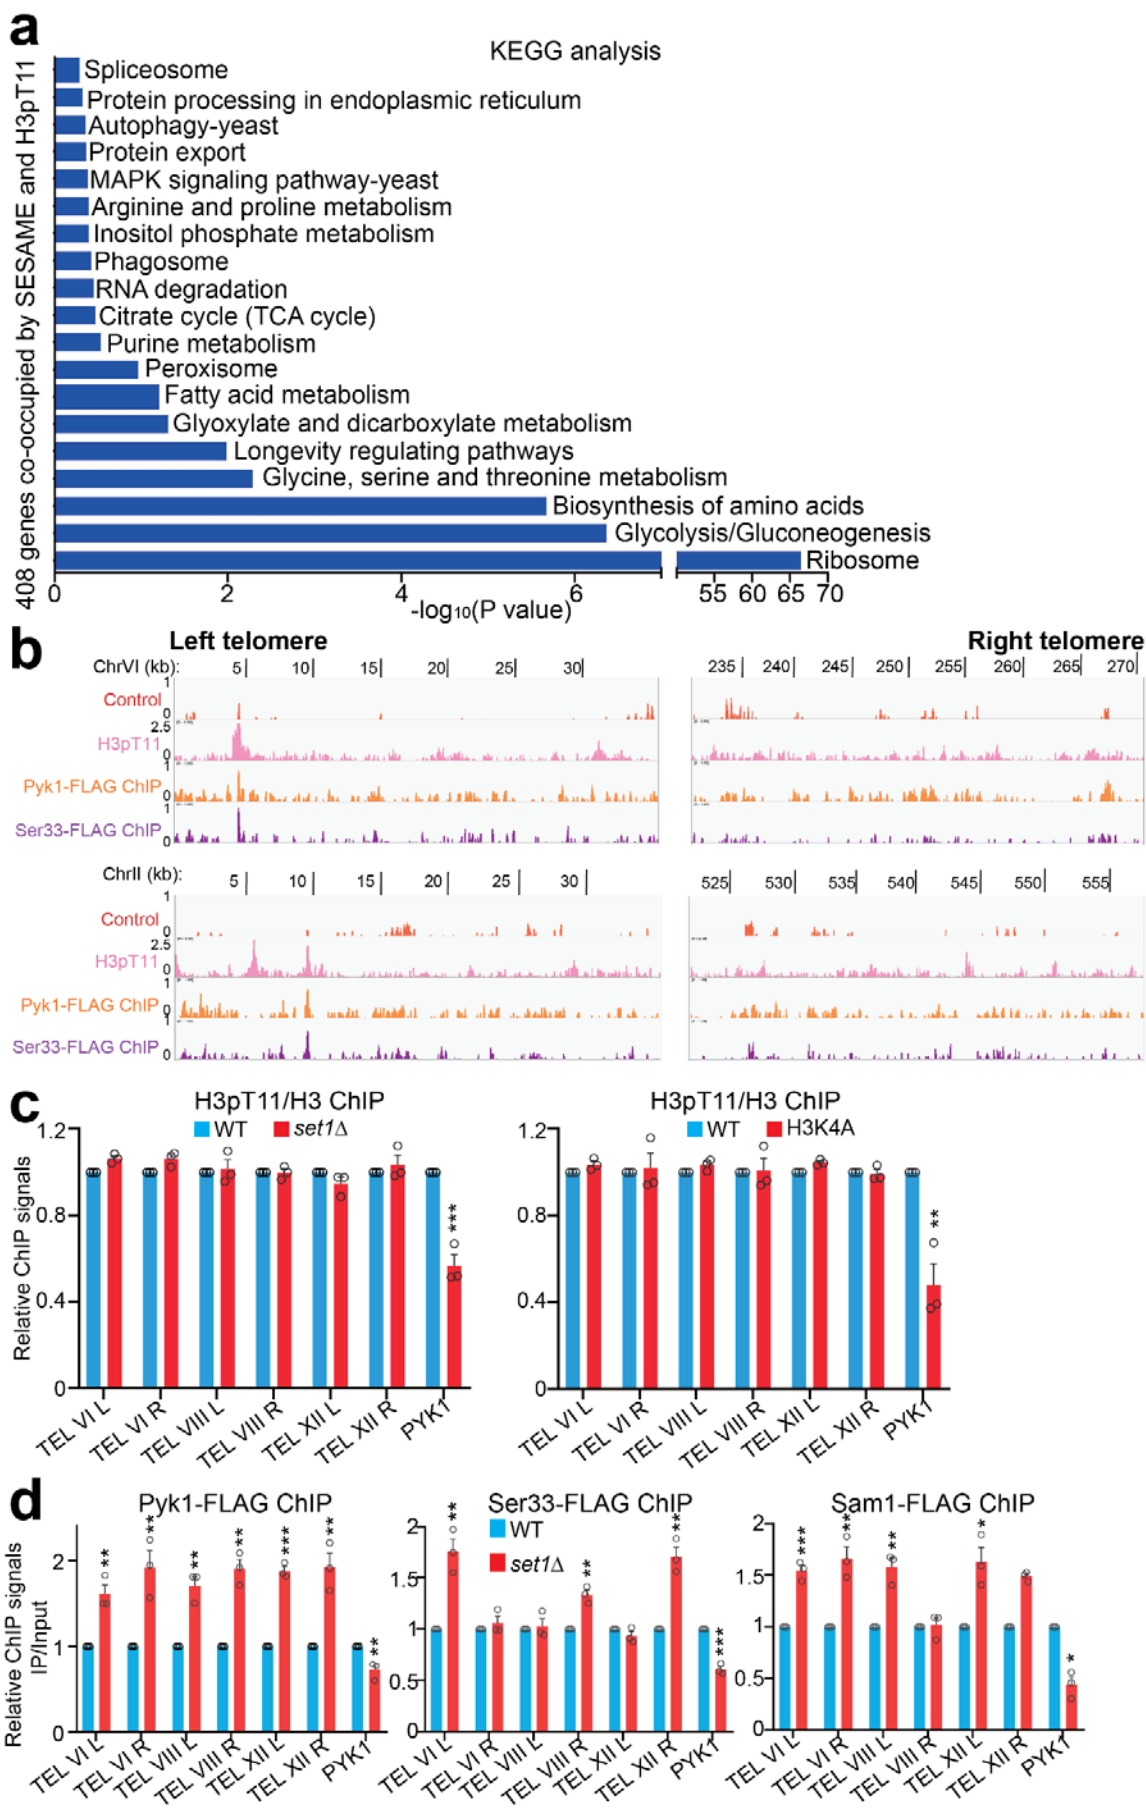

**Supplementary Fig. 1 SESAME phosphorylates H3T11 at telomere regions.**

**a**, KEGG analysis of 408 genes co-occupied by the SESAME complex and H3pT11.

**b**, ChIP-seq tracks showing the occupancy of H3pT11, Pyk1 and Ser33 at the left and right telomere regions on chromosome VI (TEL VI) and chromosome II (TEL II).

**c**, Set1 and H3K4me3 had no significant effect on H3pT11 enrichment at telomeres. ChIP-qPCR analysis of H3pT11 enrichment at chromosome VI (TEL VIL and TEL VIR), chromosome VIII (TEL VIIIL and TEL VIIIR) and chromosome XII (TEL XIIL and TEL XIIR) in WT, *set1*Δ and H3K4A mutants. The *PYK1* gene was used as a positive control.

**d**, ChIP-qPCR analysis of Pyk1, Ser33 and Sam1 at telomeres of chromosome VI (TEL VIL and TEL VIR), chromosome VIII (TEL VIIIL and TEL VIIIR) and chromosome XII (TEL XIIL and TEL XIIR) in WT and *set1*Δ mutant. Although the occupancy of Pyk1, Ser33 and Sam1 was significantly reduced at *PYK1* region, the enrichment of SESAME at telomeres was not reduced but slightly increased, suggesting that Set1 is not required for SESAME binding at telomeres.

For Supplementary Fig. 1c and 1d, the quantitative data represent the mean  $\pm$  SE; n=3 biological independent experiments. Statistical significance was tested using two-sided Student's t-test. \*,  $p<0.05$ ; \*\*,  $p<0.01$ ; \*\*\*,  $p<0.001$ .

Supplementary Fig. 2

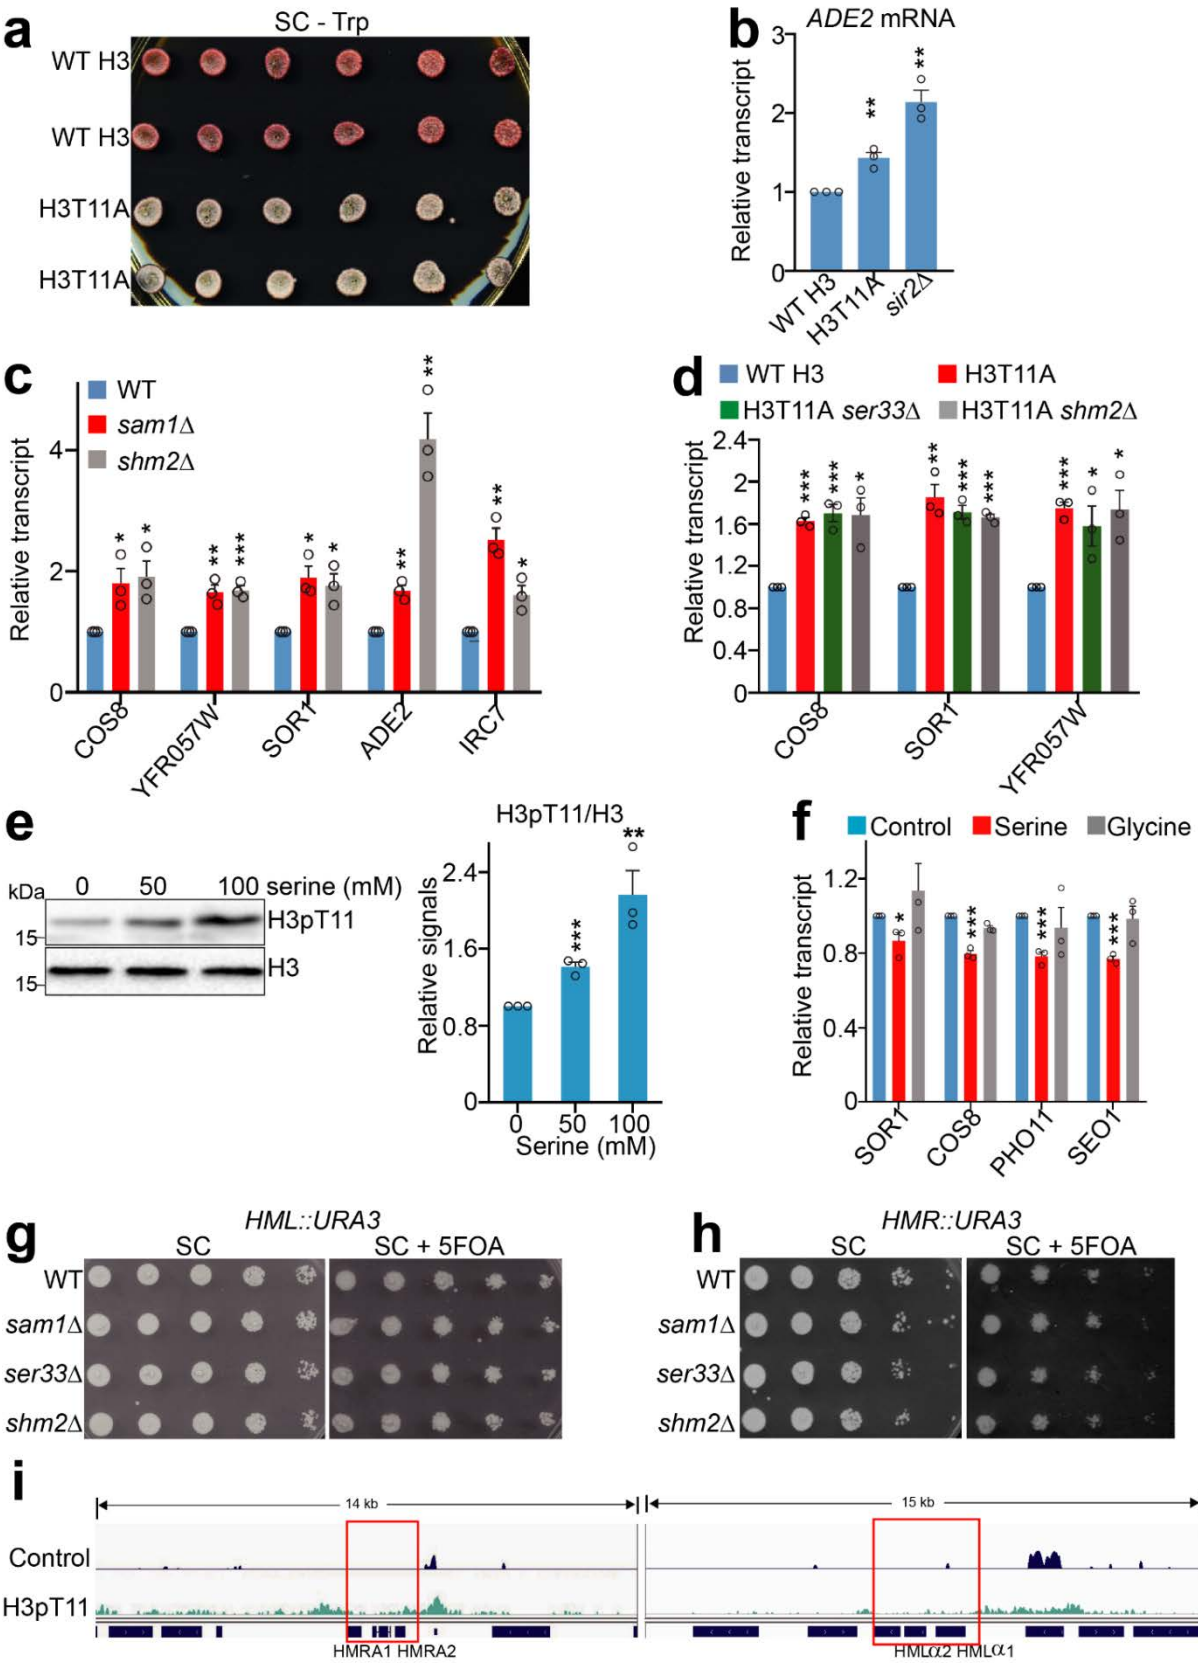

**Supplementary Fig. 2 SESAME-catalyzed H3T11 phosphorylation maintains normal telomere silencing.**

**a**, H3pT11 is required to maintain telomere silencing. WT and H3T11A mutant bearing *ADE2* adjacent to telomere repeats on chromosome V-R (Tel V-R) were grown to saturation, normalized for OD<sub>600</sub>, 3-fold serially diluted and spotted on SC-Trp plate and grown at 28 °C for 4-6 days. The red color of spots indicates intact *ADE2* silencing whereas the white color indicates diminished silencing of *ADE2*. The images shown are a typical example of three independent experiments.

**b**, qRT-PCR analysis of *ADE2* transcription in WT, H3T11A and *sir2Δ* mutants.

**c**, qRT-PCR analysis of the transcription of *COS8*, *YFR057W*, *SOR1*, *ADE2*, and *IRC7* in WT, *sam1Δ* and *shm2Δ* mutants. 

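In the R64 reference genome, IRC7 (YFR055W) lies on the forward strand of chromosome VI from 264204 to 265226. Its end is 4935 bp from the right end of the chromosome and 4504 bp from the start of the annotated telomere. YFR057W, which is in the same panel, lies between IRC7 and this telomere, 645 bp from the chromosome end.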

*IRC7* localizes 4.9 kb from telomere VI-R.

**d**, qRT-PCR analysis of the transcription of *COS8*, *SOR1* and *YFR057W* in WT, H3T11A, H3T11A *ser33Δ* and H3T11A *shm2Δ* mutants.

**e**, Serine significantly increased the global H3pT11 as determined by Western blots.

**f**, qRT-PCR analysis of the effect of serine and glycine on the transcription of *SOR1*, *COS8*, *PHO11* and *SEO1*.

**g** and **h**, WT, *sam1Δ*, *ser33Δ*, and *shm2Δ* cells bearing *URA3* adjacent to *HML* (**g**) or *HMR* (**h**) were grown to saturation, normalized for OD<sub>600</sub>, 3-fold serially diluted and spotted on synthetic complete (SC) and SC + 5-FOA plates. Cell growth was monitored at 28 °C. The images shown are a typical example of three independent experiments.

**i**, ChIP-seq tracks showing the occupancy of H3pT11 at representative *HML* and *HMR* loci.

For Supplementary Fig. 2b, 2c, 2d, 2e and 2f, the quantitative data represent means  $\pm$  SE; n=3 biological independent experiments. Statistical significance was tested using two-sided Student's t-test. \*,  $p < 0.05$ ; \*\*,  $p < 0.01$ ; \*\*\*,  $p < 0.001$ .

Supplementary Fig. 3

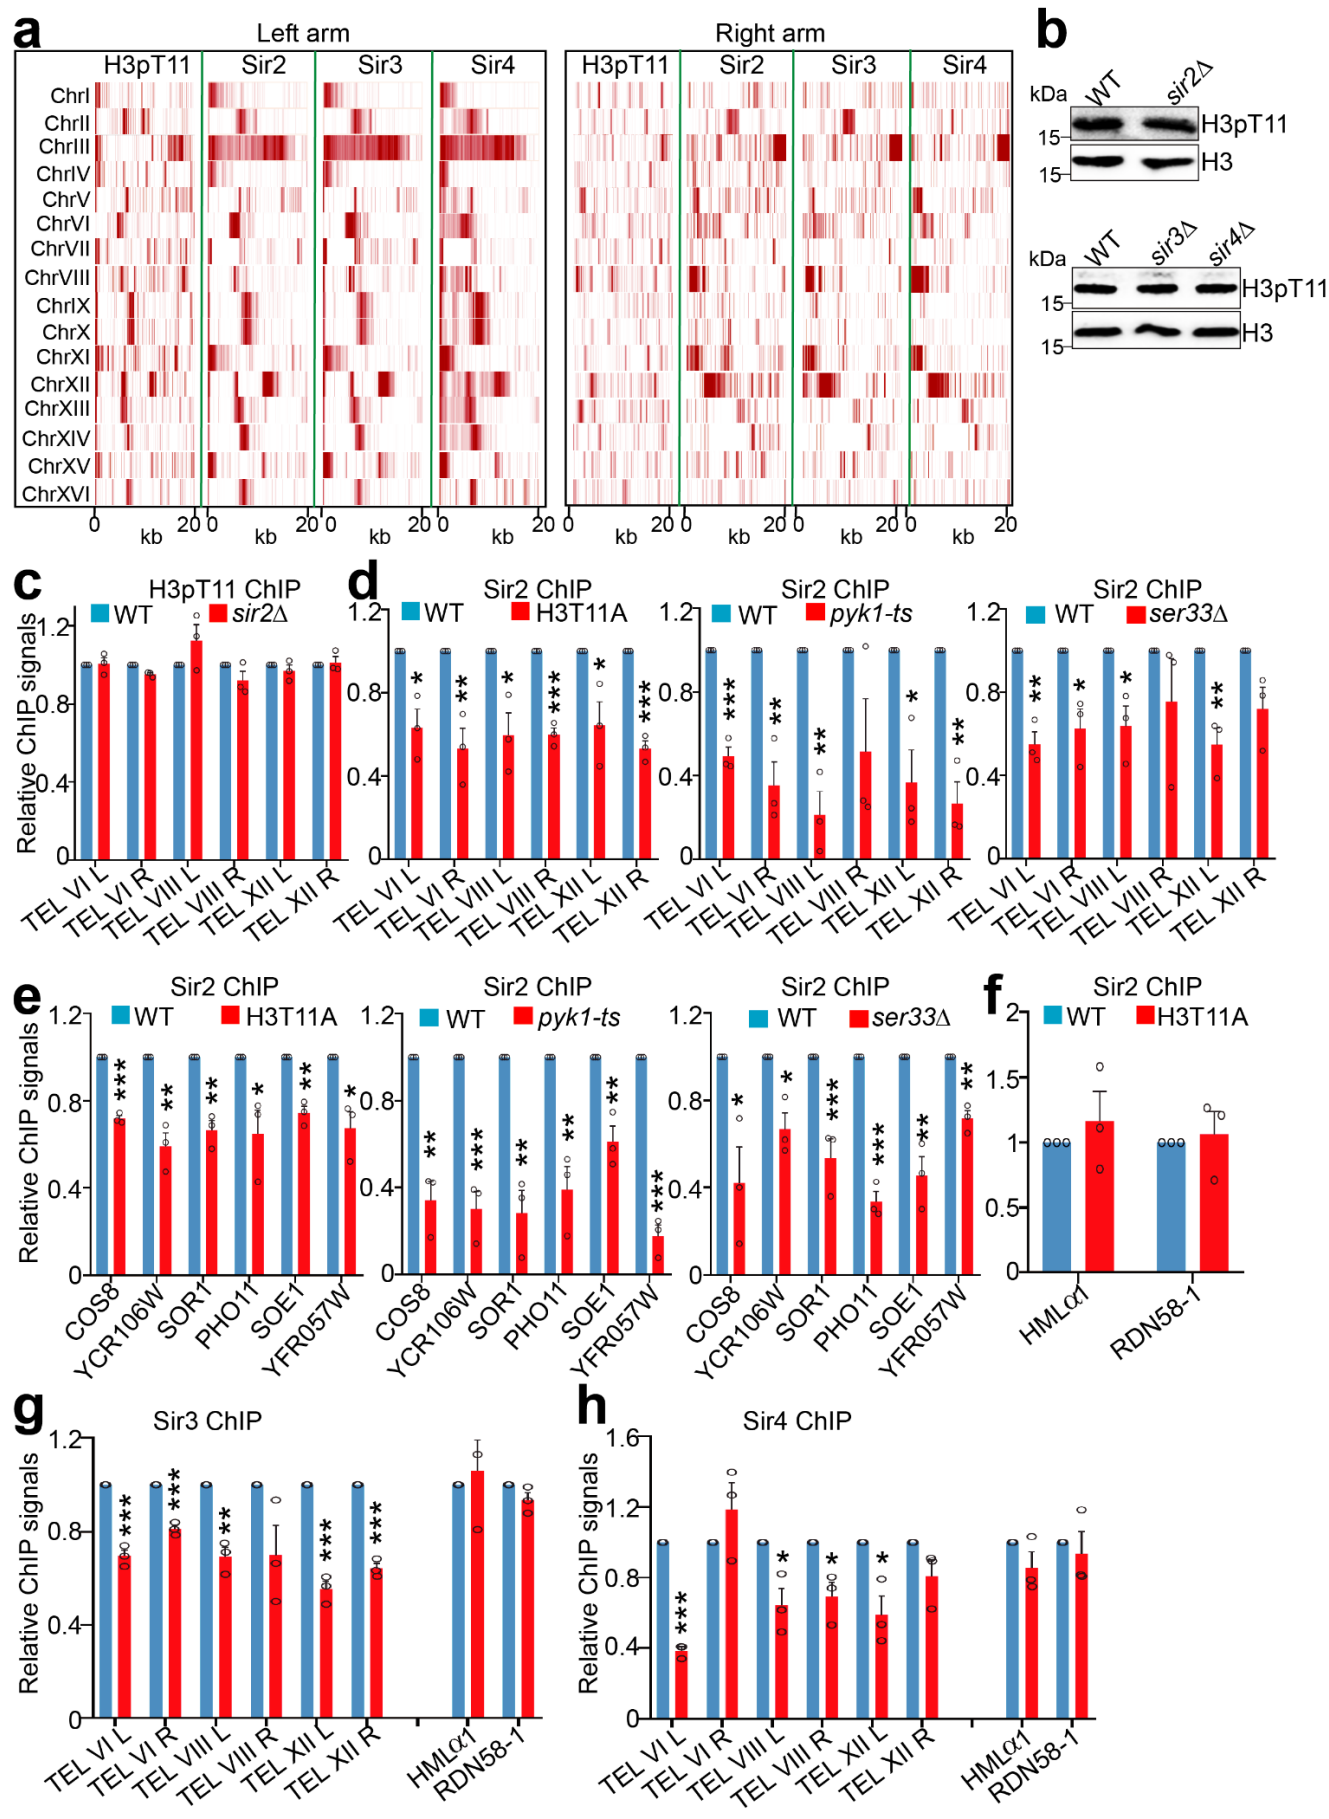

**Supplementary Fig. 3 SESAME-catalyzed H3T11 phosphorylation promotes SIR complex binding at telomere regions.**

**a**, Heatmap showing the occupancy of H3pT11 and SIR (Sir2/Sir3/Sir4) complex at regions within 20 kb of telomeres in left and right arms of all chromosomes.

**b**, Western blots analysis of H3pT11 in WT, *sir2Δ*, *sir3Δ* and *sir4Δ* mutants.

**c**, ChIP-qPCR analysis of H3pT11 at telomeres of chromosome VI (TEL VIL and TEL VIR), chromosome VIII (TEL VIIL and TEL VIIR) and chromosome XII (TEL XIIL and TEL XIIR) in WT and *sir2Δ* mutant.

**d**, ChIP analysis of Sir2 occupancy at telomere VI (TEL VIL and TEL VIR), VIII (TEL VIIL and TEL VIIR) and XII (TEL XIIL and TEL XIIR) in WT, H3T11A, *pyk1-ts* and *ser33Δ* mutants.

**e**, ChIP analysis of Sir2 occupancy at telomere proximity genes in WT, H3T11A, *pyk1-ts* and *ser33Δ* mutants.

**f**, ChIP analysis of Sir2 occupancy at *HMLα1* and *RDN58-1* in WT and H3T11A mutant.

**g** and **h**, ChIP analysis of Sir3 and Sir4 occupancy at telomeres of chromosome VI (TEL VIL and TEL VIR), chromosome VIII (TEL VIIL and TEL VIIR), chromosome XII (TEL XIIL and TEL XIIR), *HMLα1* and *RDN58-1* in WT and H3T11A mutants.

For Supplementary Fig. 3b, shown are the typical example of three biological independent replicates.

For Supplementary Fig. 3c-3h, the quantitative data represent means  $\pm$  SE; n=3 biological independent experiments. Statistical significance was tested using two-sided Student's t-test. \*,  $p<0.05$ ; \*\*,  $p<0.01$ ; \*\*\*,  $p<0.001$ .

Supplementary Fig. 4

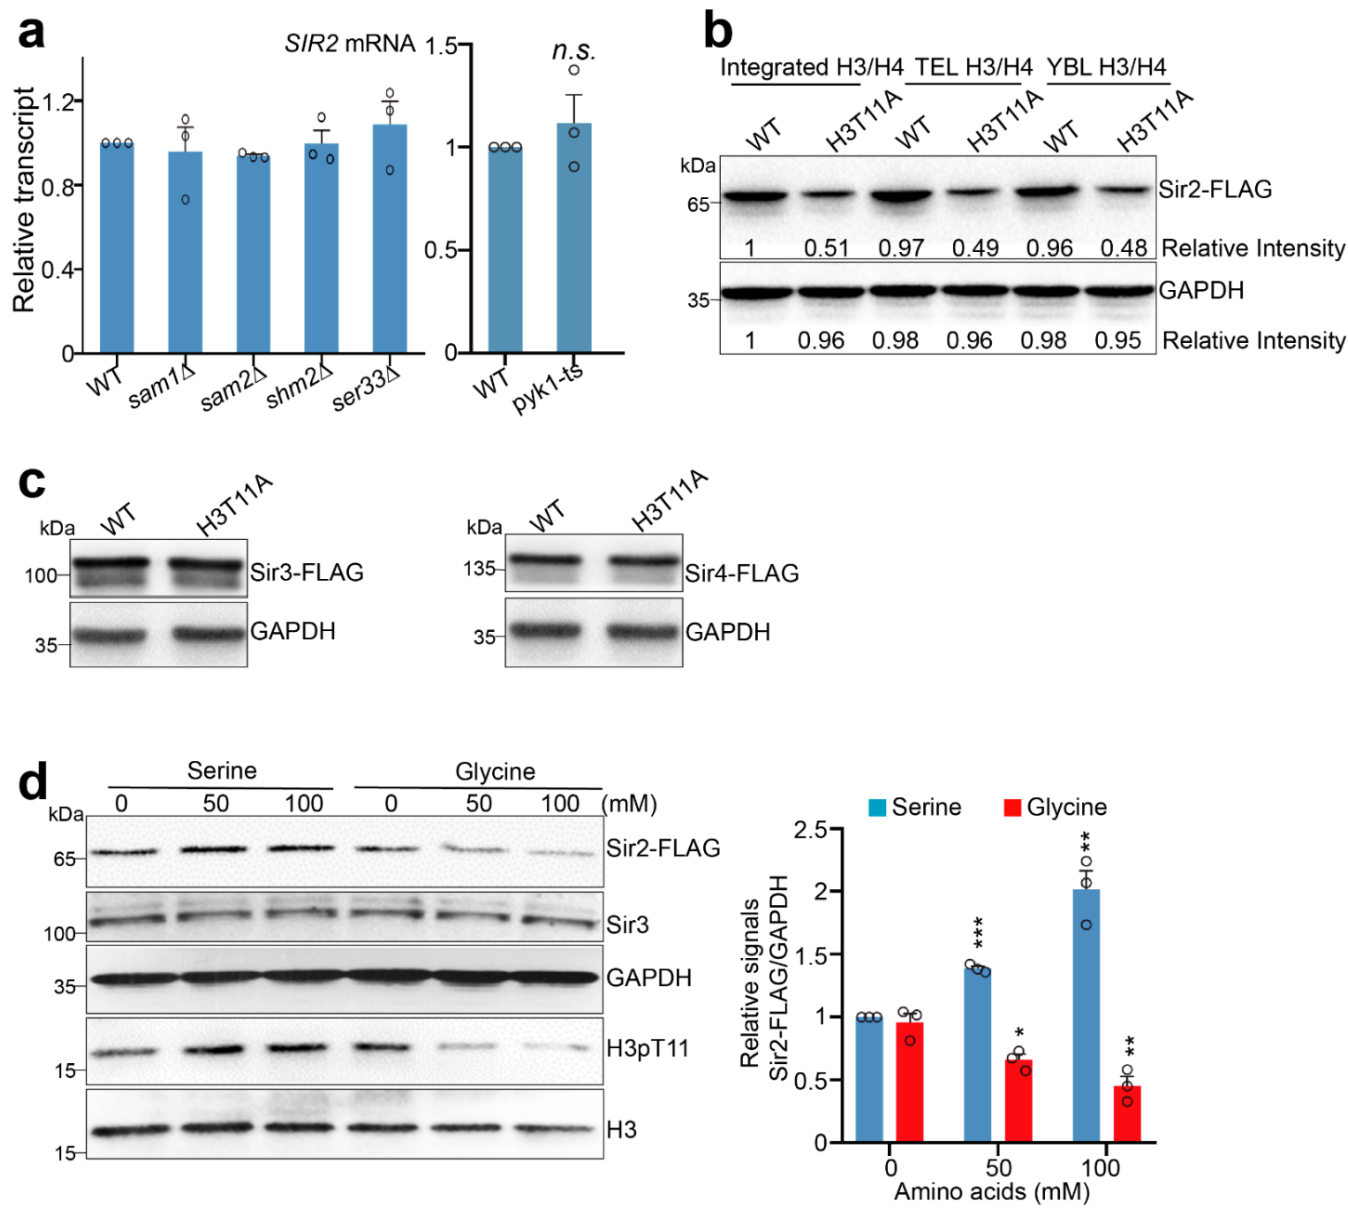

**Supplementary Fig. 4 SESAME-catalyzed H3T11 phosphorylation is required to maintain normal Sir2 protein levels.**

**a**, qRT-PCR analysis of *SIR2* expression in WT, *sam1Δ*, *sam2Δ*, *shm2Δ*, *ser33Δ* and *pyk1-ts* mutants.

**b**, Western blots analysis of Sir2 and GAPDH in different genetic backgrounds of WT and H3T11A mutants. All strains used contain only one copy of H3 and H4 genes. The integrated H3/H4 strains contain H3 and H4 in the genome. The TEL H3/H4 (UCC1369) and YBL H3/H4 (YBL574) strains harbor a *HHF1-HHT1* containing plasmid that encodes H3 and H4. TEL H3/H4 (H3T11A) and YBL H3/H4 (H3T11A) mutants were constructed by transforming the plasmids containing H3T11A mutation into UCC1369 and YBL574 and selecting on  $\alpha$ -aminoadipic acid or 5-FOA plates to remove the wild-type histone plasmid as described <sup>1</sup>.

**c**, Western blots analysis of Sir3 and Sir4 in WT and H3T11A mutant. H3T11A had no significant effect on Sir3 and Sir4 protein levels.

**d**, Serine but not glycine treatment significantly increased the overall Sir2 protein levels. Cells were treated with different concentrations of serine or glycine. The endogenous Sir2-FLAG and Sir3 were detected with anti-FLAG and anti-Sir3 antibodies, respectively. The H3pT11 was examined with anti-H3pT11 antibody.

For Supplementary Fig. 4b and 4c, shown are the typical example of three biological independent replicates.

For Supplementary Fig. 4a and 4d, the quantitative data represent means  $\pm$  SE; n=3 biological independent experiments. Statistical significance was tested using two-sided Student's t-test. \*,  $p<0.05$ ; \*\*,  $p<0.01$ ; \*\*\*,  $p<0.001$ .

## Supplementary Fig. 5

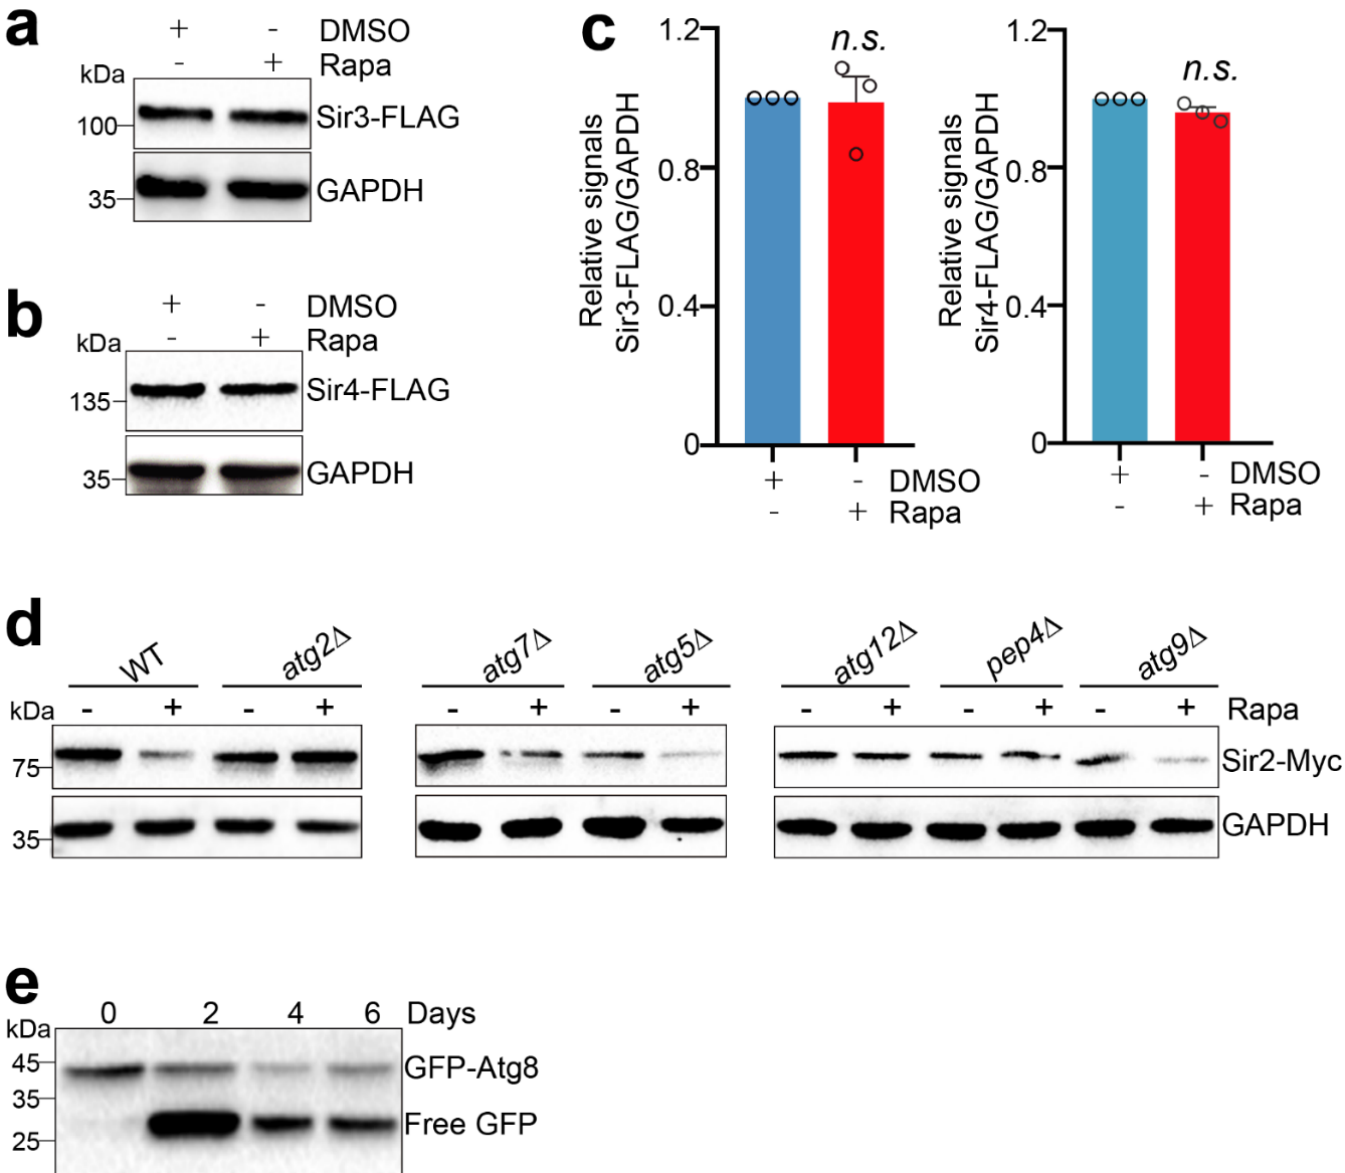

**Supplementary Fig. 5 Sir2 can be degraded by autophagy.**

**a-c**, Rapamycin had no significant effect on Sir3 and Sir4 protein levels. Cells were treated with DMSO or 1  $\mu$ g/ml rapamycin for 1 hr and the global levels of endogenously expressed Sir3-FLAG and Sir4-FLAG were detected with anti-FLAG antibody.

**d**, Western blots analysis of Sir2 protein levels in WT, *atg2 $\Delta$* , *atg5 $\Delta$* , *atg7 $\Delta$* , *atg9 $\Delta$* , *atg12 $\Delta$*  and *pep4 $\Delta$*  mutants when treated with DMSO or 1  $\mu$ g/ml rapamycin (Rapa) for 1 hr.

**e**, Autophagy was induced during chronological aging as determined by a GFP (green fluorescent protein) liberation assay, which detects free GFP that is liberated upon the delivery of endogenous *ATG8* promoter-driven Atg8 with an N-terminal GFP tag (GFP-Atg8) to the vacuole and subsequent proteolysis of Atg8.

For Supplementary Fig. 5d and 5e, shown are the typical example of three biological independent replicates.

For Supplementary Fig. 5a-5c, the quantitative data represent means  $\pm$  SE; n=3 biological independent experiments. Statistical significance was tested using two-sided Student's t-test. *n.s.*, no significance.

## Supplementary Fig. 6

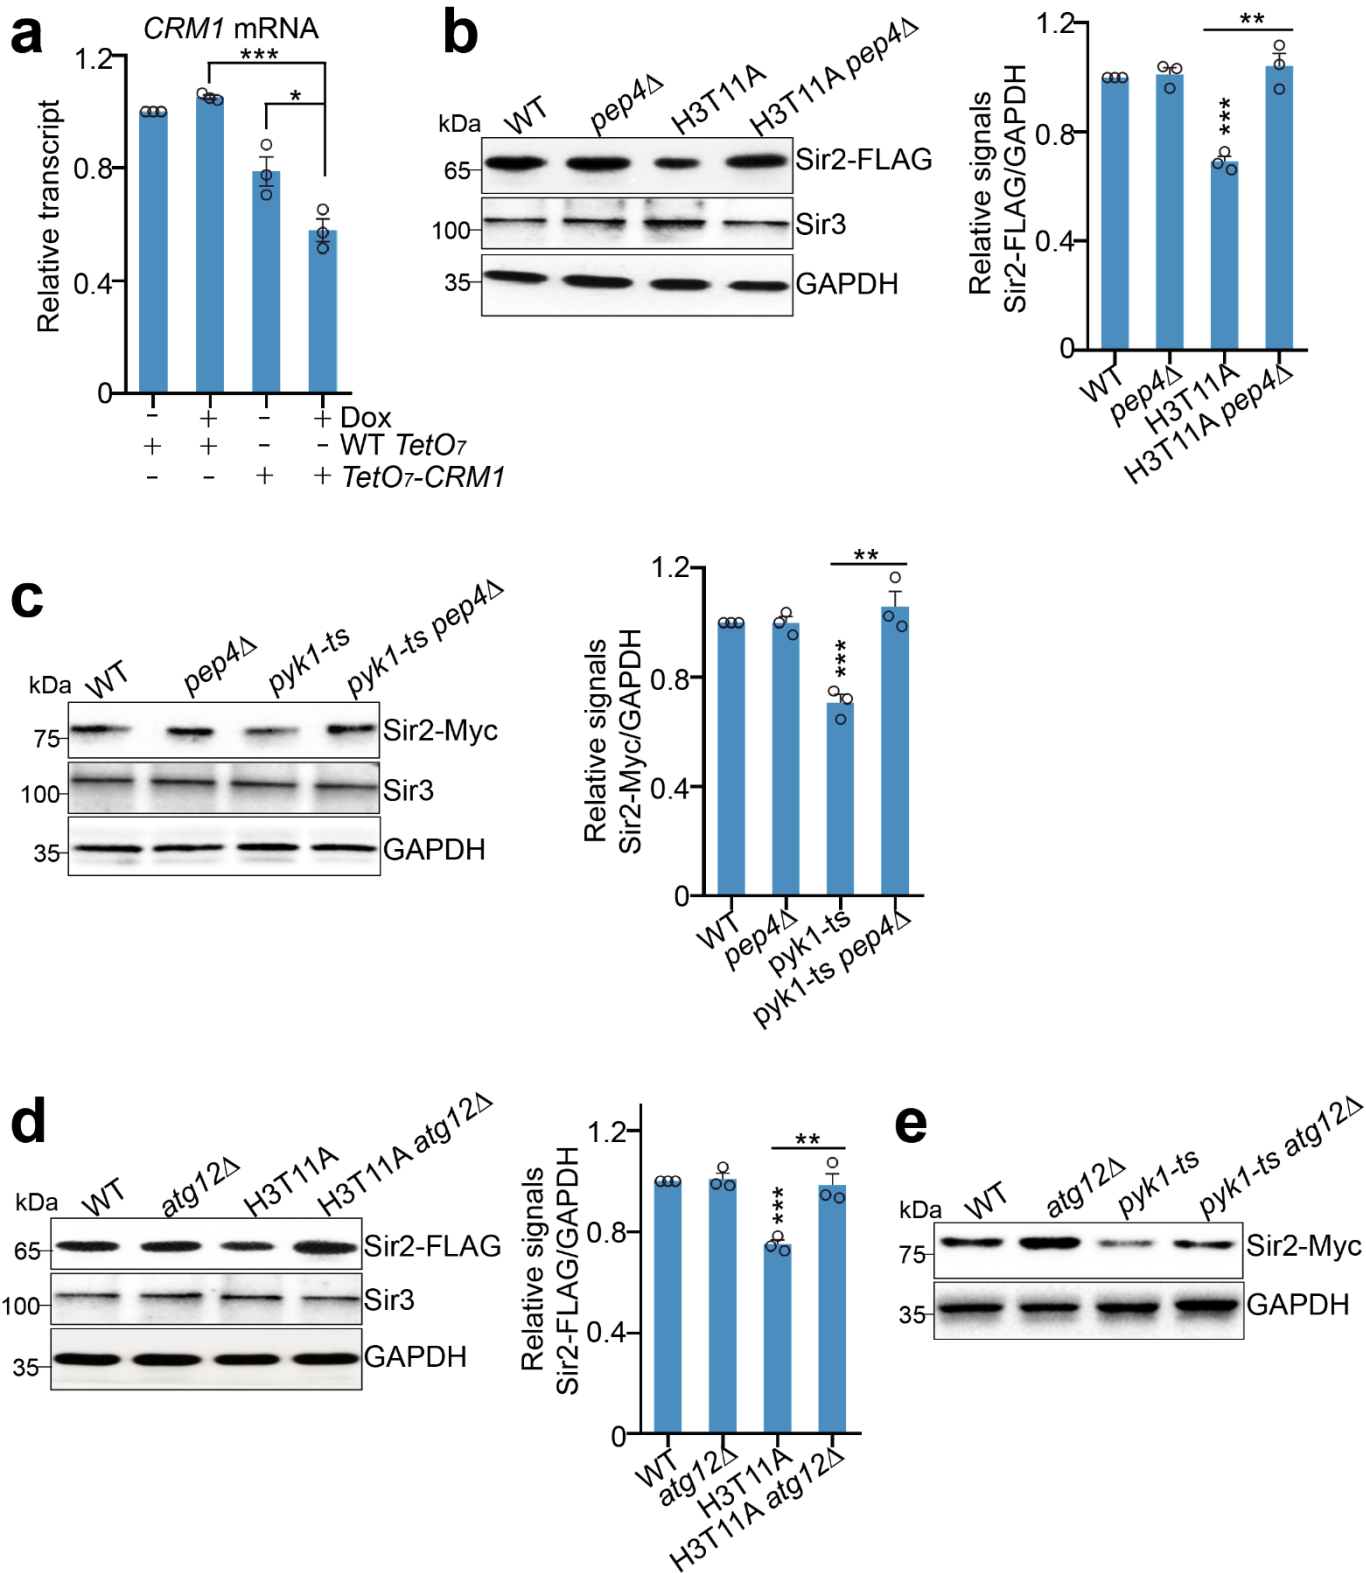

**Supplementary Fig. 6 SESAME-catalyzed H3T11 phosphorylation prevents autophagy-mediated Sir2 degradation.**

**a**, qRT-PCR analysis of *CRM1* expression in WT *TetO<sub>7</sub>* and *TetO<sub>7</sub>-CRM1* treated with or without 6.25 µg/ml doxycycline (Dox) for 1.5 hrs.

**b**, Deletion of *PEP4* rescued the reduced Sir2 in H3T11A mutant.

**c**, Deletion of *PEP4* rescued the reduced Sir2 in *pyk1-ts* mutant.

**d** and **e**, Deletion of *ATG12* rescued the reduced Sir2 in H3T11A and *pyk1-ts* mutants.

For Supplementary Fig. 6c and 6e, these strains were treated at 37 °C for 2 hrs.

For Supplementary Fig. 6a-6d, the quantitative data represent means  $\pm$  SE; n=3 biological independent experiments. For Supplementary Fig. 6e, shown are the typical example of three biological independent replicates. Statistical significance was tested using two-sided Student's t-test.

\*,  $p < 0.05$ ; \*\*,  $p < 0.01$ ; \*\*\*,  $p < 0.001$ .

Supplementary Fig. 7

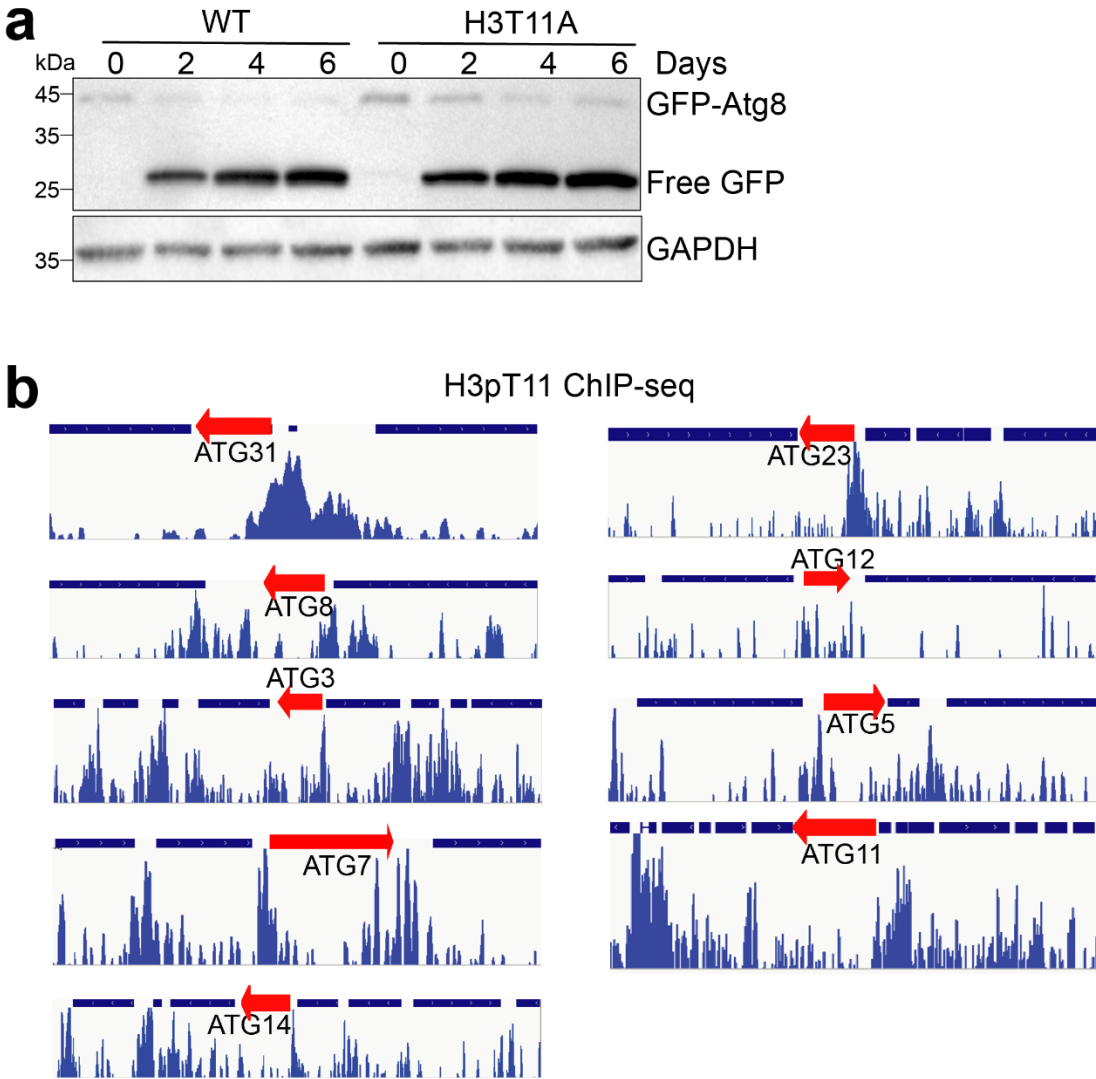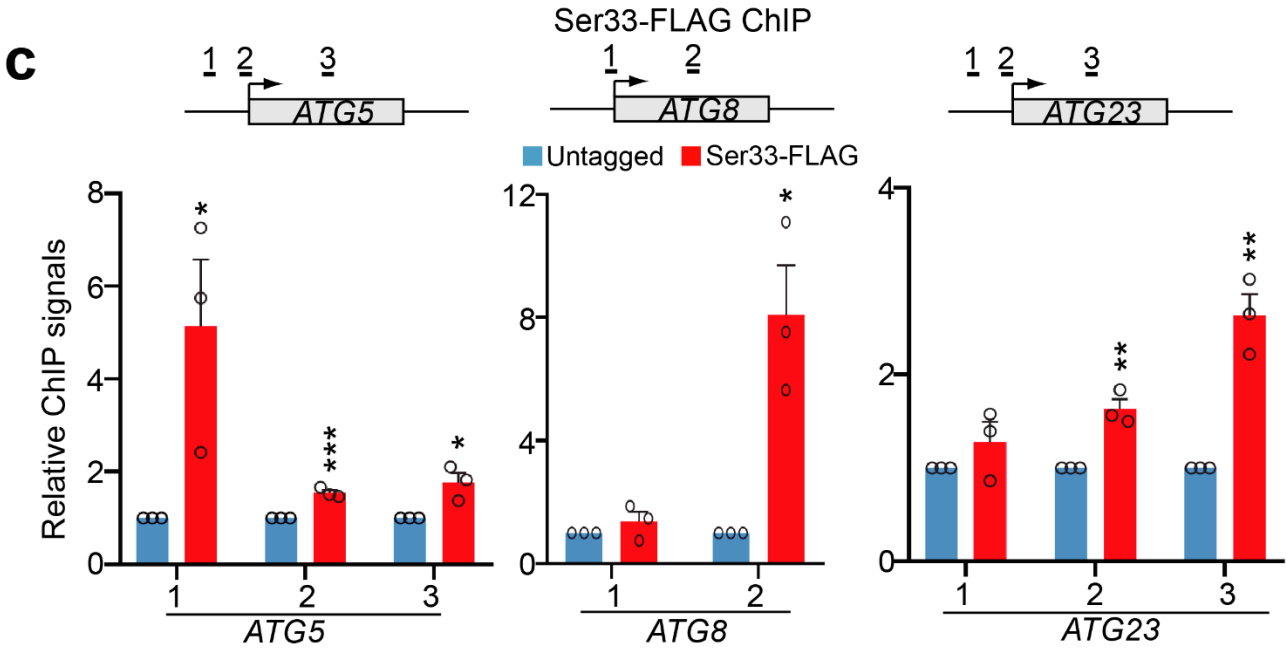

**Supplementary Fig. 7 SESAME-catalyzed H3T11 phosphorylation prevents autophagy-mediated Sir2 degradation.**

**a**, GFP-Atg8 processing assays were performed in WT and H3T11A mutant when aged for 0, 2, 4 and 6 days in YPD medium.

**b**, ChIP-seq tracks of the enrichment of H3pT11 at representative *ATG* genes. 

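The positions of ATG5, ATG8 and ATG23 in the R64 reference genome and of their ChIP amplicons in Supplementary Table 2 are as follows. ATG5 (YPL149W) is transcribed from the forward strand of chromosome XVI, from 271310 to 272194. The ATG5-1 amplicon lies within the open reading frame at 271629 to 271711, ATG5-3 lies 5 bp upstream of it at 271233 to 271305, and ATG5-2 lies 123 bp upstream at 271116 to 271187. ATG8 (YBL078C) is on the reverse strand of chromosome II from 80378 to 80731, and the ATG8-2 amplicon lies 112 bp upstream of it at 80843 to 80917. ATG23 (YLR431C) is on the reverse strand of chromosome XII from 1000342 to 1001703. The ATG23-1 amplicon lies within it at 1000477 to 1000563, and ATG23-3 lies 6 bp upstream at 1001709 to 1001788. The ATG8-1 and ATG23-2 primers had no exact amplicon in R64 with the sequences as printed.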

The location and orientation of *ATG* genes were labeled with red arrows.

**c**, ChIP analysis of Ser33 binding at *ATG5*, *ATG8*, and *ATG23* using the amplicons at each gene as indicated at the top panel.

For Supplementary Fig. 7a, shown are the typical example of three biological independent replicates.

For Supplementary Fig. 7c, the quantitative data represent means  $\pm$  SE; n=3 biological independent experiments. Statistical significance was tested using two-sided Student's t-test. \*,  $p<0.05$ ; \*\*,  $p<0.01$ ; \*\*\*,  $p<0.001$ .

Supplementary Fig. 8

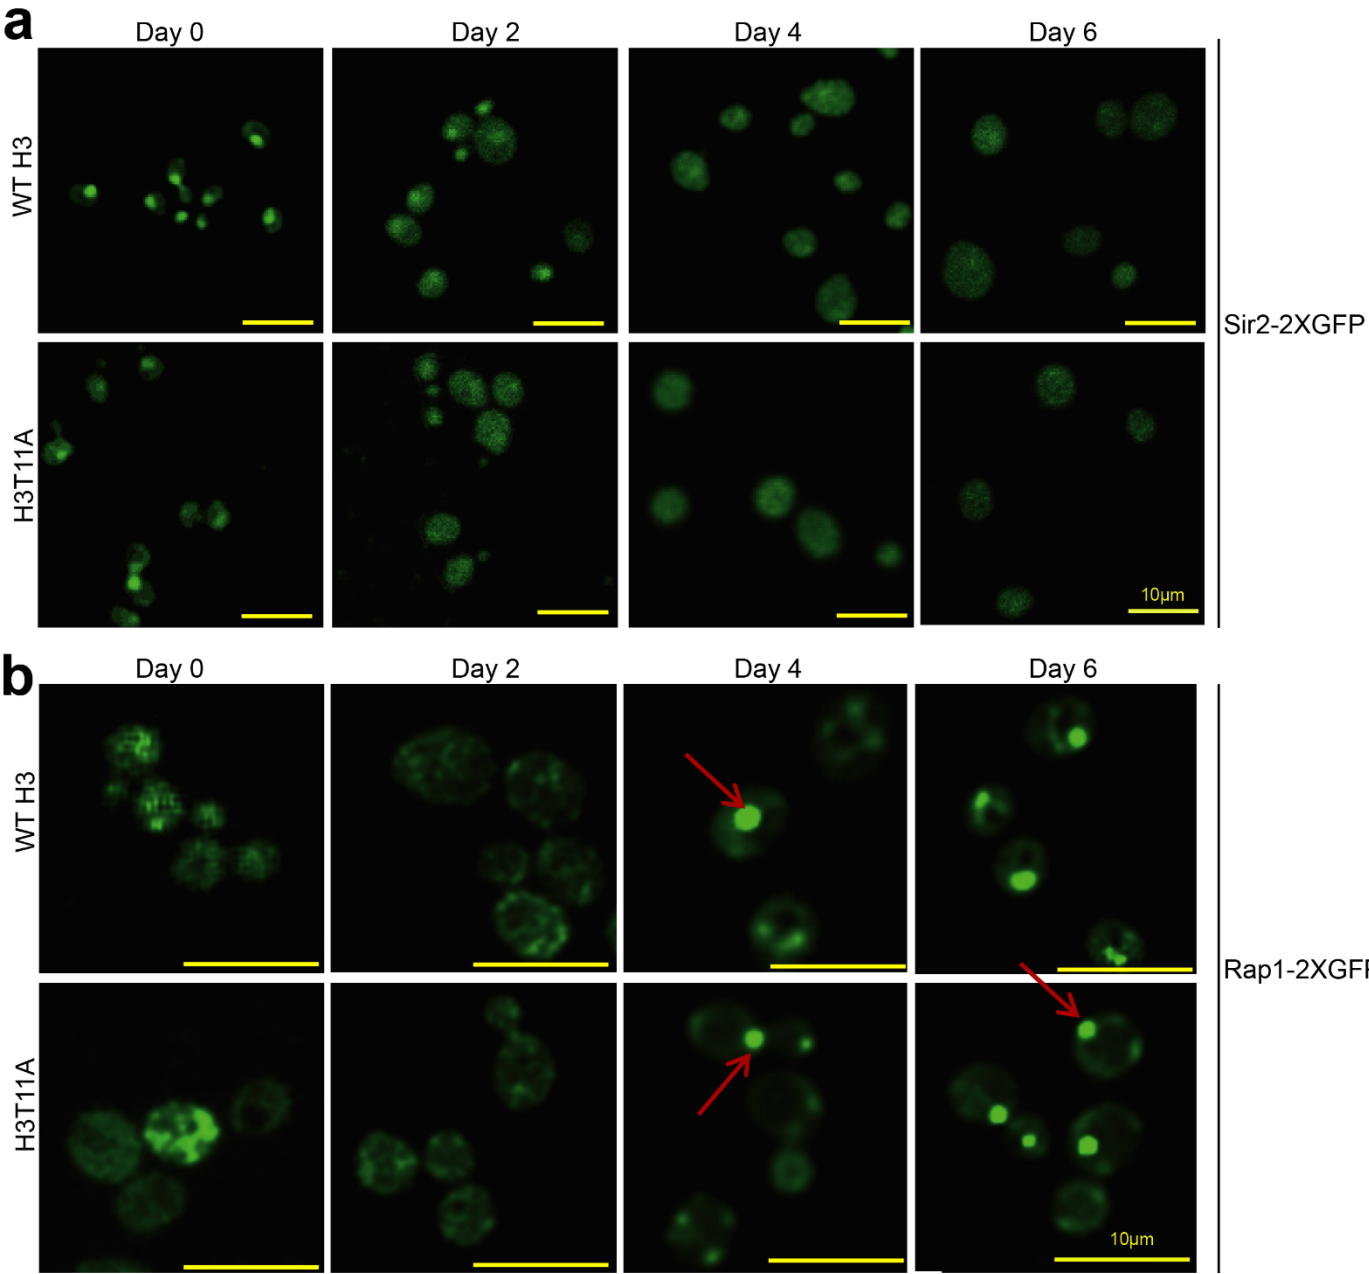

**Supplementary Fig. 8 SESAME-catalyzed H3T11 phosphorylation has no effect on telomere hyperclustering.**

**a**, Fluorescence images of Sir2-2xGFP in WT and H3T11A mutant when grown in YPD medium from day 0 to day 6. Scale, 10  $\mu$ m.

**b**, Fluorescence images of Rap1-2xGFP in WT and H3T11A mutant when grown in YPD medium from day 0 to day 6. The telomere hyperclusters were indicated by red arrows. Scale, 10  $\mu$ m.

For Supplementary Fig. 8a and 8b, the images shown are a typical example of three biological independent experiments.

**Supplementary Table 1.** List of strains used in this study

| <b>Name</b>                       | <b>Parental Strain</b> | <b>Genotype</b>                                                        | <b>Source</b>                           |
|-----------------------------------|------------------------|------------------------------------------------------------------------|-----------------------------------------|
| BY4741                            | BY4741                 | <i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0</i>                               | Open Biosystems                         |
| <i>sam1Δ</i>                      | BY4741                 | <i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 sam1Δ::KAN</i>                    | Open Biosystems                         |
| <i>sam2Δ</i>                      | BY4741                 | <i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 sam2Δ::KAN</i>                    | Open Biosystems                         |
| <i>ser33Δ</i>                     | BY4741                 | <i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 ser33Δ::KAN</i>                   | Open Biosystems                         |
| <i>shm2Δ</i>                      | BY4741                 | <i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 shm2Δ::KAN</i>                    | Open Biosystems                         |
| <i>sir2Δ</i>                      | BY4741                 | <i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 sir2Δ::KAN</i>                    | Open Biosystems                         |
| <i>sir4Δ</i>                      | BY4741                 | <i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 sir4Δ::KAN</i>                    | Open Biosystems                         |
| <i>sir3Δ</i>                      | BY4741                 | <i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 sir3Δ::KAN</i>                    | Open Biosystems                         |
| Sir2-FLAG                         | BY4741                 | <i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 SIR2-3xFLAG::KAN</i>              | In this study                           |
| Sir2-Myc                          | BY4741                 | <i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 SIR2-13xMYC::HIS3</i>             | In this study                           |
| Sir2-Myc <i>atg2Δ</i>             | BY4741                 | <i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 SIR2-13xMYC::HIS3 atg2Δ::KAN</i>  | In this study                           |
| Sir2-Myc <i>atg12Δ</i>            | BY4741                 | <i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 SIR2-13xMYC::HIS3 atg12Δ::KAN</i> | In this study                           |
| Sir2-Myc <i>pep4Δ</i>             | BY4741                 | <i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 SIR2-13xMYC::HIS3 pep4Δ::KAN</i>  | In this study                           |
| Sir2-Myc <i>atg5Δ</i>             | BY4741                 | <i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 SIR2-13xMYC::HIS3 atg5Δ::KAN</i>  | In this study                           |
| Sir2-Myc <i>atg7Δ</i>             | BY4741                 | <i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 SIR2-13xMYC::HIS3 atg7Δ::KAN</i>  | In this study                           |
| Sir2-Myc <i>atg9Δ</i>             | BY4741                 | <i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 SIR2-13xMYC::HIS3 atg9Δ::KAN</i>  | In this study                           |
| Sir2-FLAG <i>ser33Δ</i>           | BY4741                 | <i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 SIR2-3xFLAG::KAN ser33Δ::URA3</i> | In this study                           |
| Ser33-FLAG                        | BY4741                 | <i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 SER33-3xFLAG::KAN</i>             | In this study                           |
| Pyk1-FLAG                         | BY4741                 | <i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 PYK1-3xFLAG::KAN</i>              | In this study                           |
| Sam1-FLAG                         | BY4741                 | <i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 SAM1-3xFLAG::KAN</i>              | In this study                           |
| <i>Pyk1-ts</i> ( <i>cdc19-1</i> ) | S288C                  |                                                                        | Yeast Conditional Temperature Sensitive |
| Sir2-Myc <i>Pyk1-ts</i>           | S288C                  | <i>cdc19-1 SIR2-13xMYC::HIS3</i>                                       | In this study                           |

|                                     |         |                                                                                                                                                                                     |                                 |
|-------------------------------------|---------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------|
| Sir2-Myc<br><i>Pyk1-ts atg2Δ</i>    | S288C   | <i>cdc19-1 SIR2-13xMYC::HIS3 atg2Δ::URA3</i>                                                                                                                                        | In this study                   |
| Sir2-Myc<br><i>Pyk1-ts atg12Δ</i>   | S288C   | <i>cdc19-1 SIR2-13xMYC::HIS3 atg12Δ::URA3</i>                                                                                                                                       | In this study                   |
| Sir2-Myc<br><i>Pyk1-ts pep4Δ</i>    | S288C   | <i>cdc19-1 SIR2-13xMYC::HIS3 pep4Δ::URA3</i>                                                                                                                                        | In this study                   |
| Sir2-Myc<br><i>atg12Δ</i>           | BY4741  | <i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, SIR2-13xMYC::HIS3 atg12Δ::URA3</i>                                                                                                            | In this study                   |
| Sir2-Myc<br><i>atg2Δ</i>            | BY4741  | <i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, SIR2-13xMYC::HIS3 atg2Δ::URA3</i>                                                                                                             | In this study                   |
| Sir2-Myc<br><i>pep4Δ</i>            | BY4741  | <i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, SIR2-13xMYC::HIS3 pep4Δ::URA3</i>                                                                                                             | In this study                   |
| Wide type<br>(YBL)                  | S288C   | <i>MATa his3Δ200 leu2Δ1 ura3-52, trp1Δ63 lys2-128δ (hht1-hhf1)Δ::LEU2, (hht2-hhf2)Δ::HIS3 Ty912 35- lacZ::his4 pDM18-HHT2-HHF2-TRP1</i>                                             | Provided by Dr. Fred Winston    |
| H3T11A<br>(YBL)                     | S288C   | <i>MATa his3Δ200 leu2Δ1 ura3-52, trp1Δ63 lys2-128δ (hht1-hhf1)Δ::LEU2, (hht2-hhf2)Δ::HIS3 Ty912 35- lacZ::his4 pDM18-HHT2(T11A)-HHF2-TRP1</i>                                       | In this study                   |
| H3T11D<br>(YBL)                     | S288C   | <i>MATa his3Δ200 leu2Δ1 ura3-52, trp1Δ63 lys2-128δ (hht1-hhf1)Δ::LEU2, (hht2-hhf2)Δ::HIS3 Ty912 35- lacZ::his4 pDM18-HHT2(T11D)-HHF2-TRP1</i>                                       | In this study                   |
| <i>sam1Δ</i><br>(TEL)               | UCC1369 | <i>MATa ade2::hisG his3Δ200 leu2Δ0 lys2Δ0 met15Δ0 trp1Δ63 ura3Δ0 adh4::URA3-TEL-VIIL ADE2-TEL-VR, (hht2-hhf2)Δ::MET15 (hht1-hhf1)Δ::LEU2, pDM18-HHT2-HHF2-TRP1, sam1Δ::KAN</i>      | In this study                   |
| <i>shm2Δ</i><br>(TEL)               | UCC1369 | <i>MATa ade2::hisG his3Δ200 leu2Δ0 lys2Δ0 met15Δ0 trp1Δ63 ura3Δ0 adh4::URA3-TEL-VIIL ADE2-TEL-VR, (hht2-hhf2)Δ::MET15 (hht1-hhf1)Δ::LEU2, pDM18-HHT2-HHF2-TRP1, shm2Δ::KAN</i>      | In this study                   |
| UCC1369                             | UCC1369 | <i>MATa ade2::hisG his3Δ200 leu2Δ0 lys2Δ0 met15Δ0 trp1Δ63 ura3Δ0 adh4::URA3-TEL-VIIL ADE2-TEL-VR, (hht2-hhf2)Δ::MET15 (hht1-hhf1)Δ::LEU2, pDM18-HHT2-HHF2-TRP1</i>                  | Provided by Dr. Dan Gottschling |
| <i>sir2Δ</i><br>(UCC1369)           | UCC1369 | <i>MATa ade2::hisG his3Δ200 leu2Δ0 lys2Δ0 met15Δ0 trp1Δ63 ura3Δ0 adh4::URA3-TEL-VIIL ADE2-TEL-VR, (hht2-hhf2)Δ::MET15 (hht1-hhf1)Δ::LEU2, pDM18-HHT2-HHF2-TRP1, sir2Δ::KAN</i>      | In this study                   |
| H3T11A<br>(UCC1369)                 | UCC1369 | <i>MATa ade2::hisG his3Δ200 leu2Δ0 lys2Δ0 met15Δ0 trp1Δ63 ura3Δ0 adh4::URA3-TEL-VIIL ADE2-TEL-VR, (hht2-hhf2)Δ::MET15 (hht1-hhf1)Δ::LEU2, pDM18-HHT2(T11A)-HHF2-TRP1</i>            | In this study                   |
| <i>sam1Δ</i><br>H3T11A<br>(UCC1369) | UCC1369 | <i>MATa ade2::hisG his3Δ200 leu2Δ0 lys2Δ0 met15Δ0 trp1Δ63 ura3Δ0 adh4::URA3-TEL-VIIL ADE2-TEL-VR, (hht2-hhf2)Δ::MET15 (hht1-hhf1)Δ::LEU2, pDM18-HHT2(T11A)-HHF2-TRP1 sam1Δ::KAN</i> | In this study                   |
| <i>shm2Δ</i><br>H3T11A<br>(UCC1369) | UCC1369 | <i>MATa ade2::hisG his3Δ200 leu2Δ0 lys2Δ0 met15Δ0 trp1Δ63 ura3Δ0 adh4::URA3-TEL-VIIL ADE2-TEL-VR, (hht2-hhf2)Δ::MET15 (hht1-hhf1)Δ::LEU2, pDM18-HHT2(T11A)-HHF2-TRP1 shm2Δ::KAN</i> | In this study                   |

|                               |        |                                                                                                                                                                                |               |
|-------------------------------|--------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------|
| Sir2-FLAG WT H3 (YBL)         | S288C  | <i>MATa his3Δ200 leu2Δ1 ura3-52, trp1Δ63 lys2-128δ (hht1-hhf1)Δ::LEU2, (hht2-hhf2)Δ::HIS3 Ty912 35- lacZ::his4 pDM18-HHT2-HHF2-TRP1 SIR2-3xFLAG::KAN</i>                       | In this study |
| Sir2-FLAG H3T11A (YBL)        | S288C  | <i>MATa his3Δ200 leu2Δ1 ura3-52, trp1Δ63 lys2-128δ (hht1-hhf1)Δ::LEU2, (hht2-hhf2)Δ::HIS3 Ty912 35- lacZ::his4 pDM18-HHT2(T11A)-HHF2-TRP1 SIR2-3xFLAG::KAN</i>                 | In this study |
| Sir2-FLAG H3T11D (YBL)        | S288C  | <i>MATa his3Δ200 leu2Δ1 ura3-52, trp1Δ63 lys2-128δ (hht1-hhf1)Δ::LEU2, (hht2-hhf2)Δ::HIS3 Ty912 35- lacZ::his4, pDM18-HHT2(T11D)-HHF2-TRP1 SIR2-3xFLAG::KAN</i>                | In this study |
| Sir3-FLAG H3T11A (YBL)        | S288C  | <i>MATa his3Δ200 leu2Δ1 ura3-52, trp1Δ63 lys2-128δ (hht1-hhf1)Δ::LEU2, (hht2-hhf2)Δ::HIS3 Ty912 35- lacZ::his4 pDM18-HHT2(T11A)-HHF2-TRP1 SIR3-3xFLAG::KAN</i>                 | In this study |
| Sir3-FLAG (YBL)               | S288C  | <i>MATa his3Δ200 leu2Δ1 ura3-52, trp1Δ63 lys2-128δ (hht1-hhf1)Δ::LEU2, (hht2-hhf2)Δ::HIS3 Ty912 35- lacZ::his4 pDM18-HHT2-HHF2-TRP1 SIR3-3xFLAG::KAN</i>                       | In this study |
| Sir4-FLAG (YBL)               | S288C  | <i>MATa his3Δ200 leu2Δ1 ura3-52, trp1Δ63 lys2-128δ (hht1-hhf1)Δ::LEU2, (hht2-hhf2)Δ::HIS3 Ty912 35- lacZ::his4 pDM18-HHT2-HHF2-TRP1 SIR4-3xFLAG::KAN</i>                       | In this study |
| Sir4-FLAG H3T11A (YBL)        | S288C  | <i>MATa his3Δ200 leu2Δ1 ura3-52, trp1Δ63 lys2-128δ (hht1-hhf1)Δ::LEU2, (hht2-hhf2)Δ::HIS3 Ty912 35- lacZ::his4 pDM18-HHT2(T11A)-HHF2-TRP1 SIR4-3xFLAG::KAN</i>                 | In this study |
| Sir2-FLAG atg2Δ (YBL)         | S288C  | <i>MATa his3Δ200 leu2Δ1 ura3-52, trp1Δ63 lys2-128δ (hht1-hhf1)Δ::LEU2, (hht2-hhf2)Δ::HIS3 Ty912 35- lacZ::his4, pDM18-HHT2-HHF2-TRP1, SIR2-3xFLAG::KAN atg2Δ::URA3</i>         | In this study |
| Sir2-FLAG H3T11A atg2Δ (YBL)  | S288C  | <i>MATa his3Δ200 leu2Δ1 ura3-52, trp1Δ63 lys2-128δ (hht1-hhf1)Δ::LEU2, (hht2-hhf2)Δ::HIS3 Ty912 35- lacZ::his4, pDM18-HHT2(T11A)-HHF2-TRP1, SIR2-3xFLAG::KAN, atg2Δ::URA3</i>  | In this study |
| Sir2-FLAG atg12Δ (YBL)        | S288C  | <i>MATa his3Δ200 leu2Δ1 ura3-52, trp1Δ63 lys2-128δ (hht1-hhf1)Δ::LEU2, (hht2-hhf2)Δ::HIS3 Ty912 35- lacZ::his4, pDM18-HHT2-HHF2-TRP1, SIR2-3xFLAG::KAN, atg12Δ::URA3</i>       | In this study |
| Sir2-FLAG H3T11A atg12Δ (YBL) | S288C  | <i>MATa his3Δ200 leu2Δ1 ura3-52, trp1Δ63 lys2-128δ (hht1-hhf1)Δ::LEU2, (hht2-hhf2)Δ::HIS3 Ty912 35- lacZ::his4, pDM18-HHT2(T11A)-HHF2-TRP1, SIR2-3xFLAG::KAN, atg12Δ::URA3</i> | In this study |
| Sir2-FLAG pep4Δ (YBL)         | S288C  | <i>MATa his3Δ200 leu2Δ1 ura3-52, trp1Δ63 lys2-128δ (hht1-hhf1)Δ::LEU2, (hht2-hhf2)Δ::HIS3 Ty912 35- lacZ::his4, pDM18-HHT2-HHF2-TRP1, SIR2-3xFLAG::KAN, pep4Δ::URA3</i>        | In this study |
| Sir2-FLAG H3T11A pep4Δ (YBL)  | S288C  | <i>MATa his3Δ200 leu2Δ1 ura3-52, trp1Δ63 lys2-128δ (hht1-hhf1)Δ::LEU2, (hht2-hhf2)Δ::HIS3 Ty912 35- lacZ::his4, pDM18-HHT2(T11A)-HHF2-TRP1, SIR2-3xFLAG::KAN, pep4Δ::URA3</i>  | In this study |
| ATG8p-GFP-Atg8                | BY4741 | <i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0, ATG8p-GFP-ATG8-URA3</i>                                                                                                                  | In this study |
| Sir2-FLAG WT H3(YBL)/         | S288C  | <i>MATa his3Δ200 leu2Δ1 ura3-52, trp1Δ63 lys2-128δ (hht1-hhf1)Δ::LEU2, (hht2-hhf2)Δ::HIS3 Ty912 35- lacZ::his4,</i>                                                            | In this study |

|                                       |        |                                                                                                                                                                                          |               |
|---------------------------------------|--------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------|
| ATG8p-GFP-Atg8                        |        | <i>pDM18-HHT2-HHF2-TRP1 SIR2-3xFLAG::KAN, ATG8p-GFP-ATG8-URA3</i>                                                                                                                        |               |
| Sir2-FLAG H3T11A (YBL)/ATG8p-GFP-Atg8 | S288C  | <i>MATa his3Δ200 leu2Δ1 ura3-52, trp1Δ63 lys2-128δ (hht1-hhf1)Δ::LEU2, (hht2-hhf2)Δ::HIS3, Ty912 35- lacZ::his4, pDM18-HHT2(T11A)-HHF2-TRP1, SIR2-3xFLAG::KAN, ATG8p-GFP-ATG8-URA3</i>   | In this study |
| <i>Pyk1-ts/ATG8p-GFP-Atg8</i>         | S288C  | <i>cdc19-1 ATG8p-GFP-ATG8-URA3</i>                                                                                                                                                       | In this study |
| Sir2-Myc <i>sir4Δ</i>                 | BY4741 | <i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 SIR2-13xMYC::HIS3 sir4Δ::KAN</i>                                                                                                                    | In this study |
| Sir2-Myc <i>sir3Δ</i>                 | BY4741 | <i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 SIR2-13xMYC::HIS3 sir3Δ::KAN</i>                                                                                                                    | In this study |
| Sir2-Myc R1158                        | R1158  | <i>MATa URA3::CMV-tTA his3-1 leu2-0 met15-0 ura3-1 URA3::CMV-tTA SIR2-13xMYC::HIS3</i>                                                                                                   | In this study |
| Sir2-Myc <i>TetO7-CRM1</i>            | R1158  | <i>MATa URA3::CMV-tTA his3-1 leu2-0 met15-0 ura3-1 pCRM1::kanR-tet07-TATA URA3::CMV-tTA, SIR2-13xMYC::HIS3</i>                                                                           | In this study |
| Sir2-GFP R1158                        | R1158  | <i>MATa URA3::CMV-tTA his3-1 leu2-0 met15-0 ura3-1 SIR2-2xGFP::KAN</i>                                                                                                                   | In this study |
| Sir2-GFP <i>TetO7-CRM1</i>            | R1158  | <i>MATa URA3::CMV-tTA his3-1 leu2-0 met15-0 ura3-1 pCRM1::kanR-tet07-TATA URA3::CMV-tTA, SIR2-2xGFP::KAN</i>                                                                             | In this study |
| WT (Empty vector)                     | S288C  | <i>MATa ade2::hisG his3Δ200 leu2Δ0 lys2Δ0 met15Δ0 trp1Δ63 ura3Δ0 adh4::URA3-TEL-VIIL ADE2-TEL-VR, (hht2-hhf2)Δ::MET15 (hht1-hhf1)Δ::LEU2, pDM18-HHT2-HHF2-TRP1, pTEF-HIS3</i>            | In this study |
| WT ( <i>pTEFpro-SIR2</i> )            | S288C  | <i>MATa ade2::hisG his3Δ200 leu2Δ0 lys2Δ0 met15Δ0 trp1Δ63 ura3Δ0 adh4::URA3-TEL-VIIL ADE2-TEL-VR, (hht2-hhf2)Δ::MET15 (hht1-hhf1)Δ::LEU2, pDM18-HHT2-HHF2-TRP1, pTEF-SIR2-HIS3</i>       | In this study |
| H3T11A (Empty vector)                 | S288C  | <i>MATa ade2::hisG his3Δ200 leu2Δ0 lys2Δ0 met15Δ0 trp1Δ63 ura3Δ0 adh4::URA3-TEL-VIIL ADE2-TEL-VR, (hht2-hhf2)Δ::MET15 (hht1-hhf1)Δ::LEU2, pDM18-HHT2(T11A)-HHF2-TRP1, pTEF-HIS3</i>      | In this study |
| H3T11A ( <i>pTEFpro-SIR2</i> )        | S288C  | <i>MATa ade2::hisG his3Δ200 leu2Δ0 lys2Δ0 met15Δ0 trp1Δ63 ura3Δ0 adh4::URA3-TEL-VIIL ADE2-TEL-VR, (hht2-hhf2)Δ::MET15 (hht1-hhf1)Δ::LEU2, pDM18-HHT2(T11A)-HHF2-TRP1, pTEF-SIR2-HIS3</i> | In this study |
| Rap1-GFP WT H3                        | S288C  | <i>MATa his3Δ200 leu2Δ0 lys2Δ0 trp1Δ63 ura3Δ0 met15Δ0 can1::MFA1pr-HIS3 hht1-hhf1::NatMX4 hht2-hhf2::[HHTS-HHFS]*-URA3 RAP1-2xGFP::KAN</i>                                               | In this study |
| Rap1-GFP H3T11A                       | S288C  | <i>MATa his3Δ200 leu2Δ0 lys2Δ0 trp1Δ63 ura3Δ0 met15Δ0 can1::MFA1pr-HIS3 hht1-hhf1::NatMX4 hht2-hhf2::[HHTS(T11A)-HHFS]*-URA3 RAP1-2xGFP::KAN</i>                                         | In this study |
| Ser33-FLAG <i>set1Δ</i>               | BY4741 | <i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 SER33-3xFLAG::KAN set1Δ::HIS3</i>                                                                                                                   | In this study |
| Pyk1-FLAG <i>set1Δ</i>                | BY4741 | <i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 PYK1-3xFLAG::KAN set1Δ::HIS3</i>                                                                                                                    | In this study |
| Sam1-FLAG <i>set1Δ</i>                | BY4741 | <i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 SAM1-3xFLAG::KAN set1Δ::HIS3</i>                                                                                                                    | In this study |

|                                              |        |                                                                                                                                                               |               |
|----------------------------------------------|--------|---------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------|
| Sir2-FLAG<br><i>set1Δ</i>                    | BY4741 | <i>MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 SIR2-3xFLAG::KAN set1Δ::HIS3</i>                                                                                         | In this study |
| Sir2-FLAG<br>H3K4A<br>(YBL)                  | S288C  | <i>MATa his3Δ200 leu2Δ1 ura3-52, trp1Δ63 lys2-128δ (hht1-hhf1)Δ::LEU2, (hht2-hhf2)Δ::HIS3 Ty912 35- lacZ::his4 pDM18-HHT2(K4A)-HHF2-TRP1 SIR2-3xFLAG::KAN</i> | In this study |
| Sir2-FLAG WT<br>H3 (Integrated<br>H3/H4)     | S288C  | <i>MATa his3Δ200 leu2Δ0 lys2Δ0 trp1Δ63 ura3Δ0 met15Δ0 can1::MFA1pr-HIS3 hht1-hhf1::NatMX4 hht2-hhf2::[HHTS-HHFS]*-URA3 SIR2-3xFLAG::KAN</i>                   | In this study |
| Sir2-FLAG<br>H3T11A<br>(Integrated<br>H3/H4) | S288C  | <i>MATa his3Δ200 leu2Δ0 lys2Δ0 trp1Δ63 ura3Δ0 met15Δ0 can1::MFA1pr-HIS3 hht1-hhf1::NatMX4 hht2-hhf2::[HHTS(T11A)-HHFS]*-URA3 SIR2-3xFLAG::KAN</i>             | In this study |

**Supplementary Table 2.** List of primers used in this study

| Gene name            | Sequence                                            |
|----------------------|-----------------------------------------------------|
| <i>ChIP</i>          |                                                     |
| <i>TEL VIR 1kb</i>   | GTTATGTTAGAGATAACTGTGAG<br>GCTTGTTAACTCTCCGACAG     |
| <i>TEL VIR 2.5kb</i> | GCAATGAATCTTCGGTGCTTGG<br>CCATACCAATATCAACTTCACGG   |
| <i>TEL VIR 5kb</i>   | CCCCGCCTTTGAAGATTGTCCC<br>CGAGACCCACTTGTATTCTTAGTGC |
| <i>TEL VIR 7.5kb</i> | CCTCTATAGGACCTGTCTCATGG<br>GGAAGTCTACACTAATAGCTATG  |
| <i>TEL VIR 15kb</i>  | GCGCAATATATAGCAGAAGAGC<br>CAATTCGTCGATAAAGTGC       |
| <i>TEL VIR-L</i>     | CCACACCCACACCCTAATAC<br>GGGTAATGGAGGGTAAGTTGAG      |
| <i>TEL VIR-R</i>     | AGGATTATAGGTAAATGGCAAGGG<br>GACCCAGTCCTCATTTCATC    |
| <i>TEL VIII-L</i>    | TTACCCCATCTAAAGTGCCG<br>ACAACCACACCTCCGAAATC        |
| <i>TEL VIII -R</i>   | CACACCCACACTTTTCACATC<br>GCTATGTAGAAGTGCTGTAGGG     |
| <i>TEL XII-L</i>     | ATCTACCTCTACTCTCGCTGTC<br>CGTACATGAGGGCTATTTAGGG    |
| <i>TEL XII-R</i>     | TTACCCCATCTAAAGTGCCG<br>ACAACCACACCTCCGAAATC        |
| <i>ATG5-1</i>        | ACCAGGTAAAGGATGTTCTCAC<br>TGCGATGGGAATGATAGTTGG     |
| <i>ATG5-2</i>        | AACTGTGGCAAGAACATCGC<br>AGGCGTTATGTTTCTCATCGC       |

|                                  |                                 |
|----------------------------------|---------------------------------|
| <i>ATG5-3</i>                    | AGCATGCTCAGAAGTGCGAA            |
|                                  | ACATCATAGGTTTCCTATCTCCGT        |
| <i>ATG8-1</i>                    | ACCTTACCGTAGGGCAATTG            |
|                                  | CCCGTCCTTATCCTTGTGTTT           |
| <i>ATG8-2</i>                    | ACCCGTGAAATCATAGCACAT           |
|                                  | ACCAAATATTTTTGCCGCCG            |
| <i>ATG23-1</i>                   | CTCCATAGCGAAAGTACCACTG          |
|                                  | CGACCCTTTATGGCTTTTGTG           |
| <i>ATG23-2</i>                   | ATAGAACACAGAGAACGTCTG           |
|                                  | CCATTCCTTAGCCGTTCTCC            |
| <i>ATG23-3</i>                   | AGTTCAAGTGATTATTTTCGTTTTCTTGT   |
|                                  | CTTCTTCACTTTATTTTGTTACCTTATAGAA |
| <i>PHO11</i>                     | GACAAAATCGGAACTCAAACGG          |
|                                  | TCTTTCACCGTGTCTACCAAC           |
| <i>COS8</i>                      | CCGTTCTACCTCAAGATGTTTTCCG       |
|                                  | CCAGGAACAGGACAAGAAGTGAAAC       |
| <i>YFR057W</i>                   | TGATATTTGGACCTACTAGTGTCTATAG    |
|                                  | GCTTGGCGGTGTCTTTAATG            |
| <i>SEO1</i>                      | GGTTTAGAGGGATGGAGATGG           |
|                                  | TCCTCGCCAACCTAATTCATC           |
| <i>YCR106W</i>                   | CGCCTTAGGGTTATTATACAATGC        |
|                                  | CGCTCTCAAAGAGTGAAATGTCC         |
| <i>SOR1</i>                      | GTAGTTCTAGAGAAAGTCGGCG          |
|                                  | GGCGCCTTCAATATGTACTTACC         |
| <i>RDN58-1</i>                   | GCGAAATGCGATACGTAATGTG          |
|                                  | GGCGCAATGTGCGTTCA               |
| <i>HML-<math>\alpha</math>-1</i> | TCAATATTATTCGACCACTCAAGAAAG     |
|                                  | CGCTATCCTGTGAATTTGGATT          |
| <i>YJR011C</i>                   | CCGCTTATTATTGGATAGTTGTGAG       |
|                                  | TCGACATTTAATCTGTTTAATTCCTGG     |
| <i>PYK1</i>                      | GCTACGTAAATGTGTTCCGCAC          |
|                                  | GGTACCTAGCATCATATGGGAAGG        |
| TEL II 0.2kb                     | GTTGATTGGCAAAGCTCCAC            |
|                                  | CATGGCATCCACCAAAATATGG          |
| TEL II 2.8kb                     | AGAGAAAGAGCGGAGAAACAG           |
|                                  | GCCTTAAAATGCCCTCTGTTG           |
| TEL II 5.7kb                     | GAAATTGGAAGCGTATGACTTCG         |
|                                  | CCACTACCCTGATCTGCAATC           |
| TEL II 9.7kb                     | ACCTTGATTTTGACGCTTTTGAG         |
|                                  | TGAGATCTTCCGACCGTTTG            |
| qRT-PCR                          |                                 |
| <i>ACTIN</i>                     | CTGTCGAGAGATTTCTCTTTTACC        |
|                                  | GCCCCTATTTATTCCAATAATATCG       |
| <i>PHO11</i>                     | GACAAAATCGGAACTCAAACGG          |
|                                  | TCTTTCACCGTGTCTACCAAC           |
| <i>YFR057W</i>                   | TGATATTTGGACCTACTAGTGTCTATAG    |
|                                  | GCTTGGCGGTGTCTTTAATG            |

|                                   |                                                                 |
|-----------------------------------|-----------------------------------------------------------------|
| <i>COS8</i>                       | CCGTTCTACCTCAAGATGTTTTCCG                                       |
|                                   | CCAGGAACAGGACAAGAAGTGAAAC                                       |
| <i>YCR106W</i>                    | CGCCTTAGGGTTATTATACAATGC                                        |
|                                   | CGCTCTCAAAGAGTGAAATGTCC                                         |
| <i>SOR1</i>                       | GTAGTTCTAGAGAAAGTCGGCG                                          |
|                                   | GGCGCCTTCAATATGTACTTACC                                         |
| <i>SEO1</i>                       | GGTTTAGAGGGATGGAGATGG                                           |
|                                   | TCCTCGCCAACCTAATTTTCATC                                         |
| <i>SIR2</i>                       | CCTCGAACTTCCACTATGCC                                            |
|                                   | TGAGAACGCCATATGAGTTAAGG                                         |
| <i>URA3</i>                       | CAGAATTGTCATGCAAGGGC                                            |
|                                   | GTAACCTTCATCTCTTCCACCC                                          |
| <i>ADE2</i>                       | TCTCTGTCGCTCAAAGTTGG                                            |
|                                   | GTCACCTCAAATGGAACGCC                                            |
| <i>ATG3</i>                       | TTGCTAGATAAGGTTTCGTGTGG                                         |
|                                   | CAAGTATTGGTCTACCCGTAACG                                         |
| <i>ATG5</i>                       | ACCAGGTAAAGGATGTTCTCAC                                          |
|                                   | TGCGATGGGAATGATAGTTGG                                           |
| <i>ATG7</i>                       | TCCCTGTTTTCAAAGACCCTC                                           |
|                                   | GAGAACAGCCCTTTTAAACTCG                                          |
| <i>ATG8</i>                       | ACCTTACCGTAGGGCAATTTG                                           |
|                                   | CCCGTCCTTATCCTTGTGTTC                                           |
| <i>ATG11</i>                      | AACTCCCCTAATTCCAACGAC                                           |
|                                   | AACGCGAAAGATCTACGTCTG                                           |
| <i>ATG12</i>                      | GGAACGGCAATGGAAAGATC                                            |
|                                   | TCAACTTGCTGGTCGACAG                                             |
| <i>ATG14</i>                      | CAAGATGAAGTGTAGGTCCGTC                                          |
|                                   | CATGAGGTCCTGTGACTGTTG                                           |
| <i>ATG29</i>                      | CTATTAAATGTATCCGCAAGCCC                                         |
|                                   | CGCCTCATTTGTTACTTCTGTC                                          |
| <i>ATG23</i>                      | CTCCATAGCGAAAGTACCACTG                                          |
|                                   | CGACCCTTTATGGCTTTTGTG                                           |
| <i>ATG31</i>                      | AGCGTTGACAGTGATAGATTCAG                                         |
|                                   | GGAGACAGATCGCAAATTGTG                                           |
| <i>ATG32</i>                      | CAGCATACGAACACCAAACAG                                           |
|                                   | TGATTGTGTCGCTAGAGGAATC                                          |
| <i>SIR3</i>                       | ATGGAAATATACCGTCTCAGCG                                          |
|                                   | AATCTGTAGGTGATGTGAGCG                                           |
| <i>SIR4</i>                       | CAGATGCCAAAATTATGCCTAAGG                                        |
|                                   | TCTGGTAGGGTTTTTCGTTCC                                           |
| <i>CRM1</i>                       | CGCCGAAGTGCTAAATTGTATG                                          |
|                                   | ACGATGCTCTGGATATTCTGTG                                          |
| Primers for construct preparation |                                                                 |
| <i>pTEFpro-SIR2</i>               | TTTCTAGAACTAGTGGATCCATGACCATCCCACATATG<br>AAA                   |
|                                   | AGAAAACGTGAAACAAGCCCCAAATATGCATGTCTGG<br>TTAACTATAGGGCGAATTGGGT |

**Supplementary Table 3.** List of antibodies used in this study

| <b>Name</b>                     | <b>Company</b>            | <b>Cat. No</b> |
|---------------------------------|---------------------------|----------------|
| Anti-Histone H3                 | Cell Signaling Technology | 9715S          |
| Anti-Histone H3                 | Abcam                     | ab1791         |
| Anti-H3T11 phosphorylation      | Abcam                     | ab5168         |
| Anti-Flag M2                    | Sigma-Aldrich             | F1804-1MG      |
| Anti-H4K16 acetylation          | EMD Millipore             | 07-329         |
| Anti-Sir2                       | Santa Cruz Biotechnology  | sc-6667        |
| Anti-Sir3                       | Santa Cruz Biotechnology  | sc-101612      |
| Anti-GAPDH                      | proteintech               | 10494-1-AP     |
| Anti-GFP                        | proteintech               | 66002-1-1g     |
| Anti-Myc                        | proteintech               | 60003-2-1g     |
| goat polyclonal anti-mouse IgG  | proteintech               | SA00001-1      |
| goat polyclonal anti-rabbit IgG | proteintech               | SA00001-2      |

## References

1. Mei, Q. *et al.* Set1-catalyzed H3K4 trimethylation antagonizes the HIR/Asf1/Rtt106 repressor complex to promote histone gene expression and chronological life span. *Nucleic Acids Res.* **47**, 3434-3449 (2019).

How the deposited data were processed for this re-analysis (not part of the article)

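RNA-seq of Saccharomyces cerevisiae was analysed in 28 libraries from 8 strains: the mutants acs2-ts, sam1, ser33, shm2 and pyk1, BY4741 as the wild type of sam1, ser33 and shm2, and a wild-type strain each for acs2-ts and pyk1. Every strain had 2 biological replicates. All strains except pyk1 and its wild type had 2 libraries per replicate, made from the same RNA. The paper's text does not describe this experiment, so the conditions were taken from the labels of the samples. The second replicate of the wild type of acs2-ts is number 2 in its title and number 3 in its description, and the title was used. The labels give neither a growth temperature nor the allele of the pyk1 strain.

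The authors extracted total RNA, depleted ribosomal RNA, made stranded Illumina libraries and deposited 1 table of RPKM values, with 1 column for each library. The authors' aligner, counting, genome build, annotation and filters are not stated, nor is the read total by which they divided. The table holds 7125 genes, of which 13 are at 0 in every library. Its other 32 columns hold no value and were not used. The designs written before the table was opened assumed read counts. Because the deposited unit was RPKM, the alternative stated there for normalized values was used: limma on log2(RPKM + 1). Scaling to the reads of the library fixes the sum that all genes share, so a rise of abundant transcripts lowers the values of the others.

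Genes were matched to the RefSeq annotation of the R64 genome by systematic name, or for 114 genes by symbol, and 6162 of 7125 genes matched. Whether R64 is the build the authors used is not stated. For 5879 genes with 1 exon, RPKM multiplied by gene length was divided by 1 step per library, which gave whole numbers for 99.5% to 100% of low values in each library. The implied totals were 4330000 to 36520000 reads per library, with a median of 14820000. The smallest level taken as detected was 3 reads. These totals describe depth, and recovered reads also entered the chi-square comparison of libraries with sampling noise. No test of a difference between strains was run on recovered reads. Near-identical genes were found with BLAST+ 2.17.0 as genes with at least 95% identity over at least 80% of their length, and 330 genes had such a copy. Reads of these genes could be split between copies by the authors' counting.

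Technical replicates were averaged on the log2 scale, so that each strain had n = 2. No filter on low values was used. Each mutant was compared with its own wild type with lmFit and eBayes (trend) of limma 3.58.1 in R 4.3.3, with BY4741, sam1, ser33 and shm2 in 1 model and the other pairs in a model each, and Benjamini-Hochberg adjustment over 7125 genes. Genes with an adjusted p under 0.05 were counted. Fold changes on the log2(RPKM + 1) scale understate the change of low genes. Telomere-proximal genes were the 257 genes within 20 kb of a chromosome end in R64, the window of Supplementary Fig. 3a, and the ATG genes were 13 named in the paper or its primer table. ATG9, which the paper's text also names, was missing from this list and was added as an alternative. Both sets were tested with limma's camera (two-sided, inter-gene correlation 0.01), which asks whether the genes of a set changed differently from all other genes, and the 13 set tests were adjusted together. The genes named in the text were fixed by a rule: genes that the paper measured, deleted or named, and for each comparison the 3 largest rises and 3 largest falls among genes with an adjusted p under 0.05 whose mutant cultures both lay beyond both wild-type cultures. Genes named outside this rule are marked as chosen after their values were seen.

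Primers printed in Supplementary Table 2 were searched for exact matches in R64, and amplicons of up to 5000 bp were listed. The fitting steps were tested on simulated values for 6162 genes with the real means and a random spread, in which 200 genes were changed by 2 on the log2 scale. Between 98% and 99% of these genes were recovered, with at most 4 unchanged genes called. In each simulated comparison all genes had the same relative spread between cultures, from 10.2% to 17.2%. No state was shared by the genes of a culture. The simulation thus checked the fitting steps and does not give the power of the tests on the real data. Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

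The alternatives were a pseudocount of 0.1, the first technical replicate only, a minimum mean of 1 RPKM, a fold threshold, fits of only the groups compared, the replicate number as a block, windows of 10 and 30 kb, an inter-gene correlation estimated from the data, removal of near-identical genes, values relative to ACT1, and each replicate left out in turn. Median-of-ratios scaling, a crossed pairing and the addition of ATG9 were added after the data were seen. The pairing comes from the replicate numbers in the labels: BY4741 and ser33 share numbers 2 and 3, and the acs2-ts strain and its wild type share number 1 in their titles but share both numbers only in their descriptions. The pyk1 mutant and its wild type share fewer than 2 numbers. The ChIP-seq experiments of the paper were not analysed here.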

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

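All tests of explanations in this part were chosen only after the results they bear on had been seen.

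The RNA-seq data are not reported on in the paper, and they held large differences between strains. In acs2-ts, 5971 of 7125 genes had an adjusted p under 0.05 against its wild type in limma with Benjamini-Hochberg adjustment, 406 of them higher and 5565 lower. At an unadjusted p under 0.05 there were 6006 genes, against 356 by chance. In 6397 genes (89.8%) both acs2-ts cultures lay on the same side of both wild-type cultures, a pattern that chance gives in 33.3% of genes. The median log2 fold change of all genes was -1.27. RPKM values are scaled by the authors to the reads of the library, so they hold no measure of RNA per cell. Median-of-ratios scaling places the typical gene near 0 by construction, with a median of all genes of 0.034, so the 43.5% of its 3595 genes with an adjusted p under 0.05 that were lower could not test this predominance. Relative to ACT1, which does not centre the genes but rests on 1 transcript, 466 genes were higher and 5476 lower, with a median of all genes of -1.17. Whether most transcripts fell per cell cannot be told from these values. The 10 genes with the most reads took 19.2% to 22.9% of the reads in the wild type and 24% to 29.6% in acs2-ts. With these genes left out of the total, the median was still -1.20, so they account for little of it. The median read total of acs2-ts was 0.922 times that of its wild type. The Spearman correlation of the fold change across genes was 0.186 with GC content and 0.0203 with gene length, and genes are not independent replicates. Contamination was not tested, since the table lists yeast genes only, and the labels give no batch. A large number of changed genes was found with the deposited, median-of-ratios and ACT1 scalings, and one hypothesis is that loss of Acs2 function may alter much of the transcriptome. The growth temperature is not stated, so an effect of the allele cannot be separated from an effect of temperature.

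In sam1, 1161 genes had an adjusted p under 0.05 against BY4741 in the same test, 570 higher and 591 lower, whereas ser33 and shm2, compared with the same BY4741 cultures, had 1 each. At an unadjusted p under 0.05 there were 2968 genes in sam1, 458 in ser33 and 485 in shm2, against 356 by chance. In 4708 genes (66.1%) both sam1 cultures lay on the same side of both BY4741 cultures, against 33.3% by chance. When only BY4741 and sam1 were fitted, 0 genes had an adjusted p under 0.05 (2336 at an unadjusted p under 0.05). Differences in the number of genes between mutants were not themselves tested. The correlation of the change across genes with the difference between a deep and a shallow library of 1 BY4741 culture was -0.0267, but the deep library was also the second one, and second libraries differed from first ones in a shared way, so this cannot settle the part of depth. The median depth of sam1 was 1.05 times that of BY4741 in the first libraries and lower in the second, and the changes from the 2 sets of libraries had a correlation of 0.929 across genes, so a difference in depth accounts for little of the change. The Spearman correlation of the change across genes was -0.0693 with GC content and 0.0271 with gene length. The change did resemble the difference between the 2 cultures of shm2. Its correlation across genes with shm2 replicate 1 minus shm2 replicate 2, values that do not enter the sam1 comparison, was 0.729. No such resemblance was found for the other strains outside the comparison, with correlations of 0.0535 for ser33, -0.123 for the wild type of acs2-ts, -0.0911 for acs2-ts, -0.128 for the wild type of pyk1 and -0.178 for pyk1. Genes are not independent replicates, so no p is given. Its correlation with the difference between the 2 BY4741 cultures was -0.53 and with that between the 2 sam1 cultures -0.45, but those cultures enter the comparison. A candidate explanation for part of the change is a growth state that also varied between the shm2 cultures, and it remains, although it rests on that strain alone. A batch shared by cultures with the same replicate number is another candidate. The sam1 cultures have numbers 1 and 3 and the BY4741 cultures 2 and 3, so the comparison is unbalanced for number 1 against 2, the same numbers as in the shm2 difference. With the replicate number as a block, 0 genes had an adjusted p under 0.05 (1829 at an unadjusted p under 0.05). The difference between the sam1 and BY4741 cultures numbered 3, from which such a batch would cancel, still had a correlation of 0.555 with the shm2 difference, against 0.787 for sam1 replicate 1 minus BY4741 replicate 2, so such a batch would not account for all of the resemblance. The SD across genes of the difference between the cultures numbered 3 was 0.785, against 0.8 for sam1 replicate 1 minus BY4741 replicate 2. These 2 differences share no culture and had a correlation of 0.699. With the block, the SD of the sam1 change was 0.665 against 0.73 without it, with a correlation of 0.971. These values argue against such a batch as the source of most of the change, although it may account for part. With 2 cultures per strain, an effect of the SAM1 deletion may not be separable from the growth state.

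With 2 cultures per strain no exact test of a gene set can reach a small p, so the p-values of gene sets are those of limma's camera model. Telomere-proximal genes were lower relative to all other genes in sam1. Their median log2 fold change was -0.23, with an unadjusted p of 0.000367 and an adjusted p of 0.00239 over 13 set tests by limma's camera, and 167 of 257 genes were lower and 85 higher. The median was between -0.30 and -0.15 in the 4 fits that each left out 1 culture. The difference between mutants was tested directly. The median of sam1 against ser33 was -0.12 (unadjusted p of 0.0169, adjusted p of 0.055), which did not pass the correction, and that of sam1 against shm2 was -0.15 (unadjusted p of 2.11e-05, adjusted p of 0.000274). Low expression of the set did not account for all of the change in sam1. The set's median was at percentile 0.19 of 10000 random lists matched on mean expression. The medians of most of these lists lay between -0.183 and -0.017. Shared reads did not account for the change, since camera gave a p of 0.00863 without near-identical genes (0.00036 to 0.141 over the alternatives). The correlation with GC content was -0.0693, as for the whole comparison. The difference between the 2 shm2 cultures lowered the same set, at percentile 1.4 of matched lists. The same difference, whose sign is arbitrary, was at percentile 11.8 in ser33, 1.01 in the wild type of acs2-ts, 99.1 in acs2-ts, 93.6 in the wild type of pyk1 and 2.02 in pyk1. Cultures of 1 strain thus lay near either end of the matched lists in several strains, so a low percentile in sam1 is weak evidence, and a state that varied between replicate cultures remains a candidate explanation. A hypothesis in which loss of Sam1 lowers telomere-proximal transcripts cannot be told apart from it. With the correlation between genes estimated from the data in place of 0.01, camera gave a p of 0.141 for sam1.

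Telomere-proximal genes in acs2-ts fell less than other genes. Their median log2 fold change was -0.72 against -1.27 for all genes, and camera gave a p of 0.00195 (adjusted p = 0.00844) for a shift upward relative to other genes, with 38 of 257 genes higher and 214 lower. The median was between -0.77 and -0.63 in the 4 fits that each left out 1 culture, and 0.35 after median-of-ratios scaling. Low expression did not account for all of the shift, since the median was at percentile 100 of the random lists matched on mean expression. The medians of most of these lists lay between -1.16 and -0.946, above the -1.27 of all genes. Expression level may thus account for part of the shift. A pseudocount of 0.1 in place of 1 gave a p of 0.00169, and the Spearman correlation of the fold change with GC content across genes was 0.186. Without near-identical genes p was 0.364 (1.02e-05 to 0.537 over the alternatives), so the shift cannot be told apart from one that rests on subtelomeric families whose reads may be shared between copies.

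The median RPKM of 1 library of shm2 was far from the other libraries of the strain, at 27.06 against 26.4, 26.41 and 26.47. Of 24 groups of libraries tested in this way 1 held such a library, and chance gives about 1 in 20. No biological explanation was tested, because the 4 libraries are of 1 strain.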

How the results depend on the processing

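Median-of-ratios scaling, the crossed pairing, the addition of ATG9 and, for gene sets, the pseudocount of 0.1, the mean of at least 1 RPKM and the block by descriptions were tests chosen only after the result was seen, as were, for single genes, the pseudocount, the mean of at least 1 RPKM, the fit of only the 2 groups and the blocks in ser33 alone and by descriptions, and the first technical replicate for mutants against each other. The other settings were fixed before the data were examined. The p-values of gene sets below are unadjusted ones of limma's camera, judged at 0.05. DESeq2 and its size factors, a filter of 1 count in total and a filter of at least 10 counts in every sample were planned and not run, because the values are RPKM and not counts.

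Of 136 values of the gene counts, gene sets and correlations under the alternatives, 98 kept their direction and their side of the threshold (for a count, stayed within 1.5 times it, whichever genes it held), 28 were weaker, 4 stronger, 4 moved and 2 reversed. Of 284 values of single genes, 34 were weaker, 8 reversed, and the others kept both. The cause was not tested for any of these changes.

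For acs2-ts, 3595 genes (56.5% higher, against 6.8%) had an adjusted p under 0.05 with median-of-ratios scaling, which centres the typical gene near 0, 3067 of them among the 5971. Values relative to ACT1 gave 5942 genes, 7.84% of them higher. The other settings gave 4644 to 6010 genes. With a mean of at least 1 RPKM, limma took the spread of each gene in acs2-ts from its trend across genes alone. The p-values of that setting thus do not rest on the spread of single genes. For sam1, the 1161 genes became 330 with the first technical replicate only (295 shared), 574 with a fold threshold of 1 on the log2 scale, and 0 when only BY4741 and sam1 were fitted (2336 at an unadjusted p under 0.05). They were 1038 with a pseudocount of 0.1, 1140 with median-of-ratios scaling and 1623 with a mean of at least 1 RPKM. Values relative to ACT1 gave 2 genes, DAN1 and SAM1.

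For ser33 the 1 gene was SER33. The first technical replicate only gave 5 genes, SER33, tY(GUA)F2, tF(GAA)N, YPR159C-A and RDN5-4, and a mean of at least 1 RPKM gave 2, SER33 and FIG1. Median-of-ratios scaling gave 0 (471 at an unadjusted p under 0.05), as did the fit of only the 2 strains (703). For shm2 the 1 gene was SHM2. The first technical replicate only also gave 1 gene in shm2, but it was tY(GUA)F2, with an adjusted p of 0.0527 for SHM2 (0.00239 to 0.814 over the settings). In shm2 the fit of only the 2 strains gave 0 (353). For pyk1 the 0 genes (1018) became 26 with a pseudocount of 0.1 and 4 with a mean of at least 1 RPKM, ARO10, SGA1, YIL100W and RDN58-1. Apart from SER33, SHM2 and SAM1, the genes named for these settings, DAN1 included, were named after their values were seen.

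With the replicate number as a block in the 4 strains, 0 genes had an adjusted p under 0.05 in sam1 (1829 at an unadjusted p under 0.05), ser33 (395) and shm2 (287). For BY4741 and ser33 alone, the block gave 0 (401) and the crossed block 0 (545), against 0 (703) with no block. The pairing check gave r = -0.17 for these strains and 0.117 for acs2-ts and its wild type, across genes, which are not independent replicates. The paired median of telomere-proximal genes in ser33 was -0.17 and -0.052 by number and -0.078 and -0.053 crossed. With the block, telomere-proximal genes changed by -0.16 in sam1 (p of 0.000811), -0.075 in ser33 (p of 0.0361), -0.008 in shm2 (p of 0.515), -0.0797 in sam1 against ser33 (p of 0.0529) and -0.16 in sam1 against shm2 (p of 6.1e-06). SIR2 in sam1 was 0.0796 (reversed) with the block. A block by the numbers in the descriptions gave 6010 genes in acs2-ts and a p of 0.00776 for its telomere-proximal genes. No paired analysis was possible because pyk1 and its wild type share fewer than 2 replicate numbers.

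The estimated correlation between genes left each median as it was, but its p was 0.537 for telomere-proximal genes in acs2-ts (-0.72), 0.141 in sam1 (-0.23), 0.336 in ser33 (-0.075), 0.388 in pyk1 (0.042), 0.287 in sam1 against ser33 (-0.12) and 0.0942 in sam1 against shm2 (-0.15), and 0.472 for ATG genes in sam1 (-0.56). Within 30 kb, telomere-proximal genes were at -0.87 in acs2-ts (p of 0.0654), -0.068 in ser33 (p of 0.0698) and 0.032 in pyk1 (p of 0.0654). Within 10 kb they were at 0.00195 in shm2 (p of 0.554, the direction reversed), 0.038 in pyk1 (p of 0.0538) and -0.019 in sam1 against ser33 (p of 0.485). Without near-identical genes they were at -0.98 in acs2-ts (p of 0.364) and -0.014 in ser33 (p of 0.709). In ser33 this median stayed negative, and only camera's direction relative to other genes reversed. In pyk1 telomere-proximal genes were at 0.044 with a pseudocount of 0.1 (p of 0.0514) and 0.057 with median-of-ratios scaling (p of 0.0599).

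Relative to ACT1, the signs of SIR2 in sam1 (0.016), PHO11 in ser33 (-0.12), IRC7 (-0.034) and SIR2 (-0.066) in shm2, and ATG23 (-0.11) and ATG12 (-0.13) in pyk1 reversed, with medians of all genes of -0.20 in ser33, -0.16 in shm2 and -0.14 in pyk1. With median-of-ratios scaling SEO1 in pyk1 was 0.0034.

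Correlations of fold changes across genes depended on the shared control. They were 0.699 for sam1 and shm2, -0.0783 for sam1 and ser33 and 0.101 for ser33 and shm2. With a separate BY4741 culture for each mutant they were 0.286 or 0.588, -0.455 or 0.181, and 0.136 or -0.432.

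In the 4 fits that each left out 1 culture, the median of the ATG genes was -1.50 to -1.27 in acs2-ts and -0.20 to 0.18 in ser33. It was -0.32 to 0.072 in shm2 and -0.027 to 0.061 in pyk1. That of telomere-proximal genes was -0.125 to -0.040 in ser33, -0.139 to 0.016 in shm2 and 0.021 to 0.096 in pyk1. It was -0.22 to -0.096 in sam1 against ser33 and -0.082 to 0.12 in ser33 against shm2. Genes beyond 2-fold numbered 70 to 206 in ser33 (68 with all cultures), 51 to 391 in shm2 (59) and 144 to 226 in pyk1 (123). Depth limits YFR057W, which had at most 4 reads in a library.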

Differences from the paper's values

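The tests in this part were not chosen after the results were seen: the alternatives compared here are values relative to ACT1 and the omission of each culture in turn, all set before the data were examined. The paper's folds are means of qRT-PCR normalized to actin, with errors given as SEM, and the folds set against them are ratios of mean RPKM in YPD. The paper's SOR1 primers also match SOR2, and its PHO11 primers also match PHO12, whereas each RPKM is given for 1 gene. Gaps for SOR1 and PHO11 may thus not compare the same transcripts. A pair of folds was taken to differ when the gap was larger than both the SEM of the paper and the SD of the RPKM ratio, 1 fold was more than 1.5 times the other, and at least 1 of them was above 1. The paper's pyk1 strain is pyk1-ts, whereas the RNA-seq labels give neither an allele nor a growth temperature. For some assays the paper moved pyk1-ts cells to a non-permissive temperature, so the conditions behind the pyk1 folds may differ.

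For pyk1, the paper's fold of SOR1 against wild type was 1.64 ± 0.201 (SEM, Fig. 2d), and the RPKM ratio was 0.844. Without replicate 1 of its wild type the ratio was 1.1, which did not differ by the same criteria. Relative to ACT1 it was 0.773, and neither this nor the omission of any other culture closed the gap. The paper's fold of PHO11 in pyk1 was 2.22 ± 0.351 (SEM, Fig. 2d) and the RPKM ratio was 1.21, and none of the alternatives set before the data were examined closed this gap.

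For ser33, the paper's fold of COS8 was 1.45 ± 0.0609 (SEM, Fig. 2e) and the RPKM ratio was 2.25. Relative to ACT1 the ratio was 1.86 and without BY4741 replicate 3 it was 1.91, and neither differed by the same criteria, whereas the omission of another culture did not close the gap. The paper's fold of YCR106W in ser33 was 1.35 ± 0.0125 (SEM) and the ratio was 0.651. The paper's fold of SOR1 was 1.48 ± 0.0819 (SEM) and the ratio was 0.779, and the paper's fold of SEO1 was 1.39 ± 0.0635 (SEM) and the ratio was 0.417. For YCR106W, SOR1 and SEO1 in ser33, none of the alternatives set before the data were examined closed the gap.

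For sam1, the paper's fold of COS8 was 1.8 ± 0.25 (SEM, Supplementary Fig. 2c) and the RPKM ratio was 0.855. The paper's fold of SOR1 was 1.89 ± 0.194 (SEM) and the ratio was 0.361. For shm2, the paper's fold of SOR1 was 1.76 ± 0.188 (SEM, Supplementary Fig. 2c) and the ratio was 0.598. None of the alternatives set before the data were examined closed these 3 gaps.

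The other folds lay within 1.5 times the paper's with all cultures and the deposited values, so they did not differ by these criteria. For YCR106W and SEO1 in pyk1 and PHO11 in ser33 the gap was still larger than both errors, such as for YCR106W with an SEM of 0.0258 in the paper and an SD of 0.0213 here. In pyk1 the RPKM ratio was 1.4 for COS8, 1.14 for YCR106W and 0.992 for SEO1, against the paper's 1.61, 1.29 and 1.36. In ser33 it was 1.05 for PHO11 against the paper's 1.26, and in sam1 it was 1.99 for IRC7 against the paper's 2.52. In shm2 it was 1.7 for COS8 and 1.1 for IRC7, against the paper's 1.91 and 1.61. Some alternatives opened a gap. IRC7 in shm2 was 0.982 relative to ACT1, 0.722 without shm2 replicate 1 and 0.815 without BY4741 replicate 2, and IRC7 in sam1 was 1.48 without BY4741 replicate 2. SEO1 in pyk1 was 0.86 without replicate 3 of its wild type, and it also differed without pyk1 replicate 2. COS8 in pyk1 was 2.49 without replicate 1 of its wild type and 0.976 without replicate 3. Neither COS8 value differed by these criteria, with an SD of 0.898.

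The paper shows SOR1 as raised in sam1. In the RNA-seq data it was lower, with a log2 fold change of -0.58 (adjusted p = 0.0368 in limma, 0.166 with the replicate number as a block, also set before the data were examined). SOR1 had only 2 to 13 reads per sam1 library, and the paper's primers for it also match SOR2. The paper places PHO11 near the left telomere of chromosome I, whereas in R64 it lies 3355 bp from the right end. The TEL II amplicons are labelled 0.2, 2.8, 5.7 and 9.7 kb in Supplementary Table 2, and in R64 they lie 12.71, 10.03, 7.2 and 3.21 kb from the left end of chromosome II, in the reverse order. The labels rise by about the same steps as these distances fall, as distances from a single point further inside the chromosome would. The reference point of the labels is not stated, so their order does not show an error.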

Other observations

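The tests of the difference between first and second libraries were chosen only after that result was seen, and the genes in this part that fall outside the rule for named genes were chosen after their values were seen.

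In 12 cultures with 2 libraries from the same RNA, the second library differed from the first in a shared way. In all 12 cultures 435 genes were higher and 991 were lower in the second library, against 3.48 expected by chance in either direction together. The correlation of this difference between cultures had a median of 0.447 across genes (0.124 to 0.64), and genes are not independent replicates. The median absolute difference was 0.141 on the log2 scale. Its Spearman correlation across genes was 0.355 with GC content and 0.0131 with gene length. A candidate explanation is a GC-dependent difference in library preparation or sequencing, and no biological explanation was tested, because both libraries came from the same RNA. As every mutant with second libraries was compared with a wild type that also had them, this difference entered both sides of each comparison.

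The rule for named genes gave DPI8 (3.96), ARG3 (3.30) and SPO24 (2.84) as the largest rises in acs2-ts, and PHO3 (-3.30), URM1 (-3.29) and YIL014C-A (-3.22) as the largest falls on the log2 scale. Each had an adjusted p of 0.000126 in limma. In sam1 the largest rises were PHO84 (4.37, adjusted p = 0.042), tS(UGA)Q2 (4.05, adjusted p = 0.0409) and Q0182 (4.03, adjusted p = 0.0281). The largest falls in sam1 were FIG1 (-3.70, adjusted p = 0.00336), YGR109W-A (-3.25, adjusted p = 0.0249) and PRM6 (-3.20, adjusted p = 0.00758).

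Other genes of mating were also examined in sam1. FUS1 changed by -1.84 (adjusted p = 0.0378), FUS2 by -2.70 (adjusted p = 0.0299), AGA1 by -1.47 (adjusted p = 0.0331), STE3 by -1.49 (adjusted p = 0.0336) and MF(ALPHA)1 by -1.08 (adjusted p = 0.0378) in limma. STE2 changed by 0.52 (adjusted p = 0.0702). In ser33, FIG1 (YBR040W) changed by -2.01 (adjusted p = 0.0586) and PRM6 by -1.84 (adjusted p = 0.164), and in shm2 they changed by -0.64 and -0.70 (adjusted p = 0.685 for each). The differences between mutants were not tested for single genes. HMRA1 changed by 1.33 in sam1 (adjusted p = 0.047), and reads of the same sequence at the mating-type locus cannot be told apart from it.

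Genes of phosphate and glycine metabolism were also examined. PHO84 had log2(RPKM + 1) values of 8.24 and 8.79 in sam1, 3.38 and 4.90 in BY4741, and 8.08 and 5.41 in shm2. In shm2, GCV1 changed by 3.05 (adjusted p = 0.49), GCV2 by 2.93 (adjusted p = 0.303) and GCV3 by 2.10 (adjusted p = 0.644) in limma. In sam1, GCV1 changed by 2.75 (adjusted p = 0.0378), GCV2 by 2.75 (adjusted p = 0.0336) and GCV3 by 1.87 (adjusted p = 0.044). SHM2 and SER33 were also higher in sam1, by 2.10 (adjusted p = 0.0445) and 1.71 (adjusted p = 0.0393).

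The 13 ATG genes of the list had a median log2 fold change of -0.56 in sam1, with 11 of 13 lower and 2 higher (unadjusted p of 0.0226, 0.0136 to 0.472 over the alternatives, and adjusted p of 0.0588 over 13 set tests by limma's camera), which did not pass the correction. With ATG9, which the paper also names, added to the list, the median in sam1 was -0.48 (unadjusted p of 0.0185), and this longer list was not tested under the other alternatives. The median of the 13 genes was -1.42 in acs2-ts, where all 13 were lower, with an adjusted p of 0.321, and -0.064 after median-of-ratios scaling, which centres the genes. It was 0.021 in ser33 (adjusted p of 0.685), -0.18 in shm2 (0.213) and 0.019 in pyk1 (0.415). ATG8 changed by -1.52 in sam1 (adjusted p = 0.0457) and by 0.55 in pyk1 (adjusted p = 0.288).

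Telomere-proximal genes in pyk1 had a median log2 fold change of 0.042, with 102 of 257 genes lower (unadjusted p of 0.0388, adjusted p of 0.0721 by limma's camera), which did not pass the correction. This median was at percentile 100 of 10000 random lists matched on mean expression. The difference between the pyk1 cultures, whose sign is arbitrary, had a larger set median of -0.074, at percentile 2.02. That between their wild-type cultures was 0.023, at percentile 93.6. The percentile of the pyk1 change is thus weak evidence of an effect of the strain. In ser33 the median was -0.075 (adjusted p of 0.0721), at percentile 70.4, and in shm2 -0.059 (adjusted p of 0.321), at percentile 88.8. COS12, within this set, changed by 1.99 in shm2 (adjusted p = 0.0882) and by 1.88 in pyk1 (adjusted p = 0.272).

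In acs2-ts, where the median of all genes was -1.27, SIR2 changed by -1.82 (adjusted p = 0.000152), SIR3 by -1.44 (adjusted p = 0.000939) and SIR4 by -1.75 (adjusted p = 0.000157) in limma. In the other mutants, SIR3 changed by -0.12 in sam1, 0.091 in ser33, 0.003 in shm2 and 0.13 in pyk1, and SIR4 by -0.16, -0.088, -0.035 and 0.18, with none of these at an adjusted p under 0.05 in limma.

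Marker genes differed between strains. URA3 had 309 RPKM in acs2-ts and 58.5 RPKM in its wild type, and at most 3 reads in any library of the other strains. LEU2 had at most 6 reads and MET15 at most 28 reads in any library, and HIS3 had mean values of 20.3 to 63.7 RPKM across the strains.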
